# Cellular reprogramming in vivo initiated by SOX4 pioneer factor activity

**DOI:** 10.1038/s41467-024-45939-z

**Published:** 2024-02-26

**Authors:** Takeshi Katsuda, Jonathan H. Sussman, Kenji Ito, Andrew Katznelson, Salina Yuan, Naomi Takenaka, Jinyang Li, Allyson J. Merrell, Hector Cure, Qinglan Li, Reyaz Ur Rasool, Irfan A. Asangani, Kenneth S. Zaret, Ben Z. Stanger

**Keywords:** Reprogramming, Physiology, Epigenetics, Hepatocytes

## Abstract

Tissue damage elicits cell fate switching through a process called metaplasia, but how the starting cell fate is silenced and the new cell fate is activated has not been investigated in animals. In cell culture, pioneer transcription factors mediate “reprogramming” by opening new chromatin sites for expression that can attract transcription factors from the starting cell’s enhancers. Here we report that SOX4 is sufficient to initiate hepatobiliary metaplasia in the adult mouse liver, closely mimicking metaplasia initiated by toxic damage to the liver. In lineage-traced cells, we assessed the timing of SOX4-mediated opening of enhancer chromatin versus enhancer decommissioning. Initially, SOX4 directly binds to and closes hepatocyte regulatory sequences via an overlapping motif with HNF4A, a hepatocyte master regulatory transcription factor. Subsequently, SOX4 exerts pioneer factor activity to open biliary regulatory sequences. The results delineate a hierarchy by which gene networks become reprogrammed under physiological conditions, providing deeper insight into the basis for cell fate transitions in animals.

## Abstract (web summary)

Upon physiological injury, hepatocytes transdifferentiate into biliary epithelial cells, a process involving molecular rewiring. Here, authors show that Sox4 organizes the early steps, acting as a pioneer factor to decommission hepatocyte enhancers and open chromatin around biliary genes.

## Introduction

Metaplasia is an adaptive cellular response to tissue injury in a variety of organs, including the lung (squamous metaplasia), esophagus (intestinal metaplasia), and pancreas (acinar-ductal metaplasia)^1,2^. Metaplasia involves the induction of multiple transcription factors^3–6^, and loss-of function studies in vivo suggest that these factors function in concert with epigenetic remodeling^3–8^. However, whether the induced transcription factors are sufficient to elicit metaplasia and how they might initiate cell fate changes in vivo is not known. During metaplastic transitions, the genetic network of the starting cell fate is suppressed while the new cell fate is activated by complex mechanisms which have yet to be elucidated.

Pioneer transcription factors possess the ability to elicit cell fate changes by targeting silent genes bound by nucleosomes in regions of repressed chromatin^9^. Conversely, pioneer factors can also enable further chromatin compaction and repression^10^ and are involved in diverse processes ranging from cancer progression to the expression of circadian rhythm genes^11,12^. Pioneer factors can trigger reprogramming of one cell type to another in cultured cells – notable examples include OCT4, SOX2, and KLF4 in induced pluripotent stem cells (iPSCs)^13–16^, FOXA1/2/3 in induced hepatocytes^17^, and ASCL1 and NEUROD1 in induced neurons^18,19^. In cultured cells, repression of the native cell type regulatory genes is thought to occur as the reprogramming factors bind to regulatory elements specific to the target cell type fate. In the process, they disengage transcription factors from active enhancers^13,20^ that are responsible for maintaining the initial cell state, a process known as enhancer decommissioning^21,22^.

We and others have reported that the liver undergoes a hepatobiliary metaplasia (“biliary reprogramming”) as a conserved in vivo response to liver injury, wherein hepatocytes are reprogrammed to become biliary epithelial cells^23–26^. Notably, the liver injury model allows us to trace and isolate individual cells undergoing metaplasia at different time points of the process. Here, we use the hepatobiliary metaplasia model, as well as an in vivo ectopic gene expression system, to reveal the underlying genetic regulatory mechanisms involved in the cell fate change. Our studies provide insight into the coordination of gene activation and repression programs responsible for the reprogramming process in regenerating mammalian tissues.

## Results

### *Sox4* and *Sox9* are induced during biliary reprogramming

We and others have reported that in response to cholestatic injury induced with a 0.1% 3,5-diethoxycarbonyl-1,4-dihydrocollidine (DDC) diet, adult mouse hepatocytes undergo hepatobiliary metaplasia (reprogramming) through a series of stepwise phenotypic changes^24,25,27^. The studies suggested that CD24 would serve as a useful surface marker of cells at the early-to-intermediate stages of reprogramming and EPCAM as a surface marker of cells at the intermediate-to-late stages of reprogramming^27^. We confirmed the predictions by performing flow cytometry (Fig. 1a, Supplementary Fig. 1) and bulk RNA-Seq (Fig. 1b, c) of liver cells isolated from mice treated with DDC for 4–13 weeks. The results shown validated the utility of CD24 and EPCAM for identifying and isolating cells at different stages of injury-induced hepatobiliary reprogramming (Supplementary Figs. 2 and 3).

**Fig. 1:**
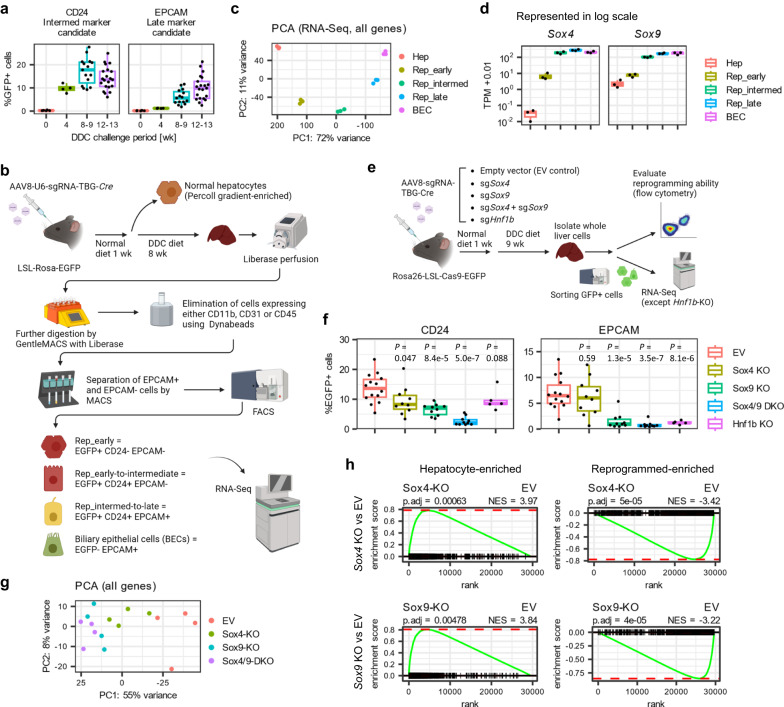
*Sox4* and *Sox9* are required for biliary reprogramming. **a** Flow cytometry for CD24 and EPCAM at the indicated time points (weeks) following DDC challenge (*n* = 4, 4, 15, and 21 animals for 0, 4, 8–9, and 12–13 wpi, respectively). **b** Schematic showing the strategy for isolating early reprogrammed cells (EGFP+CD24− EPCAM−), early-to-intermediately reprogrammed cells (EGFP+CD24+EPCAM−), and intermediate-to-late reprogrammed cells (EGFP+CD24+EPCAM+). **c** PCA of whole transcriptomes (RNA-Seq) for the indicated cell populations along the hepatocyte-to-biliary axis (*n* = 3 animals). **d** Results of RNA-Seq showing the expression of *Sox4* and *Sox9* during DDC-induced biliary reprogramming. Expression levels are normalized by TPM (transcripts per million) (*n* = 3 animals). **e** Schematic for the design of the loss-of-function experiment. AAV8 packaged with three sgRNAs targeting *Sox4* and/or *Sox9*, and *Hnf1b* along with TBG-*Cre* was injected to Rosa26-LSL-*Cas9*-*EGFP* mice to induce knockout, while enabling the simultaneous genetic labeling of the infected hepatocytes. Biliary reprogramming was then induced by introducing a DDC diet. Animals were sacrificed for analysis 9 weeks later. **f** Reprogramming efficiency was assessed by flow cytometry using two surface markers, CD24 and EPCAM, which serve as surrogates for early and late reprogrammed cells, respectively (*n* = 14, 10, 10, 10, and 5 animals for empty vector, *Sox4* KO, *Sox9* KO, *Sox4/9* DKO, and *Hnf1b* KO conditions, respectively). Exact *P* values by two-sided t-test vs. the empty vector (EV) group as reference are shown without adjustment. **g** PCA mapping of the RNA-Seq data of the sorted EGFP+ cells (*n* = 4 animals). **h** GSEA for the RNA-Seq data using hepatocyte-enriched and reprogrammed cell-enriched signatures (*n* = 4 animals). The signature gene sets were curated using previously published RNA-Seq data^27^ by comparing the gene expression of normal hepatocytes and DDC-induced reprogrammed cells (YFP+EPCAM+ cells). Adjusted *P* values and NES values were calculated using the R fgsea package. (**a**, **d**, **f**) The center line, box limits, whiskers, and points indicate the median, 25th/75th quartiles and 1.5× interquartile range, respectively.

Our previous studies indicated that during the reprogramming process, hepatocytes alter their chromatin landscape to resemble that of biliary epithelial cells. Notably, newly opened chromatin regions were highly enriched for SOX binding motifs^27^. Given that SOX transcription factors are known to possess pioneer factor activity in cell culture^15,28^, we hypothesized that one or more SOX factors facilitates biliary reprogramming in vivo by directly eliciting chromatin accessibility. Using the RNA-Seq data, we found that *Sox4* and *Sox9* are the only *Sox* factors to be expressed during injury-induced reprogramming (Supplementary Fig. 4a). *Sox9* was weakly expressed in normal hepatocytes (Fig. 1d, Supplementary Fig. 4b), as previously reported in a subpopulation of periportal hepatocytes^29^, while *Sox4* expression was virtually undetectable in hepatocytes at baseline but rapidly induced during reprogramming (Fig. 1d, Supplementary Fig. 4b). This corresponded to a ~ 20-fold increase of *Sox9* expression in reprogrammed cells compared to control hepatocytes, while *Sox4* expression increased by ~3000-fold compared to control hepatocytes.

### *Sox4 and Sox9* are necessary for hepatobiliary reprogramming

We first set out to explore whether either *Sox4* or *Sox9* are required for biliary reprogramming through loss-of-function experiments in Rosa26-LSL-Cas9-EGFP mice^30,31^. We also examined *Hnf1b* as a control for this system, as it is known to be required for normal bile duct development^32^. Accordingly, we systemically injected into the mice serotype 8 adeno-associated virus (AAV8) packaged with TBG-*Cre* and either gene-targeting sgRNAs or no additional payload (empty vector; EV), which results in hepatocyte-specific activation of Cas9 and EGFP, with consequent gene disruption with targeted sgRNAs. One week after AAV injection, mice were challenged with 0.1% DDC to induce biliary reprogramming (Fig. 1e). The AAV8 system enables robust infection of >95% of hepatocytes and, significantly, allows Cas9 activated cells at different stages of reprogramming to be recognized and isolated by virtue of an EGFP lineage tracer. Flow cytometry performed 9 weeks after the start of DDC treatment confirmed reduction of reprogramming efficiency in all the knockout (KO) animals (Fig. 1f). Interestingly, *Sox9* KO suppressed both early and late stages of reprogramming (as reflected by CD24 and EPCAM positivity, respectively), while *Sox4* KO suppressed only the early stage (Fig. 1f). Strikingly, *Sox4* and *Sox9* double-KO (DKO) almost completely blocked reprogramming at both early and late stages to a degree comparable or greater than *Hnf1b* deletion, suggesting a synergistic effect of *Sox4* and *Sox9* in the reprogramming process (Fig. 1f). This interpretation was confirmed at a global transcriptional level with bulk RNA-Seq of FACS-sorted EGFP+ cells (Fig. 1g). Additionally, gene set enrichment analysis (GSEA) using our previously established hepatocyte-enriched and reprogramming-enriched signatures^27^ validated the inhibition of reprogramming in KO cells at the whole transcriptome level (Fig. 1h). Collectively, these results show that the combined activity of *Sox4* and *Sox9* are necessary for hepatobiliary reprogramming.

### *Sox4* induces biliary reprogramming

We then tested whether ectopic expression of *Sox4* and/or *Sox9* – delivered via AAV gene transfer – are sufficient to initiate biliary reprogramming of hepatocytes under toxin-free conditions. To this end, we produced AAV8-TBG-*HA*-*Sox4*-P2A-*Cre* and AAV8-TBG-*HA*-*Sox9*-P2A-*Cre* vectors and injected viral preps individually or concurrently to Rosa26-LSL-*Cas9*-*EGFP* mice (Fig. 2a). As a control, mice were injected with empty vector (AAV8-TBG-*Cre*).

**Fig. 2:**
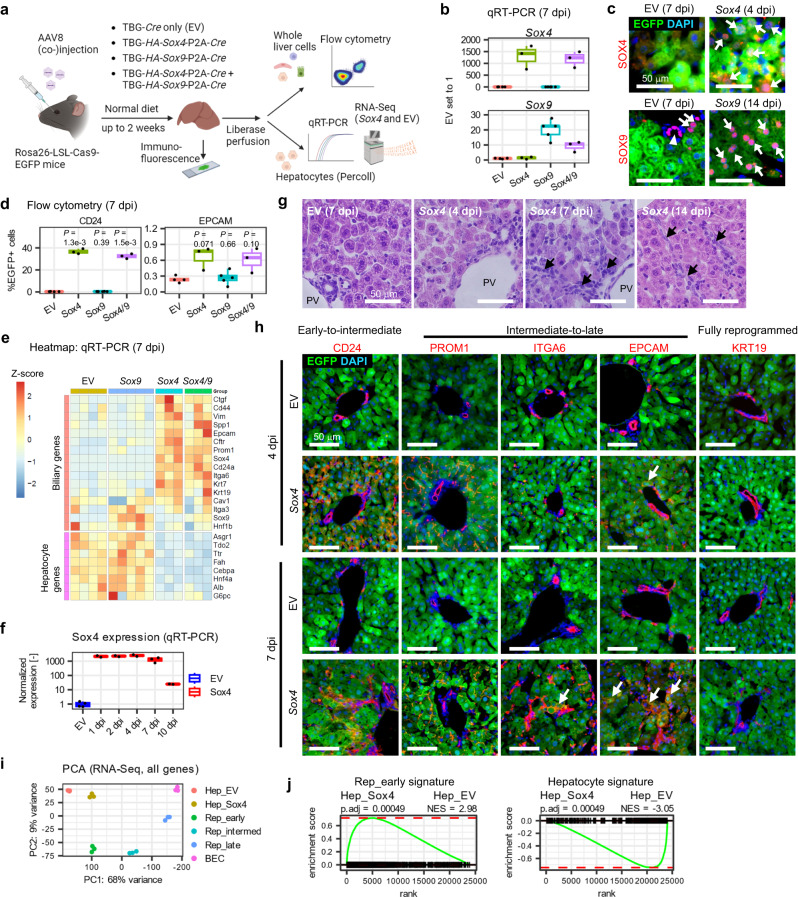
Ectopic expression of *Sox4* is sufficient to induce the early stage of biliary phenotypes in adult hepatocytes. **a** Experimental design. AAV8 packaged as shown was injected into Rosa-LSL-*Cas9*-*EGFP* mice. Total liver cells or enriched hepatocytes were harvested after 2 weeks on normal diet. **b** qRT-PCR of *Sox4* and *Sox9*. **c** IF of SOX4 and SOX9 at the designated time points. Arrows indicate nuclear staining of SOX4 or SOX9 in EGFP+ hepatocyte-derived cells. Arrowhead indicates SOX9 staining in BECs. **d** Reprogramming efficiency assessed by flow cytometry of CD24 and EPCAM. Exact *P* values by two-sided t-test with the empty vector (EV) group as reference are shown without adjustment. **e** Heatmap of qRT-PCR for biliary and hepatocyte genes. Expression levels are normalized to *Actb* and shown as z-scores for each gene. **f** Kinetics of *Sox4* mRNA expression assessed by qRT-PCR (*n* = 2, 2, 2, 3, and 2 animals for *Sox4* samples at 1, 2, 4, 7, and 10 dpi, respectively). Data for the EV control pooled from 4, 7, and 10 dpi (*n* = 4 animals). **g** H&E of AAV-*HA*-*Sox4*-injected or control livers at designated time points. Arrows indicate atypical ductal cells extending from portal vein (PV) regions. **h** Representative IF of reprogramming markers in livers harvested from EV- or *Sox4*-injected mice at the designated timepoints. Arrows indicate EGFP+ hepatocyte-derived cells expressing the indicated marker. **i** PCA plot of RNA-Seq data from EV- and *Sox4*-injected mice compared to reprogrammed cells following DDC treatment (*n* = 3 animals). **j** GSEA comparing EV and *Sox4* hepatocytes, using the hepatocyte-enriched and early reprogrammed cell (Rep_early)-enriched signatures (*n* = 3 animals). Adjusted *P* values and NES values were calculated using the R fgsea package. **b**, **f** Expression normalized to *Actb*, with EV hepatocyte expression set to one. **b**, **d**, **e**: *n* = 4, 3, 5, and 3 animals for EV, *Sox4*, *Sox9* and *Sox4/9* conditions, respectively. **b**, **d**, **f** The center line, box limits, whiskers, and points indicate the median, 25th/75th quartiles and 1.5× interquartile range, respectively. **c**, **g**, **h** Scale bar = 50 μm. Staining experiments used samples from at least 2 animals.

We harvested hepatocytes at 7 days post injection (dpi) and confirmed increased expression of both *Sox4* (~1000–1500-fold) and *Sox9* (~10–30-fold) by qRT-PCR (Fig. 2b). Importantly, both of the fold increases were comparable to those observed in reprogrammed or biliary cells undergoing DDC-induced reprogramming (Supplementary Fig. 4b). Immunofluorescence (IF) confirmed both SOX4 and SOX9 expression at the protein level (Fig. 2c, Supplementary Fig. 5a). SOX4 expression was further confirmed using an anti-HA tag antibody (Supplementary Fig. 5b). Therefore, we concluded that our expression system reasonably recapitulates the relative levels of upregulation of SOX4 and SOX9 observed under physiological conditions.

Strikingly, flow cytometry after 7 days demonstrated that ectopic expression of *Sox4* or *Sox4+Sox9* (abbreviated *Sox4/*9) together, but not *Sox9* alone, induced robust expression of CD24 and modest expression of EPCAM in EGFP+ hepatocyte-derived cells (Fig. 2d, Supplementary Fig. 6). A broader analysis of gene expression by qRT-PCR confirmed the induction of multiple biliary genes and the repression of multiple hepatocyte genes following ectopic expression of *Sox4* and *Sox4/9*, while *Sox9* alone had no effect (Fig. 2e). We also noted differences in the expression kinetics of *Sox4* and *Sox9*. Specifically, *Sox4* mRNA expression reached its maximum level from days 1–4 dpi, then began to diminish slightly by 7 dpi, and was greatly decreased by 10 dpi (Fig. 2f). By contrast, *Sox9* mRNA was initially expressed at low levels and increased over a 2 week period (Supplementary Fig. 7a). Despite the delayed and prolonged induction of *Sox9* relative to *Sox4*, we found no evidence that ectopic expression of *Sox9* could induce detectable changes in the expression of major hepatocyte/biliary marker genes (Supplementary Fig. 7b). Therefore, we focused our subsequent attention on *Sox4*.

*Sox4* mice lost weight following viral induction, reaching a nadir at 7-8 dpi before recovering most of the weight by 14 dpi (Supplementary Fig. 7c). During this period, the liver became smaller and paler than empty vector-injected controls (Supplementary Fig. 7d), with atypical, ectopic ductal cells observed (Fig. 2g, arrows), a hallmark of chronic and fulminant liver diseases^33^. Consistent with the CD24 to EPCAM reprogramming sequence identified by flow cytometry in DDC-treated mice (Fig. 1a), we found that CD24 was robustly expressed at 4 dpi in *Sox4* hepatocytes at the protein level, whereas EPCAM became strongly expressed only at 7 dpi (Fig. 2h). Other intermediate-to-late biliary reprogramming markers, such as PROM1 and ITGA6, became detectable between 4 dpi and 7 dpi (Fig. 2h). We did not observe EGFP+ cells that co-expressed KRT19, a marker of fully reprogrammed cells^27^, suggesting that the biliary induction by SOX4 is limited to the early stage of biliary reprogramming. Consistent with these data, flow cytometry demonstrated that CD24 expression peaked at 4 dpi, becoming detectable in over 60% of EGFP+ hepatocytes before returning to baseline, while EPCAM expression in EGFP+ cells continued to increase after 4 dpi (Supplementary Fig. 7e).

We then performed RNA-Seq using *Sox4*-expressing and control hepatocytes harvested at 4 dpi. We first compared *Sox4* expression levels in *Sox4*-expressing hepatocytes to those of DDC-induced reprogrammed and biliary cells, and again confirmed comparable induction, with slightly greater *Sox4* expression observed following AAV infection (Supplementary Fig. 8a). Importantly, PCA projection of RNA-Seq data demonstrated that *Sox4*-expressing hepatocytes exhibited a markedly similar degree of reprogramming compared to DDC-induced early reprogrammed cells, as revealed by the PC1 axis capturing 68% of the variance (Fig. 2i), and similar inter-replicate versus intra-replicate correlations between *Sox4-*expressing hepatocytes and DDC-induced reprogrammed cells (Supplementary Fig. 8b). Using gene sets built from differentially expressed genes (see Methods) between hepatocytes and Rep_early cells (2355 upregulated and 1189 downregulated genes in Rep_early vs. hepatocytes) (Supplementary Data 1), GSEA confirmed that *Sox4*-expressing hepatocytes were significantly enriched for a reprogrammed cell signature and de-enriched for the hepatocyte signature (Fig. 2j). Taken together, the data indicate that *Sox4* is sufficient to induce global transcriptional changes that recapitulate the initial stages of biliary reprogramming induced by DDC, including the repression of hepatocyte gene expression.

### SOX4 remodels chromatin landscapes

Based on these observations, we hypothesized that SOX4 elicits the early stages of hepatobiliary reprogramming by altering the chromatin landscape. 

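ATAC-Seq, which uses a transposase to cut and tag open chromatin, was analysed here for hepatocytes isolated 4 days after AAV injection. The dose was 1e12 genome copies per mouse. The AAV carried Cre without Sox4 (empty vector, EV, 3 libraries) or Sox4 together with Cre (3 libraries). The authors aligned reads to mm10, removed duplicates and called peaks with MACS2 separately in each library, and the deposited peak lists give for each summit the pileup, which is the unscaled coverage, together with a fold enrichment and −log10 p and q values. Libraries labelled EV replicates 1, 2 and 3 held 96066404, 116147036 and 117450440 tags (read ends), and those labelled Sox4 replicates 1, 2 and 3 held 91678892, 180365338 and 102545196 tags. Peaks on chromosomes 1 to 19, X and Y numbered 108905, 119143 and 110375 in the EV libraries and 104226, 127092 and 113929 in the Sox4 libraries. The mean difference of 2275 peaks was within the spread between replicates (two-sided exact permutation test, p = 0.8, where 3 against 3 cannot go below 0.1), and without the library labelled Sox4 replicate 2 it turned to -3730. Peaks that shared at least 1 bp were merged, and the 129796 regions called in at least 2 of the 6 libraries were kept. The value of a region in a library was the log2 of its highest summit pileup per 10000000 tags, with a common floor where no peak was called, and limma with Benjamini-Hochberg adjustment compared the labelled groups. Peak lists hold no read counts, so the count model of the paper was not repeated.
The Sox4 gene served as a check of the labels, since the vector carries its coding sequence. Sox4 lies on chromosome 13 of mm10 from 28948919 to 28953713 on the minus strand, and its coding sequence with the stop codon spans 28951699 to 28953021 in a single exon. The highest summit there reached a pileup of 198.5 and 207 per 10000000 tags in the libraries labelled Sox4 replicates 2 and 3, and 219 in the library labelled EV replicate 2. It reached 11.4 and 10.3 in those labelled EV replicates 1 and 3, and 9.38 in the library labelled Sox4 replicate 1. The label of EV replicate 2 and that of Sox4 replicate 1 therefore go against the vector sequence in these libraries. The deposited labels were kept throughout, and every direction given for Sox4 against EV rests on them.

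**Figure D1:**
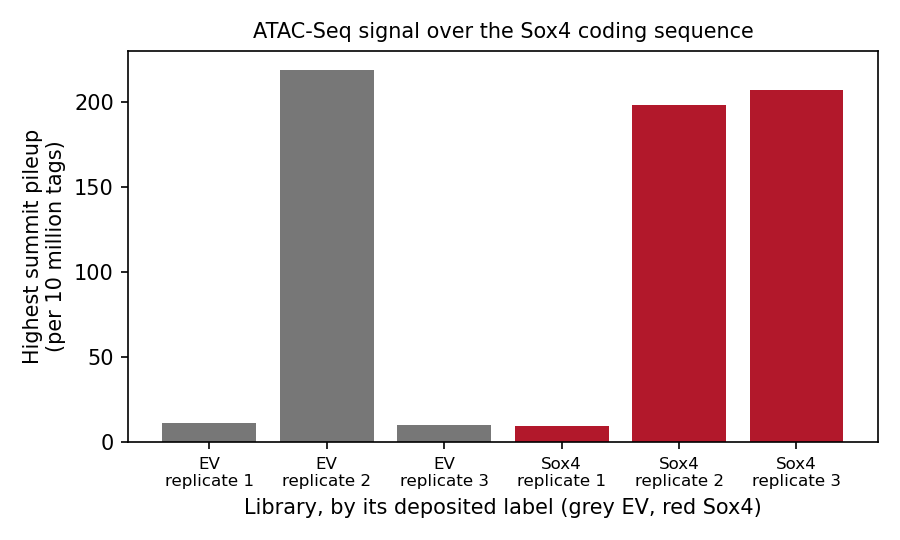
Highest ATAC-Seq summit pileup over the Sox4 coding sequence per 10000000 tags (vertical axis) in each of the 6 libraries by deposited label (horizontal axis; grey bars EV, red bars Sox4; 1 value per library, no error). The libraries labelled EV replicate 2 and Sox4 replicates 2 and 3 stand between 198.5 and 219, and the other 3 between 9.38 and 11.4.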

As such, we performed Assay for Transposase-Accessible Chromatin using sequencing (ATAC-Seq)^34^ with hepatocytes isolated at 18 h post injection (18 hpi) and 4 dpi from AAV-*HA*-*Sox4*-injected mice as well as AAV-EV-injected mice at 4 dpi as a control. Hepatocytes at 18 hpi showed weak HA-SOX4 expression at the protein level (Supplementary Fig. 9a) and minimal changes in gene expression (Supplementary Fig. 9b), thereby providing a profile of early SOX4 binding. Differential peak analysis comparing *Sox4*-expressing hepatocytes to control hepatocytes at 4 dpi identified 20,329 regions with increased accessibility (“newly opened regions”), 14,564 regions with decreased accessibility (“newly closed regions”), and 92,894 regions exhibiting no change (“unchanged regions”) (Fig. 3a, b). By contrast, SOX4 expression had almost no effect on the chromatin profile at 18 hpi (Fig. 3a, b).

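Under the deposited labels, 0 of the 129796 regions were newly opened and 0 were newly closed at an adjusted p-value under 0.05 from limma with Benjamini-Hochberg adjustment, so that all 129796 counted as unchanged. At an unadjusted p under 0.05, 581 regions differed, of which 162 were higher and 419 lower in the libraries labelled Sox4. This balance depended on the setting: with each library's own floor 647 were higher and 438 lower, and without the library labelled Sox4 replicate 3 more of the 279 regions were higher, 152, than lower. The number depended on single libraries, with 12506 regions without Sox4 replicate 1 and 5496 without EV replicate 2. A peak was called in all 3 Sox4 libraries and in no EV library at 97 regions, and in all 3 EV libraries and in no Sox4 library at 131 regions, a balance that turned to 111 against 99 with the same number of peaks in each library. By contrast, 13593 regions had a peak in the libraries labelled EV replicate 2 and Sox4 replicates 2 and 3 alone, and 6090 had one in those labelled EV replicates 1 and 3 and Sox4 replicate 1 alone. The setting that moved the counts most was added after the grouping of the libraries had been seen, and left out 1 EV and 1 Sox4 library in each of the 9 possible pairs. Of these fits 8 gave 0 newly opened and 0 newly closed regions, and the fit without the libraries labelled EV replicate 2 and Sox4 replicate 1 gave 27435 and 35802 of 122812 regions. From its own differential analysis, the paper concludes that Sox4 expression changed the accessibility of chromatin at 4 dpi.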

**Fig. 3:**
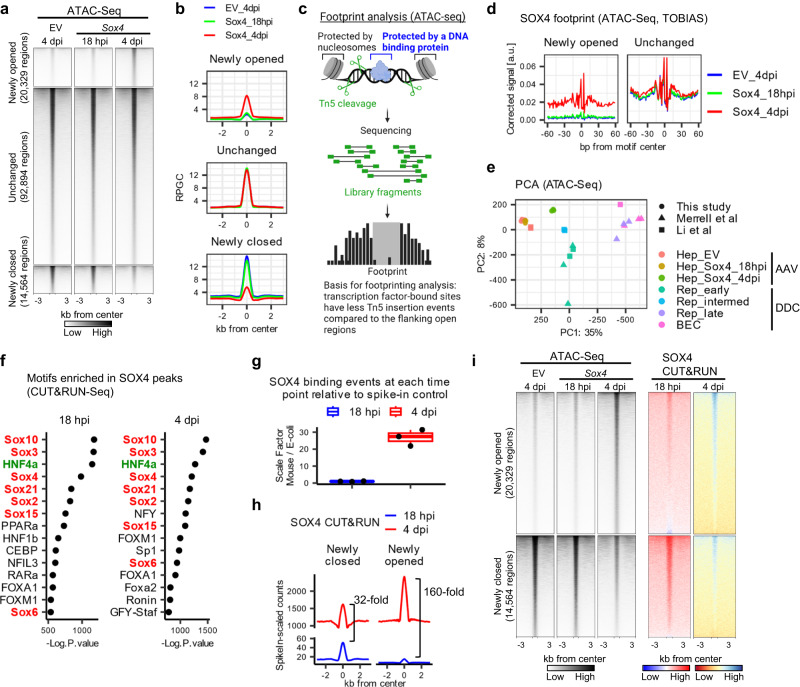
The chromatin landscape following ectopic expression of *Sox4* recapitulates that of partially reprogrammed cells. **a** Differential peak analysis at 4 dpi showing newly opened, newly closed, and unchanged regions following *Sox4* expression in hepatocytes compared with empty vector (EV). **b** Averaged aggregate plots of the ATAC-Seq signals in the newly opened, unchanged, and closed regions corresponding to panel **a**. **c** Schematic describing ATAC-Seq-based footprinting as implemented by TOBIAS^35^. **d** Results of DNA footprinting analysis for the SOX4 binding motif comparing empty vector and *Sox4* hepatocytes at newly opened and unchanged regions as defined in (**a**). **e** PCA mapping for ATAC-Seq of empty vector EV and *Sox4* hepatocytes (*n* = 3 animals) at 4 dpi. Data obtained for this study were downsampled by approximately 1/100-fold to adjust read depth and compared with previously published data^27,36^. “Rep_intermed” indicates SOX9+ cells sorted from *Sox9*-*RFP* reporter mice treated with DDC^36^. **f** Results of HOMER motif analysis using all SOX4 peaks from CUT&RUN-Seq (*n* = 9,463 at 18 hpi; *n* = 19,362 peaks at 4 dpi). The top 15 motifs from each timepoint ranked as *p*-values are shown. SOX motifs, highlighted in red, were highly ranked. The HNF4A motif, highlighted in green, was the third most significantly enriched motif at both 18 hpi and 4 dpi. **g** Quantification of SOX4 total binding was estimated using E. coli spike-in genomic DNA for scaling. Data are shown as fold-change compared to mean values at 18 hpi data (*n* = 3 animals). The center line, box limits, whiskers, and points indicate the median, 25th/75th quartiles and 1.5× interquartile range, respectively. **h** Averaged aggregate plots for spike-in-scaled SOX4 CUT&RUN-Seq data at newly closed and newly opened regions at the designated time. **i** SOX4 CUT&RUN signals (right two columns) visualized as heatmaps for the newly opened and newly closed regions defined by ATAC-Seq (left three columns). Corresponding averaged aggregate plots for SOX4 CUT&RUN are shown in Supplementary Fig. 11b. Note that SOX4 data are normalized genome-wide in each sample (18 hpi and 4 dpi) and do not support quantitative comparison between the two timepoints.

Owing to the protective effects of DNA-bound transcription factors against cleavage by Tn5 transposase, analysis of transposase cleavage patterns in deeply sequenced samples enables visualization of transcription factor footprints within ATAC peaks. More specifically, we utilized a recently developed footprinting analysis tool, TOBIAS (Transcription factor Occupancy prediction By Investigation of ATAC-Seq Signal) (Fig. 3c)^35^, which enables highly accurate prediction of transcription factor binding. As expected, the SOX4 footprint was enriched in newly opened regions, while no difference was observed in the unchanged regions (Fig. 3d). When compared with previously published ATAC-Seq studies from our group^27^ and others^36^, *Sox4*-expressing hepatocytes at 4 dpi exhibited open chromatin profiles resembling early reprogrammed cells (Fig. 3e, Supplementary Fig. 9c, Supplementary Fig. 10), consistent with our transcriptome-based findings with RNA-Seq (Fig. 2i, j). Thus, global changes in the chromatin landscape resulting from ectopic expression of *Sox4* are similar to those observed during early stages of DDC-induced biliary reprogramming.

### SOX4 binding precedes major changes in gene expression

To explore the association between SOX4 binding and chromatin opening, we performed a genome-wide examination of SOX4 binding patterns. To this end, we performed Cleavage Under Targets & Release Using Nuclease sequencing (CUT&RUN-Seq)^37,38^ using hepatocytes isolated at 18 hpi and 4 dpi (Supplementary Fig. 11a). We obtained 9,463 and 19,362 SOX4 peaks at 18 hpi and 4 dpi samples respectively (see Methods). As predicted, the peaks were highly enriched for SOX binding motifs (Fig. 3f).

Using an E. coli DNA spike-in approach, we quantitated SOX4 binding at each time point. As expected, the absolute amount of SOX4 binding increased from 18 hpi to 4 dpi (Fig. 3g). Surprisingly, this increase in binding was observed both in newly opened and newly closed regions (Fig. 3h). The increase in SOX4 binding from 18 hpi to 4 dpi was greatest in the newly opened regions, where the averaged peak summit (4 dpi/18 hpi) increased by 160-fold; in newly closed regions, by contrast, binding increased by 32-fold (Fig. 3h). The trends were also seen when the data were normalized across the genome (Fig. 3i, Supplementary Fig. 11b). Because chromatin accessibility and the transcriptome were minimally affected at 18 hpi, but changed dramatically by 4 dpi, these results indicate that SOX4 binding precedes major phenotypic changes.

### SOX4 targets genes for silencing and activation during reprogramming

We next sought to understand the mechanistic consequences of SOX4 binding. To assess the association of the ATAC peaks with gene expression, we annotated each peak with its nearest gene, associating 19,985 genes in total to all ATAC peaks (*n* = 127,787) identified at any of the newly opened, unchanged, or newly closed regions at 4 dpi. 

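Each of the 129796 regions was assigned to the protein-coding gene with the nearest transcription start site in the GENCODE annotation of mm10, which associated 18039 genes with at least 1 region. The median distance from a region to the nearest start site was 20348.5 bp, and 66.3% of regions lay more than 10 kb away (Wilson 95% confidence interval 66.0% to 66.5%).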

The annotated genes were then ranked based on the fold-change between empty vector and *Sox4*-expressing hepatocytes, and the ranked gene list was used as input for GSEA^39^. 

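The genes lower in early reprogrammed cells than in hepatocytes (hepatocyte signature, Supplementary Data 1) numbered 1189, of which 851 were nearest to a region. With genes ranked by the mean log2 change of their regions between the libraries labelled EV and Sox4, the signature had an NES of -2.43 in fgsea (permutation of genes, p = 1e-10, the lower limit set for the estimate). Over the 8873 regions of these genes, camera, which presets the correlation between regions, gave p = 0.00252 in the same direction, whereas fry, which uses the replicates, gave p = 0.383. The median deviation of the signature genes from the mean of the 6 libraries was 0.23, -0.15 and 0.20 (log2) in the libraries labelled EV replicates 1, 2 and 3, and 0.22, -0.26 and -0.23 in those labelled Sox4 replicates 1, 2 and 3. The libraries labelled EV replicate 2 and Sox4 replicate 1 lay with the other label, and libraries of the same label differed by more than the labels did. Over the 9 fits that left out 1 library of each label the NES ranged from -2.82 to -0.74 and fry p from 0.00294 to 0.981. No set test was run on the reprogramming signature.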

Consistent with our RNA-Seq results, regions exhibiting decreased chromatin accessibility upon *Sox4* expression were found in proximity to hepatocyte genes (Fig. 4a, upper), while regions exhibiting increased chromatin accessibility upon *Sox4* expression were found in proximity to reprogramming-associated genes (Fig. 4a, lower). Approximately half of the genes associated with newly closed regions (2685/5272; 50.9%) were downregulated during DDC-induced reprogramming, including many canonical hepatocyte genes (Fig. 4b, Supplementary Table 1). By contrast, more than half of the genes associated with newly opened regions (3663/5823; 62.9%) were upregulated during DDC-induced reprogramming, including many known biliary genes (Fig. 4c, Supplementary Table 1). 

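No region passed the threshold for closing under the deposited labels, so 0 genes were associated with newly closed regions. Of the 50 hepatocyte genes in Supplementary Table 1, 49 were nearest to a region. Their median log2 change was -0.26 in the libraries labelled Sox4 against those labelled EV, and was lower than in all of 10000 random gene lists matched on mean pileup. Over their 618 regions, camera with its preset correlation gave p = 7.9e-05 and fry p = 0.447. Over the 9 fits that left out 1 library of each label, added after the data were seen, fry p ranged from 0.00126, without EV replicate 2 and Sox4 replicate 1, to 0.995. By library, the median deviation from the mean of all 6 was 0.31, -0.28 and 0.35 for the labels EV replicates 1, 2 and 3, and 0.32, -0.33 and -0.35 for the labels Sox4 replicates 1, 2 and 3.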

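As for closing, 0 genes were associated with newly opened regions under the deposited labels. Of the 49 biliary genes in Supplementary Table 1, 47 were nearest to a region, with a median log2 change of 0.05 between the labelled groups, at percentile 98.95 of 10000 matched random lists. Over their 677 regions, camera with its preset correlation gave p = 0.0226 and fry p = 0.759, and fry p ranged from 0.00727 to 0.991 over the 9 fits that left out 1 library of each label. The median turned to -0.015 without the library labelled Sox4 replicate 3, and to -0.045 over the regions with a peak in all 6 libraries, a setting added after the data were seen. The median deviation of these genes was 0.15, 0.16 and 0.14 in the libraries labelled EV replicate 2 and Sox4 replicates 2 and 3, and -0.12, -0.17 and -0.15 in those labelled EV replicates 1 and 3 and Sox4 replicate 1.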

Gene ontology (GO) analysis of ATAC-Seq (Supplementary Data 2) and RNA-Seq (Supplementary Data 3) data revealed that terms enriched for newly closed region-associated genes were shared with the terms under-represented in DDC-induced reprogrammed cells (Fig. 4d, e, Supplementary Fig. 12a, highlighted in blue letters), while terms enriched for newly opened region-associated genes were shared with the terms over-represented in DDC-induced reprogrammed cells (Fig. 4f, g, Supplementary Fig. 12b, highlighted in red letters). Applying a similar analytical approach to our SOX4 CUT&RUN-Seq data, when we annotated SOX4-bound peaks at the 18 hpi and 4 dpi timepoints with the nearest gene and performed GSEA, there was enrichment of a hepatocyte signature for genes associated with SOX4 peaks at 18 hpi (Fig. 4h, upper) and enrichment of a reprogramming signature for genes associated with SOX4 peaks at 4 dpi (Fig. 4h, lower). Taken together, these results indicate that *Sox4*-induced changes in chromatin accessibility are associated with corresponding decreases in the expression of hepatocyte genes and increases in the expression of biliary genes, mirroring the changes seen during DDC-induced reprogramming.

**Fig. 4:**
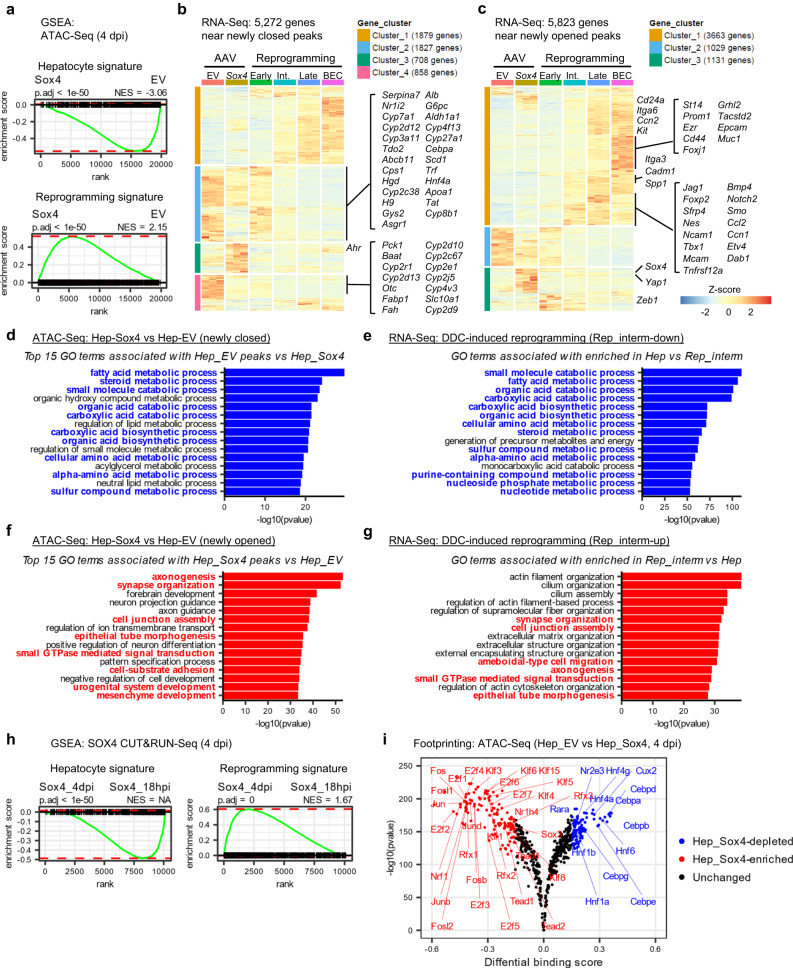
SOX4 binding silences hepatocyte genes while priming biliary genes by altering binding patterns. **a** GSEA was performed with genes annotated to 4dpi ATAC-Seq peaks to compare empty vector and *Sox4* hepatocytes using the hepatocyte-enriched and Rep_early-enriched signatures (see Supplementary Data 1, Fig. 2j, Methods). Heatmap visualization of the 5,272 genes near newly closed peaks (**b**) and 5,823 genes near newly opened peaks **c** using the RNA-Seq data of the DDC-induced reprogramming experiment (Fig. 2i, j) (*n* = 3 animals). Genes were categorized to four (**b**) or three (**c**) clusters by *k*-means clustering. Representative hepatocyte (39/50) and biliary/reprogramming genes (33/49 from a manually curated gene list; Supplementary Table 1) are shown on the right. Newly closed (**d**) and opened peaks (**f**) in *Sox4* expressing hepatocytes at 4 dpi compared with empty vector hepatocytes (Fig. 3a) were annotated with the nearest genes, and this gene list was used as the input for GO enrichment analysis (*n* = 3 animals). GO analysis of RNA-Seq was also performed using genes downregulated (**e**) and upregulated (**g**) in Rep_intermediate cells vs Hep during DDC-induced reprogramming (*n* = 3 animals). The same analysis comparing different stages, namely Rep_early vs Hep and Rep_late vs Hep are also shown in Supplementary Fig 12a, b. GO terms shared between the newly-closed and newly opened region-associated gene set and DDC-induced reprogramming context at any reprogramming stages are highlighted in bold blue (**d**, **e**) and red (**f**, **g**) texts, respectively. **h** GSEA was performed with genes annotated to the SOX4 CUT&RUN peaks identified either at 18 hpi and 4 dpi using the hepatocyte-enriched and Rep_early-enriched signatures as described earlier (Supplementary Data 1, Fig. 2j, Methods). **i** Global footprint analysis depicted as a volcano plot. The analysis used all motifs assigned as “bound” by TOBIAS in either empty vector or *Sox4* hepatocytes (*n* = 3 animals). Differential footprints are defined as those with Log2(fold-change of footprint score) >0.15 and log10(*p* value) < −100. Statistical testing was performed using the TOBIAS tool with the default setting. **a**, **h** Adjusted *P* values and NES values were calculated using the R fgsea package.

We then performed DNA footprint analysis to identify transcription factor binding sites whose footprints changed following *Sox4* expression. We compared these inferred transcription factor binding results to the enriched transcription factor motifs we previously identified in newly opened regions during DDC-induced reprogramming^27^. Notably, many of the transcription factors inferred to bind to newly opened regions following *Sox4* expression were consistent with those found in DDC-associated reprogramming motifs (e.g. AP1, E2F, and TEAD)^27^ (Fig. 4i). Interestingly, we also found that several transcription factors associated with hepatocyte identity and function (e.g. HNF4α/γ, RARα, and CEBPα/β/δ/ε/γ) were less DNA-bound following *Sox4* expression (Fig. 4i). Notably, these results were consistent with our earlier observation that HNF4A motifs were present in many SOX4 CUT&RUN peaks (Fig. 3f). Collectively, these results indicate that changes in chromatin and transcription factor binding landscapes following *Sox4* ectopic expression resemble those of cells undergoing physiological (toxin-induced) biliary reprogramming.

### SOX4 initially closes active hepatocyte enhancers and evicts HNF4A

Strikingly, genes associated with newly closed regions (18 hpi) that were bound by SOX4 (*n* = 825 genes) exhibited a marked reduction in gene expression during DDC-induced reprogramming (Fig. 5a, right bottom). By contrast, genes associated with newly closed regions that were not bound by SOX4 (*n* = 5090 genes) exhibited much smaller reductions in gene expression (Fig. 5a, right top). We observed that newly closed regions were highly enriched in areas distal to the transcription start sites (TSS) (Supplementary Fig. 13a, b), raising the possibility that SOX4 binding modulates the activity of hepatocyte enhancers.

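Under the deposited labels no newly closed region was called whose distance to a start site could be measured. Of the 131 regions with a peak in all 3 EV libraries and in no Sox4 library, 0 lay within 1 kb of a start site (Wilson 95% upper bound 2.85%), and 78.6% lay more than 10 kb away (70.8% to 84.8%). Of the 97 regions with a peak in all 3 Sox4 libraries and in no EV library, 4.12% lay within 1 kb (1.62% to 10.1%) and 71.1% lay more than 10 kb away (61.4% to 79.2%). Of the 78464 regions with a peak in all 6 libraries, 18.3% lay within 1 kb (18.1% to 18.6%). These intervals cover counting error only. The share within 1 kb was lower where fewer libraries had to have a peak. It was 14.2% over regions called in at least 3 libraries and 11.8% over those called in at least 1. No set called in 3 libraries of another split was compared, so these shares do not show closing at distal sites. The paper reasons from the distal position of its own newly closed regions that SOX4 binding could modulate hepatocyte enhancers.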

**Fig. 5:**
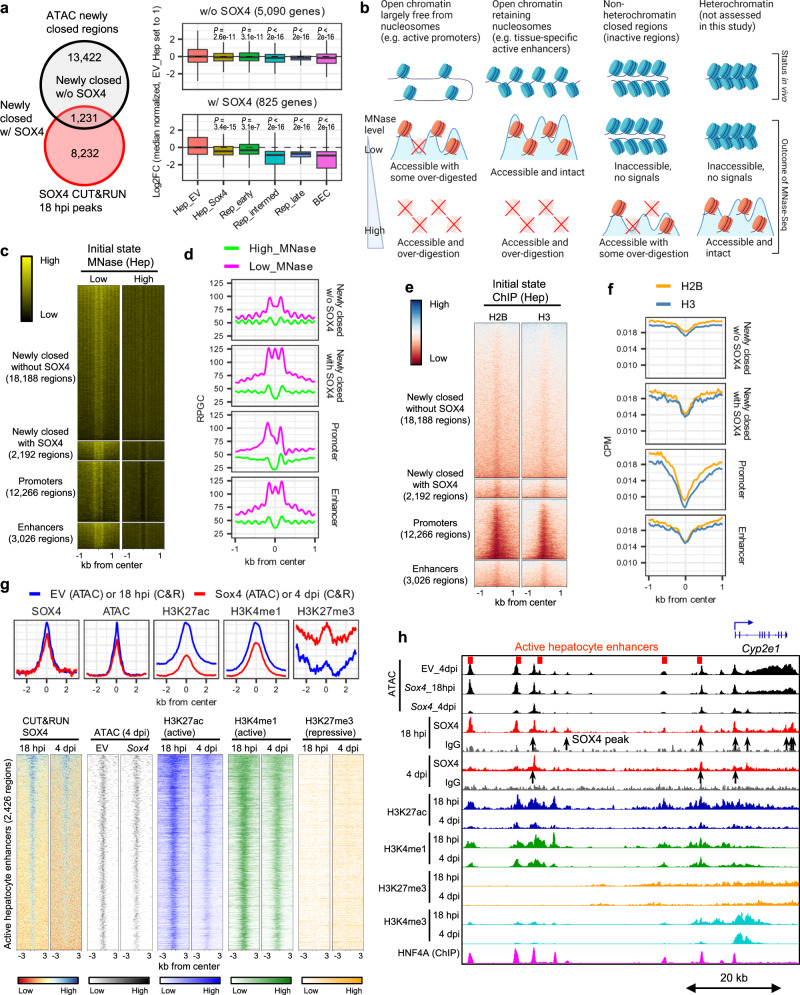
SOX4 suppresses hepatocyte identity by inactivating hepatocyte enhancers. **a** Newly closed regions with or without overlaps with 18hpi-SOX4 peaks were annotated with their nearest genes, and expression of each gene in empty vector or *Sox4*-expressing hepatocytes was compared with the DDC-induced reprogrammed cells. *P* values were calculated by Wilcoxon rank sum test with Hep_EV as the reference are shown without adjustment (*n* = 3 animals). The center line, box limits, whiskers, and points indicate the median, 25th/75th quartiles and 1.5× interquartile range, respectively. **b** Schematic representing the nucleosomal states and the corresponding outcomes of MNase-Seq nucleosomal states are roughly categorized into four groups, with representation of how they are detected by different levels of MNase treatment. **c** Heatmap representation of MNase-Seq at low and high levels for the newly closed regions with or without overlaps with SOX4 peaks at 18 hpi along with active liver promoters and enhancers. The corresponding averaged aggregate plots are shown in (**d**). **d** Averaged aggregate plots of hepatocyte MNase-Seq in newly closed regions with or without overlaps with SOX4 peaks (18 hpi) along with active liver promoters and active liver enhancers. **e** Heatmap representation of ChIP-Seq for core histone H2B and H3 for the same regions as in **(c)**. The corresponding averaged aggregate plots are shown in (**f**). **f** Averaged aggregate plots of H2B and H3 ChIP-Seq for the same regions as in **c**. **g** ATAC-Seq and CUT&RUN-Seq of SOX4, H3K27ac, H3K4me1 and H3K27me3 signals visualized as heatmaps at active liver enhancer regions. The corresponding averaged aggregate plots are shown on the top. Aggregate plots with y-axis values are shown in the Source Data File. **h** Genome browser view of the *Cyp2e1* gene is shown as an example of SOX4-induced closing of a hepatocyte gene-associated region. HNF4A ChIP-Seq data were obtained from GEO datasets (GSE137066) reflecting normal liver cells. **c**–**f** Analyses done using GEO dataset GSE57559.

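Cyp2e1 encodes a cytochrome P450 of hepatocytes and lies on chromosome 7 of mm10 from 140763739 to 140774987 on the plus strand. The region at its start site, from 140763250 to 140764920, had its highest summit at 140763711, just upstream of the gene. Pileup per 10000000 tags there was 53.7, 27.8 and 55.5 in the libraries labelled EV replicates 1, 2 and 3, and 60.8, 25.2 and 25.7 in those labelled Sox4 replicates 1, 2 and 3. The log2 change between the labelled groups was -0.36 (standard error 0.43, adjusted p = 0.972 from limma), and the groups overlapped (two-sided exact permutation test, p = 0.7). The overlap came from the libraries labelled EV replicate 2 and Sox4 replicate 1, whose labels go against the vector sequence. Those labelled EV replicate 2 and Sox4 replicates 2 and 3 stood between 25.2 and 27.8, and the rest between 53.7 and 60.8.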

To assess the initial chromatin targeting by SOX4 more deeply, we compared sites of SOX4 binding with regions previously characterized based on their sensitivity to MNase and histone modifications. Upon high-level MNase digestion, labile nucleosomes and free DNA are destroyed and stable nucleosomes are resistant, whereas low-level MNase digestion preserves labile nucleosomes at enhancers^40^ (Fig. 5b). Open regions targeted first by SOX4, that later became closed, initially exhibited MNase profiles resembling those of active liver enhancers (Fig. 5c, d) and had ChIP-Seq patterns of H2B and H3 (GSE57559^40^) similar to those associated with active hepatocyte enhancers (Fig. 5e, f, compare rows 2 and 4). Moreover, *Sox4* expression was associated with a statistically significant reduction in accessibility of these enhancers at 4 dpi compared to the empty vector control (Fig. 5g, h, Supplementary Fig. 13c) and resulted in a decrease of the active enhancer marks H3K27ac and H3K4me1 at 4 dpi compared to 18 hpi, with minimal change in repressive mark H3K27me3 (Fig. 5g, h, Supplementary Fig. 13d). To test the possibility that SOX4 may be involved in histone deacetylation at hepatocyte enhancers, we asked whether ectopically expressed SOX4 in hepatocytes can directly interact with any of HDAC1/2/3, the main contributors to histone lysine deacetylation^41^. Co-immunoprecipitation assays demonstrated that SOX4 can directly bind HDAC1 and, to a lesser extent, HDAC3 (Supplementary Fig. 13e), suggesting that SOX4 may alter histone acetylation through the recruitment of HDAC proteins. Collectively, these results indicate that shortly after its induction, SOX4 binds to and inactivates active hepatocyte enhancers.

Next, we sought to understand how SOX4 targets hepatocyte enhancers. Given the unexpected finding that the HNF4A binding motif was enriched in both footprinting and CUT&RUN experiments (Figs. 3f and 4i), we considered the possibility that targeted rather than promiscuous binding was responsible for SOX4’s localization to HNF4A sites. To this end, we first separated the SOX4 binding sites to those enriched for 18 hpi and those enriched for 4 dpi (Fig. 6a) and found that the HNF4A motif was the most enriched motif in the 18 hpi-specific SOX4 binding sites. We then realized that the SOX binding motif (CTTTGT/ACAAAG) partially overlaps the binding motifs for HNF4A (CAAAG/CTTTG) and other hepatocyte-enriched transcription factors (Fig. 6b). Further analysis revealed that footprints of HNF4A and RXRA, another hepatocyte transcription factor whose binding motif overlaps that of SOX4, were decreased in hepatocyte enhancers of *Sox4*-expressing hepatocytes (Fig. 6c), implying that SOX4 may compete with hepatocyte transcription factors to bind to these motifs. Moreover, through analysis of published ChIP-Seq data^42^, we found substantial overlap of SOX4 binding sites with HNF4A binding sites in adult hepatocytes (Fig. 5h, magenta track on the bottom). These observations prompted us to hypothesize that SOX4 can specifically recognize and bind to the partial motif for HNF4A.

**Fig. 6:**
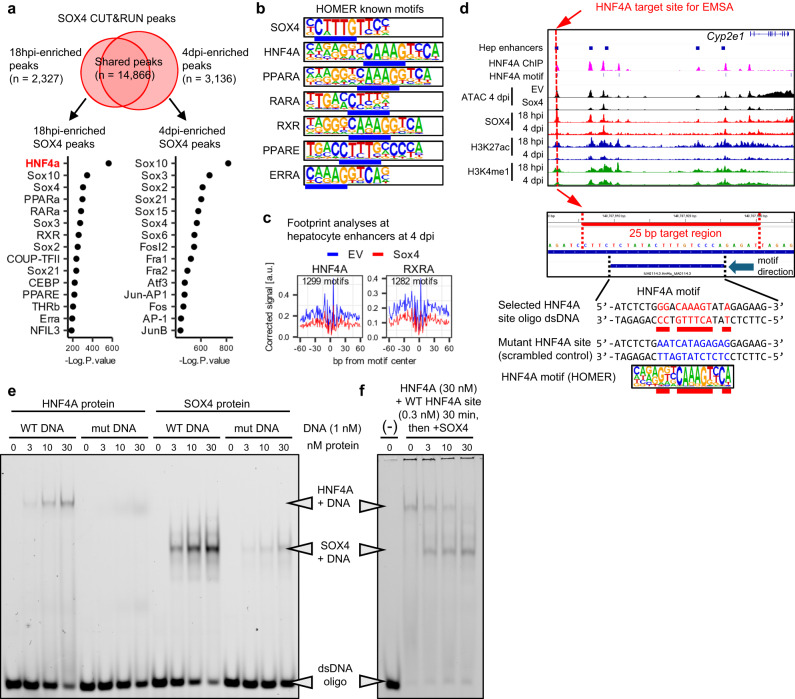
SOX4 evicts hepatocyte transcription factors by hijacking their binding motifs. **a**. HOMER motif analysis with known motifs for 18hpi- and 4dpi- enriched SOX4 CUT&RUN peaks. 18hpi-enriched SOX4 peaks (*n* = 2327) and 4dpi-enriched SOX4 peaks (*n* = 3136) were identified using DiffBind and DESeq2 packages (*n* = 3 animals). The HNF4A motif, highlighted in red, ranked first among 18 hpi-enriched SOX4 binding sites. **b** Consensus binding sequences of several hepatocyte transcription factors exhibiting partial overlap with that of SOX4 (overlapped sequences are underlined). **c** ATAC-Seq footprinting analysis of hepatocyte transcription factors HNF4A and RXRA at motifs overlapping the hepatocyte enhancers. The data are shown as the comparison between empty vector and *Sox4* hepatocytes (*n* = 3 animals). Motifs assigned as “bound” by TOBIAS for the empty vector and *Sox4* expressing samples are combined and used for the analysis. **d** Schematic representing the *Cyp2e1* distal enhancer with an HNF4A motif for which a ds-DNA oligonucleotide and its scrambled mutant were designed. Most conserved sequence in the HNF4A motif is highlighted in red texts along with the consensus HNF4A motif sequence shown below. **e** EMSA was performed to assess the ability of recombinant mouse HNF4A protein and mouse SOX4 protein to bind the wild type and mutant *Cyp2e1* enhancer sequence. **f** EMSA was performed to assess whether SOX4 can displace HNF4A pre-bound to the wild type *Cyp2e1* enhancer dsDNA oligonucleotide by titrating SOX4 protein concentration used for competition. **e**, **f** A representative gel image from 2 replicates is shown.

To directly investigate this hypothesis, we tested whether purified SOX4 protein can bind to an HNF4A motif using an in vitro electrophoretic mobility shift assay (EMSA) (Supplementary Fig. 14). 

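At the distal site upstream of Cyp2e1, all 6 libraries had a peak, and the merged region spanned 140707274 to 140708494 on chromosome 7 of mm10. The highest summit of that region reached a pileup per 10000000 tags of 58.0, 10.2 and 73.7 in the libraries labelled EV replicates 1, 2 and 3. It reached 75.2, 11.5 and 10.4 in those labelled Sox4 replicates 1, 2 and 3. The log2 change between the labelled groups was -0.76 (standard error 1.02, adjusted p = 0.972 from limma) beside a standard deviation of 1.56 in the EV libraries and 1.60 in the Sox4 libraries (log2, n = 3 each). A two-sided exact permutation test gave p = 1. The spread within each label came from the libraries labelled EV replicate 2 and Sox4 replicate 1, whose labels go against the vector sequence. Those labelled EV replicate 2 and Sox4 replicates 2 and 3 stood between 10.2 and 11.5, and the rest between 58.0 and 75.2.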

We selected a motif located in a *Cyp2e1* distal enhancer, which was targeted by SOX4 and became less accessible at 4 dpi (Fig. 6d). We made double stranded DNA oligonucleotides of the wild-type (WT) site and of a mutant site with a scrambled HNF4A motif (Fig. 6d) and performed binding titrations (Fig. 6e). As predicted, recombinant HNF4A protein bound specifically to the wild type HNF4A site (Fig. 6e). Surprisingly, SOX4 bound the same site even more robustly than purified HNF4A, with marked specificity (Fig. 6e). Thus, SOX4 is able to recognize a specific HNF4A site, both in vivo and in vitro, embedded in a gene that is normally targeted by HNF4A.

Next, we performed a competition experiment to determine whether purified SOX4 protein can displace HNF4A. To this end, we first saturated the WT HNF4A-specific probe with 30 nM HNF4A, and then titrated SOX4 into the reaction. Strikingly, 10–30 nM SOX4 effectively displaced HNF4A protein from the probe (Fig. 6f). Collectively, these data suggest that SOX4 suppresses the hepatocyte identity in part by evicting resident hepatocyte transcription factors through competitive binding, thereby reducing the accessibility and activity of hepatocyte enhancers.

### SOX4 opens chromatin associated with biliary genes

We next turned our attention to the induction of the biliary program. Specifically, we explored the possible role of SOX4 as a pioneer factor by testing its ability to directly mediate the activation of repressed chromatin. Based on the strong correlation between SOX4 binding and changes in the chromatin landscape (Fig. 3i), we first assessed the ability of SOX4 to bind nucleosomal DNA, as this is a necessary feature of pioneer factor activity. To this end, we incubated recombinant SOX4 protein with nucleosome particles assembled on a human *LIN28B* DNA fragment, which has served as a standard for establishing the pioneer transcription factor activity of SOX2^16^. Consistent with our model, EMSA confirmed that recombinant SOX4 binds to assembled *LIN28B* nucleosomes at low nanomolar concentrations (Fig. 7a). 

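Under the deposited labels no newly opened region passed the threshold, so none could be divided by whether EV libraries had a peak there. From the peak calls alone, 97 regions had a peak in all 3 libraries labelled Sox4 and in 0 labelled EV. A further 1036 regions had a peak in all 3 Sox4 libraries and in 1 EV library, and 3358 in all 3 Sox4 and 2 EV libraries.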

Given that pioneer factor activity is associated with opening of previously closed chromatin, we divided the regions of newly opened chromatin (based on the ATAC-Seq peaks) into two categories: those whose initial accessibility increased over baseline upon *Sox4* expression (“more opened regions,” MORs) (Fig. 7b, upper left) and those regions that only became accessible when *Sox4* was expressed (“de novo opened regions,” or DORs) (Fig. 7b, lower left). We visualized SOX4 CUT&RUN signals at these regions and confirmed that both MORs and DORs were bound by SOX4 at 4 dpi (Fig. 7b, right). DORs, and to a lesser extent MORs, fell into broad domains of chromatin enriched for high-MNase signals and were enriched for core histones (Fig. 7c–f, rows 1 and 2), compared to active promoters and enhancers (Fig. 7c–f, rows 3 and 4), demonstrating that the MOR and particularly DOR sites were originally in more compacted chromatin. We conclude that SOX4 acts as a pioneer factor by targeting nucleosomal DORs, and to a lesser extent MORs, leading to increased chromatin accessibility.

**Fig. 7:**
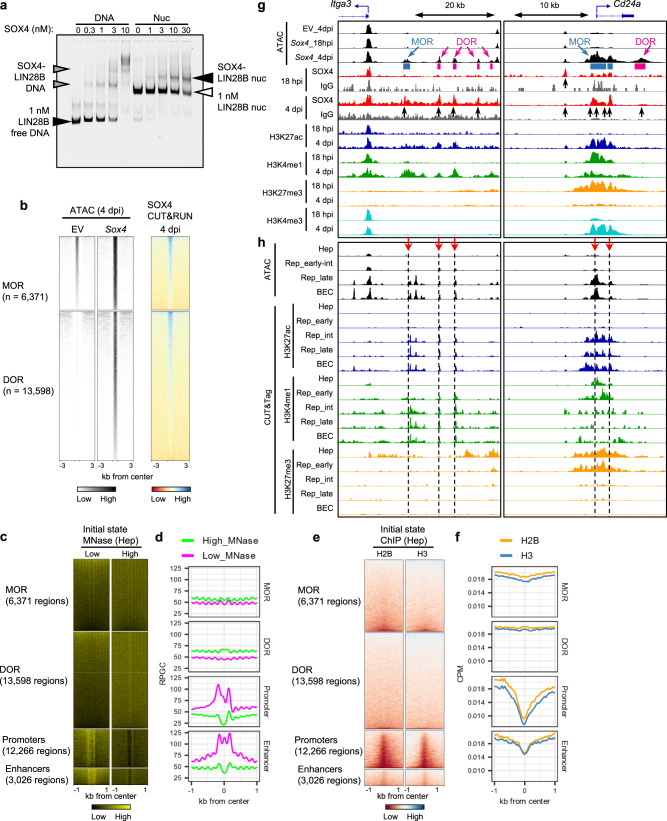
SOX4 opens putative biliary cell enhancers in hepatocytes. **a** EMSA was performed to evaluate the binding ability of recombinant mouse SOX4 to naked *LIN28B* DNA and in vitro assembled nucleosomal *LIN28B* DNA. A representative gel image from 2 repeated experiments is shown. **b** SOX4 CUT&RUN-Seq data (right column) are shown for the more opened regions (MOR) and de novo opened regions (DOR), which correspond to newly opened regions with weak ATAC peaks in empty vector and those without ATAC peaks in empty vector (left two columns). **c** Heatmaps of previously published MNase-Seq data (GSE57559) obtained for adult hepatocytes at low and high levels of MNase^40^. The regions are centered with all the intersectable ATAC peaks of either empty vector or *Sox4*-expressing hepatocytes. **d** Averaged aggregate plots corresponding to the heatmaps shown in **c**. **e** Heatmaps of previously published H2B and H3 ChIP-Seq obtained for adult hepatocytes (GSE57559)^40^. Regions are centered with all intersectable ATAC peaks of either empty vector or *Sox4* hepatocytes. **f** Averaged aggregate plots corresponding to the heatmaps shown in (**e**). **g** Genome browser views of two examples for *Sox4*-induced opening at biliary epithelial cell genes: *Itga3* (intermediate-to-late reprogramming marker) and *Cd24a* (early-to-intermediate reprogramming marker). **h** Genome browser views of ATAC-Seq and CUT&Tag-Seq data in the same regions as **g**. ATAC-Seq data of reprogrammed cells and biliary cells are adapted from our earlier study^27^. Hep ATAC-Seq data indicates the Hep_EV data collected in this study, which were downsampled to adjust the read depth comparable to the DDC-induced reprogrammed and biliary cells (as shown in Fig. 3). CUT&Tag-Seq data were collected for each stage of DDC-induced reprogramming.

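Itga3 encodes an integrin subunit and lies on chromosome 11 of mm10 from 95044474 to 95076801 on the minus strand. The region at its start site, from 95075888 to 95077222, had its highest summit in the untranslated region. The log2 change there was 0.19 between the labelled groups (standard error 0.21, adjusted p = 0.972 from limma). Pileup per 10000000 tags was 39.2, 62.6 and 39.0 in the libraries labelled EV replicates 1, 2 and 3 and 47.1, 52.7 and 57.2 in those labelled Sox4 replicates 1, 2 and 3. Fig. 7g shows opened regions upstream of that start site, and 3 further regions were nearest to Itga3, at 7990, 16106 and 19715 bp from it. They were looked up after the data were seen. Their log2 changes were 0.46, 1.09 and 1.10 (standard errors 0.85, 1.32 and 1.20, adjusted p = 0.972 from limma for each). At the nearest of them pileup was 11.2, 12.0 and 14.1 in the libraries labelled EV replicate 2 and Sox4 replicates 2 and 3, 4.27 and 3.15 in those labelled EV replicates 1 and 3, and no peak was called in that labelled Sox4 replicate 1. The other 2 had a peak only in the libraries labelled EV replicate 2 and Sox4 replicates 2 and 3, at 27.3, 24.2 and 24.8 and at 19.6, 19.9 and 22.4. Cd24a, on chromosome 10 from 43578284 to 43584265 on the plus strand, had a region from 43578289 to 43580341 with its highest summit in an intron. Pileup there was 7.70, 72.2 and 6.39 in the EV libraries and 5.78, 58.1 and 61.4 in the Sox4 libraries, in the same order. The log2 change was 0.85 (standard error 1.25, adjusted p = 0.972 from limma). Two-sided exact permutation tests gave p = 0.4 at the start site of Itga3, 0.8, 1 and 0.4 at its upstream regions in the same order, and 1 at Cd24a.

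**Figure D2:**
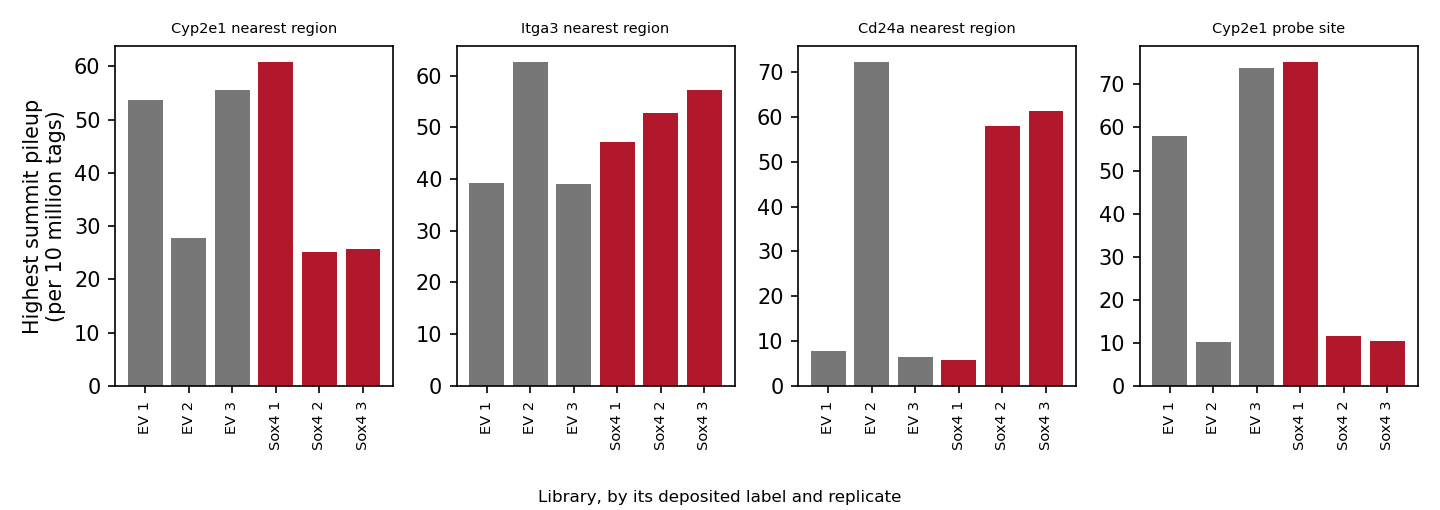
Highest summit pileup per 10000000 tags (vertical axes, each on its own scale from 0) in the 6 libraries by deposited label and replicate (horizontal axes; grey bars EV, red bars Sox4; 1 value per library, no error) at the start sites of Cyp2e1, Itga3 and Cd24a and at the distal Cyp2e1 probe site. At Cd24a the libraries labelled EV replicate 2 and Sox4 replicates 2 and 3 stand between 58.1 and 72.2, and the other 3 between 5.78 and 7.70.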

Beyond chromatin accessibility, we next considered how *Sox4* expression alters the landscape of a range of histone marks. Comparing 18 hpi and 4pi, at DORs, active enhancer and promoter marks were increased from initially faint or residual background levels, and at MORs the active marks were increased from baseline, while the H3K27me3 repressive mark was marginal at baseline and reduced at 4 dpi (Supplementary Fig. 15a). In accordance with our earlier finding that newly opened regions were enriched in proximity to reprogramming-related genes (Fig. 4a, c), comparable changes in histone marks were observed in the regions near biliary genes; concordantly, SOX4 binding was observed either at putative TSS-distal enhancers (Fig. 7g, left) or at promoters/gene bodies (Fig. 7g, right). Using the ATAC-Seq data from our earlier DDC-induced reprogramming study^27^, we observed that MORs and DORs were indeed opened in reprogrammed and biliary cells (Fig. 7h, black tracks). Taken together, these results suggest that SOX4 binding at 4 dpi can lead to chromatin opening required for biliary reprogramming.

### SOX4 targeting predicts the chromatin changes seen in DDC-induced reprogramming

Lastly, we considered whether the consequence of ectopic *Sox4* expression in hepatocytes mirror the epigenetic changes seen in DDC-induced reprogramming. To this end, we profiled H3K27ac, H3K4me1, H3K4me3 and H3K27me3 at each reprogramming stage by Cleavage Under Targets and Tagmentation (CUT&Tag)-Seq^43,44^, which allowed us to obtain reliable data with as few as 10,000–70,000 input cells (Supplementary Fig. 15b). We then mapped the CUT&Tag data to the SOX4 binding sites identified in the ectopic *Sox4* expression system. Strikingly, active histone marks gradually decreased in 18hpi-enriched ectopic SOX4 binding sites during DDC-induced reprogramming (Supplementary Fig. 15c, upper heatmaps; blue aggregate plots above the heatmaps). As DDC-induced reprogramming proceeded, active histone marks increased in 4dpi-enriched ectopic SOX4 binding sites (Supplementary Fig. 15c, lower heatmaps; green aggregate plots above the heatmaps). Additionally, the repressive mark, H3K27me3 moderately declined during DDC-induced reprogramming at SOX4-bound regions at 4 dpi, but not 18 hpi (Supplementary Fig. 15c, lower heatmaps; green aggregate plots above the heatmaps**)**. Together, the results support the hypothesis that *Sox4*-mediated alteration in epigenetic states in hepatocytes contribute to injury-induced biliary reprogramming by modulating active and repressive histone marks.

## Discussion

The epigenetic mechanisms underlying cell fate switching, or reprogramming, have been studied in detail in the context of induced pluripotency, whereby pioneer factors enable a change in cell identity by reconfiguring chromatin. Our study provides evidence that SOX4 acts as a pioneer factor in vivo in a validated system of physiological reprogramming: hepatobiliary metaplasia. Moreover, we found that SOX4 exerts this activity through a sequential process in which enhancers associated with the starting (hepatocyte) cell type are decommissioned prior to the activation of enhancers associated with the acquired (biliary) cell type. Such enhancer reorganization by pioneer factors, including silencing of the starting cell’s enhancers, has been proposed for iPSCs, where early and preferential binding to active somatic enhancers causes the redistribution of associated somatic transcription factors like P300 and the recruitment of enhancer silencing factors like HDAC1^13^. Our study also confirmed the direct association of SOX4 and HDAC1 via their protein-protein interactions. We expect future studies will further investigate how the distribution of HDAC1 and other potential HDACs are altered by SOX4. In addition, pioneer factors can compete for binding sites in enhancers to influence lineage trajectories^45,46^. Whereas prior studies investigated cellular reprogramming in culture, our study defines how powerful reprogramming transcription factors can be in the context of a tissue, with many more stimuli such as soluble factors, basement membranes, and cell-cell contacts that normally help restrain cell fate changes from occurring.

Our findings offer a molecular mechanism to account for the specificity of binding in a physiologically relevant context. Specifically, we observed that key hepatocyte transcription factors – including HNF4A, a master regulator of hepatocyte identity^47,48^ – share binding motifs with SOX4. The finding that SOX4 can associate with a canonical HNF4A binding site more strongly than HNF4A itself is consistent with the lack of expression of *Sox4* in healthy hepatocytes and supports the notion that SOX4 hijacks HNF4A sites when it becomes expressed during injury-induced reprogramming. Consistent with this idea, SOX4 preferentially binds to open chromatin regions occupied by HNF4A early in biliary reprogramming. Subsequently, owing to the biochemically stronger binding affinity of SOX4, HNF4A was evicted from its native binding sites. Thus, our study provides evidence that pioneer factors can dually disrupt a starting cell fate while engaging closed chromatin to initiate a new cell fate. Meanwhile, the mechanism by which SOX4 adopts the role of a transcription activator or repressor is unclear. One possible hypothesis is that post-transcriptional modification of SOX4 could change its role, which we expect to be tested in future studies.

The results presented here support a multi-step model in which pioneer factor activity, through both positive and negative effects on chromatin accessibility, is essential for the cell fate changes accompanying tissue metaplasia in vivo. By synthesizing our findings with those of earlier studies^23–27^, we propose a model (Fig. 8) in which signals from the injured liver microenvironment (e.g. YAP, Notch, TGFβ pathway^23,25,26^) result in the induction of SOX4, which then binds to regions of open chromatin occupied by hepatocyte-specific transcription factors (e.g. HNF4A and RXRA), causing their displacement. Then, SOX4 acts as a traditional pioneer factor by binding to canonical SOX binding sites in biliary enhancers in closed chromatin, causing the regions to become open and accessible to other biliary transcription factors.

**Fig. 8:**
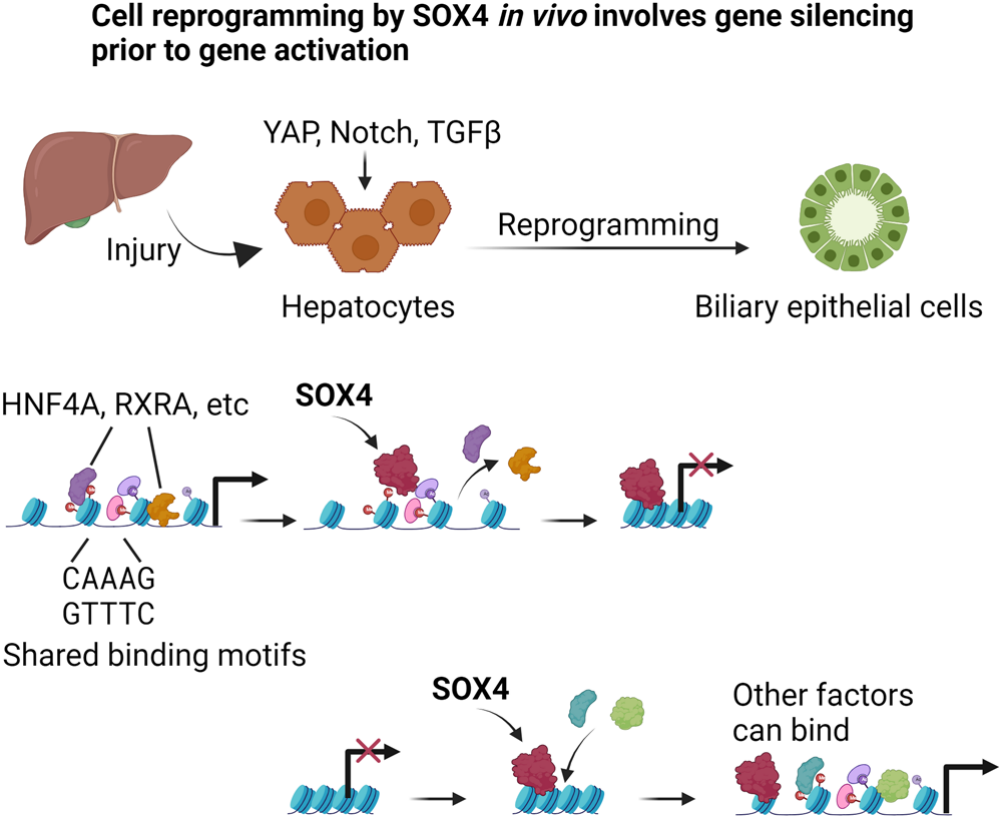
Proposed model of the SOX4-mediated regulatory mechanism of hepatobiliary reprogramming. Liver injury activates signaling pathways which are responsible for induction of biliary reprogramming, such as YAP, Notch and TGFβ pathways. *Sox4* expression is readily activated as one of the earliest responses to these pathways. Upon translation, SOX4 binds hepatocyte enhancers through recognition of the shared motif sequences, and evicts the originally bound hepatocyte transcription factors, including HNF4A and RXRA, which leads to repression of hepatocyte phenotypes. Then, SOX4 starts to bind closed and silenced chromatin regions required for acquisition of biliary phenotypes and open these regions as a traditional pioneer factor to establish access for other factors to these regions.

Meanwhile, our study indicates that *Sox4*-mediated reprogramming is restricted to the early-to-intermediate stages, and that other transcription factors including *Sox9* and *Hnf1b* are required for completion of reprogramming. Moreover, given that necessity for *Sox4* was weak in the loss-of-function study, pioneer activity of *Sox4* can be compensated for by other transcription factors. We did not observe compensatory upregulation of *Sox11* or *Sox12* (other *SoxC* family members) in *Sox4*-KO hepatocytes by RNA-Seq (data not shown). Therefore, certain transcription factors other than *Sox* family members could have compensated for the *Sox4* loss. Thus, further studies are expected to elucidate the transcriptional regulatory mechanisms underlying the transitions to the later stages of the metaplastic process, as well as the compensatory mechanism for pioneer activity of *Sox4*. Likewise, additional studies are needed to link extracellular signals to the activation of pioneer factor-mediated initiation of epigenetic cascades, such as recently seen for Kupffer cell-derived IL-6 initiating epigenetic changes in hepatocytes as they transition to biliary cells in the DDC-treated liver^49^. Finally, further technical developments in epigenomic profiling are needed to overcome challenges in transcription factor profiling. For example, HA-tagged SOX4 was necessary for detection via CUT&RUN sequencing; native SOX4 capture in injury-induced cells was not possible despite extensive protocol optimization.

Integration of the genomic, epigenomic, and biochemical pathways involved in this metaplastic cascade provides a foundation for the complex processes of cellular metaplasia in vivo. This will lead to a framework to better understand the core cellular processes underpinning physiological metaplastic processes in response to injury as well as deleterious pathophysiological metaplastic processes such as those leading to cancer^2^.

## Methods

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Ben Z. Stanger, email: 

### Materials availability

All unique and stable reagents generated in this study of which sufficient quantities exists are available from the Lead Contact with a completed Materials Transfer Agreement.

### Mice

Rosa-LSL-Cas9-EGFP mice^31^ on a C57BL/6J background were purchased from the Jackson Laboratory (strain #026175) and maintained as homozygotes. All mouse experiment procedures used in this study were performed following the NIH guidelines. All mouse procedure protocols used in this study were in accordance with, and with the approval of, the Institutional Animal Care and Use Committee of the University of Pennsylvania.

For characterization of the reprogramming stage, 4-5 week-old mice were retro-orbitally injected with AAV:ITR-U6-sgRNA(backbone)-TBG-Cre-WPRE-hGHpA-ITR^30^ (empty vector: EV) with 5 × 10^11^ genome copies/mouse/gene. One week later, induction of biliary reprogramming was started by initiating a 0.1% 3,5-diethoxycarbonyl-1,4-dihydrocollidine (DDC) diet (Envigo). Eight weeks after the DDC challenge, reprogrammed cells and biliary cells were harvested as described below.

For the exogenous expression of *Sox4*, *Sox9* and *Sox4*/*Sox9*, 4- to 8-week-old mice were retro-orbitally injected with 5 × 10^11^ genome copies/mouse/gene. For the *Sox4* expression experiments for RNA-Seq, ATAC-Seq, and CUT&RUN-Seq experiments, 1 × 10^12^ genome copies/mouse of AAV8-TBG-*HA*-*Sox4*-P2A-*Cre* were retro-orbitally injected.

### Plasmid cloning

All PCR reactions were performed using the Phusion Flash High-Fidelity PCR Master Mix (Thermo) following the manufacturer’s instructions. For all AAV plasmids, endotoxin was eliminated by treating the plasmids with Endozero columns (Zymo Research) before proceeding to AAV production. Transformation was performed using Stbl3 bacteria (Thermo) following the manufacturer’s instruction.

#### AAV-HA-Sox4-P2A-Cre plasmid

Mouse *HA*-*Sox4*-*P2A* and *P2A*-*Cre* blocks were PCR-amplified from pLVXT-Sox4 (Addgene, #101121) and AAV:ITR-U6-sgRNA(backbone)-TBG-Cre-WPRE-hGHpA-ITR^30^ respectively, using the primers listed in Supplementary Table 2. The AAV-TBG backbone was prepared by removing EGFP from pAAV.TBG.PI.eGFP.WPRE.bGH (Addgene, #105535) using NotI-HF (NEB) and BamHI-HF (NEB). The two PCR-amplified DNA blocks were inserted into the linearized AAV-TBG vector by Gibson Assembly using an NEBuilder HiFi DNA assembly kit (NEB) following the manufacturer’s instruction.

#### AAV-HA-Sox9-P2A-Cre plasmid

Mouse *HA*-*Sox9*-*P2A* and *P2A*-*Cre* blocks were PCR-amplified from pWPXL-Sox9 (Addgene, #36979) and AAV:ITR-U6-sgRNA(backbone)-TBG-Cre-WPRE-hGHpA-ITR^30^ respectively, using the primers listed in Supplementary Table 2. The two blocks were inserted into the linearized AAV-TBG vector prepared as described above using the NEBuilder assembly kit.

#### AAV-FLAG-Sox4-P2A-Cre plasmid

Mouse *FLAG*-*Sox4*-*P2A* and *P2A*-*Cre* blocks were PCR-amplified from pLVXT-Sox4 and AAV:ITR-U6-sgRNA(backbone)-TBG-Cre-WPRE-hGHpA-ITR respectively, using the primers listed in Supplementary Table 2. The two blocks were inserted into the linearized AAV-TBG vector prepared as above using the NEBuilder assembly kit.

#### CMV-FLAG-Sox4 plasmid

The *FLAG*-*Sox4* block was amplified from the AAV-*FLAG*-*Sox4*-*P2A*-*Cre* plasmid using a forward primer: 5’- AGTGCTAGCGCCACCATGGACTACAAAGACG, and a reverse primer: 5’- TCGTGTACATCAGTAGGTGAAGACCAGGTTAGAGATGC. The DNA block was then digested with NheI-HF (NEB) and BsrGI-HF (NEB) and cloned into the CMV backbone vector prepared by linearizing the mEGFP-N1-YAPS127A-L318E plasmid (Addgene, #166465) using NheI-HF and BsrGI-HF.

### AAV preparation

90–100% confluent 293T cells in 15 cm dishes were replenished with 15 ml fresh DMEM (Thermo) supplemented with 2% FBS (Thermo) without antibiotics. For a 15 cm plate, 16 μg AAV8-Rep/Cap plasmid (Grompe Lab), 16 μg Ad5-Helper plasmid (Grompe Lab), 16 μg AAV transfer vector, and 144 μl of 1 mg/ml polyethylenimine (PEI) (Polysciences) were mixed in 9 ml OptiMEM (Thermo). After incubation at room temperature (RT) for 15 min, plasmid/PEI complex was added to 293T cells in a dropwise manner, and the plates were gently rocked to mix. After incubation in a CO_2_ incubator for 6 days, the cells and culture supernatant were harvested into 50 ml tubes and centrifuged at 1900 × *g* for 15 min. The supernatant was transferred to new tubes, and 1/40,000 volume of Benzonase (Sigma-Aldrich) was added and mixed thoroughly by inversion. After digestion of non-viral DNA by incubating at 37 °C for 30 min, virus medium was centrifuged at 1900 × *g* for 15 min, and the supernatant was filtered with a 0.22 μm a filter unit containing a PES membrane (Thermo). Then, 1/4 volume of 40% polyethylene glycol 8000 (PEG8000) in 2.5 M NaCl was added and mixed thoroughly by inversion. Following overnight incubation at 4 °C, precipitated AAV was collected by centrifugation at 3000 × *g* for 15 min. After removal of the supernatant, precipitate was homogenized in 100 μl PBS per 15 cm dish by through pipetting. Non-AAV precipitate was eliminated by centrifugation at 2200 × *g* for 5 min. Smaller debris were further removed by filtrating the eluted AAV with a 0.45 μm filter columns (Corning). This crude AAV was titrated by qPCR using the AAV8-TBG-Cre (Penn Vector Core) as a standard and a forward primer: 5’- GGAACCCCTAGTGATGGAGTT, and a reverse primer: 5’- CGGCCTCAGTGAGCGA and directly used for KO experiments without further purification.

### Immunofluorescence

Frozen sections were used for immunofluorescence. Tissue was fixed in zinc-formalin overnight, equilibriated in 30% sucrose/PBS, embedded in Tissue-Tek® O.C.T. compound (Sakura), and 8 μm sections were prepared. Remnant O.C.T. compound was removed by submerging the slides in PBS for 5 min. The specimens were permeabilized with 0.1% Triton X-100 (Fisher) in PBS at RT for 15 min. After treatment with the Blocking One Histo (Nacalai) at RT for 10 min, the specimens were incubated with primary antibodies (Supplementary Table 3) diluted in 1/20× Blocking One Histo at RT for 1 h or at 4 °C overnight. The sections were then stained using donkey anti-rabbit, rat, or goat antibodies conjugated with AlexaFluor 488, AlexaFluor 594 or AlexaFluor 647 (Invitrogen) (Supplementary Table 3) at 1/300 dilution and DAPI (Thermo) at 1/1000 dilution. After incubation at RT for 1 h, the specimens were mounted in Aqua-Poly/Mount (Polysciences), and imaged using an Olympus IX71 inverted fluorescent microscope.

### Hematoxylin and Eosin (H&E) staining

H&E staining was performed by Penn Molecular Pathology and Imaging Core (MPIC).

### Hepatocyte isolation

Livers were perfused with 40 ml of HBSS (Thermo), followed by 40 ml HBSS with 1 mM EGTA (Sigma), then 40 ml HBSS with 5 mM CaCl_2_ (Sigma) and 40 µg/ml liberase (Sigma). Following perfusion, livers were mechanically dispersed with tweezers, resuspended in 10 ml wash medium (DMEM supplemented with 5% FBS), and filtrated with a 70 μm cell strainer. The cells were centrifuged at 50 × *g* at 4 °C for 5 min. Then, the cells were resuspended in complete percoll solution (10.8 ml percoll (Cytiva), 12.5 ml wash medium, and 1.2 ml 10× HBSS per liver) and centrifuged at 50 × *g* at 4 °C for 10 min. After a single wash with 10 ml medium, cells were spun at 50 × *g* at 4 °C for 5 min and then used for downstream experiments.

### Whole liver cell isolation from normal mice

Livers were digested by the two-step liberase perfusion as described above. Then, the undigested remaining tissue was transferred to a 1.5 ml tube, minced with surgical scissors, and further digested with 10× concentrated liberase ( ~ 430 μl/tube of 400 μg/ml in HBSS with 5 mM CaCl_2_) at 37 °C for 30 min while vortexing the sample several times intermittently. The digested tissue was filtered with a 70 μm cell strainer and combined with the cell suspension digested previously. The cells were then centrifuged at 300 × *g* at 4 °C for 5 min. Then, the cells were suspended in 10 ml ACK lysis buffer (Quality Biological) and incubated on ice for 10 min to remove red blood cells. The cells were then collected by centrifugation at 300 × *g* at 4 °C for 5 min and used for downstream analyses.

### Whole liver cell isolation from DDC-treated mice

Livers were digested by the two-step liberase perfusion as described above. Following perfusion, livers were submerged in 10 ml fresh HBSS with 5 mM CaCl_2_, 40 µg/ml liberase and 40 µg/ml DNaseI (Millipore) in a C-tube (Miltenyi) and further digested using a gentleMACS Octo dissociator (Miltenyi) with a heating unit using the “37C_m_LIDK_1” protocol. Dissociated tissue was diluted in flow buffer (HBSS, pH 7.4) supplemented with 25 mM HEPES (Thermo), 5 mM MgCl_2_ (MedSupply Partners), 1× Pen/Strep (Thermo), 1× Fungizone (Thermo), 1× NEAA (Thermo), 1× Glutamax (Thermo), 0.3% glucose (Sigma), 1× sodium pyruvate (Thermo) supplemented with 40 µg/ml DNaseI (hereafter flow buffer(+)). Undigested tissue was removed by passing it through a 70 μm cell strainer, and the cells were centrifuged at 300 × *g* at 4 °C for 5 min. Then, the cells were suspended in 10 ml ACK lysis buffer and incubated on ice for 10 min. The cells were then collected by centrifugation at 300 × *g* at 4 °C for 5 min and used for downstream analyses.

### Flow cytometry

Cells were resuspended in 2–3 ml flow buffer(+), and filtered with a 35 μm cell strainer equipped with a FACS tube (BD). The cell suspension was then transferred to a round-bottom 96 well plate at 100–150 μl/well and centrifuged at ~800 × *g* at 4 °C for 1 min with a slow brake. The cells were then resuspended in 100 μl/well of flow buffer(+) containing fluorophore-conjugated antibodies (Supplementary Table 3) and incubated on ice for 20 min. After two washes in flow buffer(+) (150–200 μl/well, ~800 × *g* at 4 °C for 1 min, slow brake), the cells were resuspended in flow buffer(+) containing 1/1000× TO-PRO-3 (Thermo) and analyzed using an LSR II flow cytometer (BD).

### Fluorescence-activated cell sorting (FACS) of DDC-treated whole liver cells

Cells were resuspended in 5 ml flow buffer(+) by centrifugation at 300 × *g* at 4 °C for 5 min. After removal of the supernatant, the volume was increased to 1–1.5 ml with flow buffer(+), and 1/100 volume of rat anti-Cd45, rat-anti-Cd11b and rat anti-Cd31 antibodies (Supplementary Table 3) were added and incubated on ice for 10 min. After washing with 2 ml flow buffer(+) (300 × *g* at 4 °C for 5 min, slow brake), the cells were resuspended in 5 ml flow buffer(+), 600 μl Dynabeads-anti-rat IgG (Thermo) were added, and the cell/bead mixture was incubated at 4 °C for 30 min with gentle tilting and rotation. The suspension was transferred to 5 ml FACS tubes and placed on a DynaMag™−5 Magnet (Thermo) for 2 min. The supernatant was transferred to a new tube, and the cells were collected by centrifugation at 2000 rpm (~800 × *g*) at 4 °C for 2 min with a slow brake. The cells were then resuspended in MACS buffer (PBS, 0.5% BSA, 2 mM EDTA) to the final volume of approximately 1.5 ml, and 150 μl CD326 (EpCAM) MicroBeads (Miltenyi) were added. After incubation at 4 °C for 15 min, the cells were washed with an equal volume of MACS buffer then centrifuged at 2000 rpm (~800 × *g*) at 4 °C for 2 min with a slow brake. Cells were resuspended in 2 ml MACS buffer, and Epcam+ cells and Epcam- cells were separated using LS columns (Miltenyi) following the manufacturer’s instruction (4 columns were used per animal; 0.5 ml suspension/column). The cells were then collected by centrifugation at 2000 rpm (~800 × *g*) at 4 °C for 2 min with a slow brake. The cells were then resuspended in 0.5–1 ml flow buffer(+), and approximately 10–15 μl of each were set aside for fluorescence-minus one (FMO) controls (FMO-Brilliant Violet 421 (BV421): all stained except BV421-CD24; and FMO-PE/Dazzle 594: all stained except PE/Dazzle594-EPCAM), and stained in a 96 well round bottom plate as described earlier. The cells to be used for FACS were stained with BV421-CD24 (Biolegend), PE/Dazzle594-EPCAM (Biolegend), PE/Cy7-CD11b/CD31/CD45 (Supplementary Table 3) at 1:100 dilution in 15 ml tubes on ice for 20 min. After washing in 2 ml flow buffer(+) once by centrifugation at 2000 rpm (~800 × *g*) at 4 °C for 2 min with a slow brake, the cells were resuspended in 1–3 ml flow buffer(+) with 1/1000 TO-PRO-3, and the cells were sorted on an Aria II sorter (BD).

### Total RNA isolation and reverse transcription

Total RNA was extracted using the NucleoSpin RNA Kit (Takara) following the manufacturer’s instructions. Approximately 500 ng of RNA was reverse transcribed in 20 μl volume using High Capacity cDNA Reverse Transcription Kit (Thermo). cDNA was diluted at 1:20 ratio in water and used for qPCR.

### qPCR

qPCR was performed at 10 μl/well using the Bio-Rad CFX 384 qPCR machine (Bio-rad). Each well contained: 3 μl diluted cDNA, 0.25 μl each of 10 μM forward and reverse primers (Supplementary Table 4), 1.5 μl H_2_O and 5 μl SsoAdvanced SYBR reagent (Bio-rad).

### RNA-Seq

Library preparation and sequencing were performed by Novogene (Sacramento, CA) using a Novaseq 6000 (Illumina).

### Bioinformatics for RNA-Seq

Reads were aligned to the mouse genome (GRCm39) using STAR aligner with default parameters^50^. Gene-count matrices were produced by featureCounts^51^. To compare gene expression between samples, expression levels were normalized based on the “median of ratios” method using DESeq2^52^. To compare expression levels between different genes, “Transcripts per million (TPM)” normalization was performed using Salmon^53^. To build the gene sets for gene set enrichment analysis (GSEA), differential gene expression analysis was performed between hepatocytes and Rep_early cells using the median normalized data with the cut-off values of p.adj <0.05 and |log2(fold-change)| ≥ 1. The generated gene sets are listed in Supplementary Data 1.

### ATAC-Seq

50,000 cells were isolated from three AAV8-EV- or AAV8-*HA*-*Sox4*-P2A-*Cre*-injected (1 × 10^12^ gc/mouse) liver samples at 18 hpi and 4 dpi and used as input for ATAC-Seq library preparation. Libraries were prepared as described^34^ with minor modifications. Briefly, nuclei were isolated from the cells using a solution of 10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% IGEPAL CA-630. Immediately following isolation, the transposition reaction was conducted using Tn5 transposase (Diagenode) and TD buffer (Illumina) for 30 min at 37 °C. Transposed DNA fragments were purified using a Qiagen MinElute Kit, barcoded, and PCR amplified for 7–9 cycles depending on the samples using NEBNext High Fidelity 2× PCR master mix (New England Biolabs). The optimal cycle number was determined empirically each time by qPCR. The libraries were then purified with AMPure XP beads. Paired-end 150 × 2 sequencing was performed by Novogene (Sacramento, CA) using a NovaSeq 6000 (Illumina).

### Bioinformatics for ATAC-Seq

Reads were aligned to the mouse genome (mm10) using Bowtie2^54^ with options “--very-sensitive -X 1000 --dovetail −1”, and duplicates were removed using Picard (http://broadinstitute.github.io/picard/). Peak calling was performed using MACS2^55^ with an FDR of 0.01 (default setting). Motif analysis was performed using HOMER (http://homer.ucsd.edu/homer/motif/) with the option “-size 300 –mask”. Differential peak analysis was performed using triplicate samples (BAM files and peaks called independently for each replicate) using DiffBind^56^ and DESeq2. Differential peaks were then annotated to the nearest genes using the annotatePeak function of ChIPSeeker R package^57^, and the expression of these genes during DDC-induced reprogramming was analyzed using the RNA-Seq data as described above (GSE218945). Using the genes enriched in the newly closed/opened regions, gene ontology analysis was performed using the “enrichGO” function in clusterProfiler R package^58^. Analysis of the genomic distribution of the ATAC peaks was performed using plotAnnoBar and plotDistToTSS functions in ChIPSeeker. For GSEA, the annotated genes were ranked based on the log-fold change between EV and *Sox4*-expressing hepatocytes calculated by DESeq2, and the ranked gene list was used as input for the fgsea R package (fast preranked GSEA)^39^. For visualization using the Integrative Genomics Viewer (IGV) track browser^59^ and deepTools^60^ (for generation of heatmaps), BAM files were converted to bigwig files using bamCoverage with the “reads per genome coverage (RPGC)” normalization method.

Footprinting analysis was performed on replicate-merged BAM files using TOBIAS^35^ with the default settings. For global foot printing analysis, all the foot prints that were assigned “bound” either in EV_Hep or Sox4_Hep were used as the input for the analysis (default setting of the TOBIAS pipeline). The output “bindetect_results” file was imported to R for visualization. For visualization of the aggregate footprints, corrected bigwig signals were retrieved using the ScoreBed function, and plotted using the ggplot2 R package. TOBIAS scores were retrieved using the “PlotAggregate” function with the option, “-output-txt”, and visualized using ggplot2.

### CUT&RUN-Seq

CUT&RUN DNA was prepared following EpiCypher® CUTANA™ CUT&RUN Protocol v2.0 with minor modification. Briefly, 500,000 cells were isolated from AAV8-*HA*-*Sox4*-P2A-*Cre*-injected (1 × 10^12^ gc/mouse) livers at 18 hpi and 4 dpi (*n* = 3, each timepoint). The cells were washed in wash buffer (20 mM HEPES, pH 7.5, 150 mM NaCl (Sigma), 0.5 mM spermidine (Sigma) and EDTA-free protease inhibitors (Roche)) twice followed by centrifugation at 600 × *g* at 4 °C for 3 min. The cells were resuspended in 150 μl wash buffer, 15 μl Concanavalin A-coated magnetic beads (EpiCypher) were added, and the cells/bead conjugate was bound to a magnet. After removal of the supernatant, the cells were resuspended in 50 μl antibody reaction buffer (wash buffer with 5% digitonin and 0.5 M EDTA), 0.5 μl antibody was added (Supplementary Table S3) and incubated at 4 °C overnight. Following two washes in 200 μl permeabilization buffer (wash buffer with 5% digitonin), beads were resuspended in 50 μl permeabilization buffer. Then, 2.5 μl pAG-MNase (EpiCypher) was added, and the samples were incubated at RT for 10 min. While on the magnet, the supernatant was removed, and the samples were washed twice in 200 μl cold permeabilization buffer. Following resuspension in 50 μl permeabilization buffer, 1 μl 100 mM CaCl_2_ was added to activate MNase, and MNase digestion was performed at 4 °C for 2 h. The reaction was stopped by adding 33 μl STOP buffer (340 mM NaCl, 20 mM EDTA, 4 mM EGTA, 10 μg/ml RNase A, 50 μg/ml glycogen), and 1 μl E. coli spike-in DNA (0.5 ng/μl) (EpiCypher) to each tube. After incubation at 37 °C for 10 min, beads were bound to the magnet, and the supernatant was transferred to a new tube. The DNA was cleaned up with the NEB Monarch kit (NEB), eluted in 12 μl elution buffer, and used as CUT&RUN DNA. Library preparation was performed using NEBNext Ultra II End Prep kit (NEB) with a slightly modified protocol. Briefly, after adaptor ligation, HA-Sox4 CUT&RUN DNA samples were purified with 1.75× AMPure XP beads (Beckman), while histone and IgG CUT&RUN samples were purified with 1.1× AMPure XP beads. 14-cycle PCR with index primers (NEB) was performed (initial denaturation: 1 cycle of 98 °C for 45 s; annealing/extension: 14 cycles of 98 °C for 15 s and 60 °C for 10 s; final extension: 72 °C for 1 min). Finally, the libraries were purified with AMPure XP beads (for HA-Sox4 0.8× followed by 1.2×; for histone and isotype control 0.9×). For samples with adaptor contamination, further AMPure bead cleanup or gel extraction was performed. Sequencing was performed using an Illumina NextSeq500 with a 150 cycle mid-output reagent kit (75-bp paired end) and an Illumina NextSeq2000 with 100 cycle S2 reagent kit (65-bp paired end).

### Bioinformatics for SOX4 CUT&RUN-Seq

SOX4 and isotype control CUT&RUN-Seq data were obtained in two separate sequencing experiments. The 75-bp data obtained from the NextSeq500 experiment were first trimmed with Cutadapt (ver. 4.1) to shorten the reads to 65-bp in order to merge into single 65-bp fastq files. Reads were aligned to the mouse genome (mm10) using Bowtie2 with the option “-X 1000”, and duplicates were removed using Picard. For SOX4 differential peak analysis, peak calling was performed for each of the three biological replicates using MACS2 with each of the SOX4 BAM files and the combined isotype control BAM file for each timepoint. The FDR was set to 0.1 for peak calling of individual samples, and the called peaks showed robust enrichment of SOX binding motifs as confirmed by HOMER. This analysis generated 13,081 ± 5151 and 28,160 ± 13,294 peaks for 18 hpi and 4 dpi samples, respectively. Using these peaks and BAM files for each replicate, differential peak analysis was performed using DiffBind and DESeq2 with the FDR cut-off set to 0.05 (default setting). By this analysis, we obtained 2327 peaks enriched for 18 hpi and 3136 peaks enriched for 4 dpi. For GSEA, all the SOX4 peaks were annotated to the nearest genes using the annotatePeak function of ChIPSeeker R package^57^, and the annotated genes were ranked based on the log-fold change between 18 hpi and 4dpi samples calculated by DESeq2, and the ranked gene list was used as input for fgsea R package (fast preranked GSEA)^39^.

After confirmation of reproducibility across the three biological replicates by PCA mapping (Supplementary Fig. 11a), we re-performed peak calling using MACS2 with replicate-merged SOX4 samples and the corresponding replicated-merged isotype control without FDR filtering, which generated 9,463 and 19,362 SOX4 peaks at 18 hpi and 4 dpi samples respectively. Motif analysis was performed using HOMER with the option “-size 300 –mask.” For visualization with IGV and deepTools, SOX4 BAM files were normalized by subtracting the isotype control signals using the bamCompare function.

Quantification of total SOX4 binding was performed by calculating scale factors for each SOX4 sample using the E. coli spike-in controls. Briefly, the reads were aligned to E. coli genome (K12_MG1655) using Bowtie2, and the scale factors were calculated as the ratios of “(Number of mouse-aligned reads)/(Number of E. coli-aligned reads)”.

### CUT&Tag-Seq

CUT&Tag was performed following EpiCypher® CUTANA™ CUT&RUN Protocol v1.7 with minor modification. Normal hepatocytes were harvested by the Percoll density gradient method as described above. Cells at different stages of biliary reprogramming were harvested from the Cas9-EGFP mice challenged with 0.1% DDC for 8-9 weeks by FACS (*n* = 2-3). The cells were washed once in PBS by centrifugation at 600 × *g* (normal hepatocytes) or 800 × *g* (reprogrammed/biliary cells) at 4 °C for 3 min. The cells were lightly crosslinked by in 1 ml DMEM containing 0.1–0.15% formalin at RT for 1 min. Crosslinking was quenched by adding 50 μl 2.5 M glycine and rotated at RT for 10 min. The cells were collected by centrifugation at 600 × *g* (normal hepatocytes) or 800 × *g* (reprogrammed/biliary cells) at 4 °C for 3 min, resuspended in 10%FBS-containing DMEM supplemented with 10% DMSO, and frozen down in a Mr. Frosty™ Freezing Container (Thermo) at −80 °C until the day of starting the CUT&Tag experiment.

The cells were thawed in a water bath at 37 °C, collected by centrifugation at 600 × *g* (normal hepatocytes) or 800 × *g* (reprogrammed/biliary cells) at RT for 3 min. The supernatant was removed, and the cells were resuspended in nuclear extraction buffer (NE buffer) (20 mM HEPES, pH 7.9, 10 mM KCl, 0.1% Triton X-100, 20% glycerol, 0.5 mM spermidine and EDTA-free protease inhibitors) (approximately 100 μl per 100,000 cells), and incubated on ice for 10 min. The extracted nuclei were washed once in NE buffer by centrifugation at 1300 × *g* at 4 °C for 3 min. The supernatant was removed, and the nuclei were resuspended in NE buffer, and aliquoted into an 8-well strip tube (100 μl per reaction). Then, 10 μl Concanavalin A-coated magnetic beads (EpiCypher) were added, and incubated at RT for 10 min. The nuclei/bead conjugate was bound to a magnet, the supernatant was removed, and were resuspended in 50 μl antibody reaction buffer (Wash150-T buffer with 5% digitonin and 0.5 M EDTA; the composition of Wash150-T buffer is 20 mM HEPES, pH 7.5, 150 mM NaCl, 0.5 mM spermidine, EDTA-free protease inhibitors and 0.05% Triton X-100), 0.5 μl antibody was added (Supplementary Table 3) and incubated at 4 °C overnight. After removal of the supernatant, the beads were resuspended in 50 μl Wash150-T buffer containing 0.5 μl secondary antibody (Supplementary Table 3) and incubated at RT for 30 min. Following two washes in 200 μl cold Wash150-T buffer, beads were resuspended in 50 μl Wash300-T buffer (20 mM HEPES, pH 7.5, 300 mM NaCl, 0.5 mM spermidine, EDTA-free protease inhibitors and 0.05% Triton X-100). Then, 2.5 μl pAG-Tn5 (EpiCypher) was added, and the samples were incubated at RT for 1 h. While on the magnet, the supernatant was removed, and the samples were washed twice in 200 μl cold Wash300-T buffer. Following resuspension in 50 μl Tagmentation buffer (Wash300-T buffer with 10 mM MgCl_2_ (Sigma)), Tn5 digestion was performed at 37 °C for 1 h. The supernatant was discarded, and the beads were washed once in in 50 μl TAPS buffer (10 mM TAPS (Boston BioProducts), pH 8.5, 0.2 mM EDTA). Tagmentation was quenched by adding 5 μl SDS release buffer (10 mM TAPS, pH 8.5, 0.1% SDS), mixed thoroughly by vortex and incubated at 58 °C for 1 h. Then, 15 μl SDS quench buffer (0.67% Triton X-100) was added and mixed thoroughly by vortex. Then, 2 μl universal i5 primer (10 μM), 2 μl barcode i7 primer (10 μM), and 25 μl CUTANA® High Fidelity 2X PCR Master Mix for CUT&Tag (EpiCypher) was added, and PCR was performed (1 cycle of 20 °C for 5 min; 1 cycle of 72 °C for 5 min; 1 cycle of 98 °C for 45 s, 14–21 cycles of 98 °C for 15 s and 60 °C for 10 s; 72 °C for 1 min). The DNA was cleaned up with 1.3× AMPure XP beads (Beckman) following the standard procedure.

### Bioinformatics for histone post-translational modification CUT&RUN-Seq and CUT&Tag-Seq

CUT&RUN-Seq and CUT&Tag-Seq of histone post-translational modification was performed with either NextSeq500 (75-bp) or NextSeq2000 (65-bp) for CUT&RUN and NextSeq2000 (55-bp) for CUT&Tag. Reads were aligned to the mouse genome (mm10) using Bowtie2 with the option “-X 1000,” and duplicates were removed using Picard. For visualization using IGV and deepTools, BAM files were converted to bigwig files using bamCoverage with the “read counts per million (CPM)” normalization method. Once we confirmed the reproducibility across the three biological replicates by PCA mapping (Supplementary Figs. 13d and 15b), we combined the fastq files (for CUT&RUN-Seq, 75-bp data were shortened to 65-bp using Cutadapt) and obtained single bigwig files for each group. Unless otherwise mentioned, all the heatmaps and aggregate plots in this manuscript are shown for the replicate-merged data.

### Immunocytochemistry of HA-SOX4 prior to CUT&RUN-Seq

After the overnight primary antibody reaction as described above, the cells were incubated with 1/300 AlexaFluor 594-conjugated anti-rabbit IgG (Invitrogen) diluted in permeabilization buffer at RT for 1 h. Then, the cells were spread onto a 24 well plate for imaging.

### Immunoprecipitation

*Sox4*-expressing hepatocytes were harvested from Cas9-EGFP mice injected with AAV8-TBG-*HA-Sox4*-P2A-*Cre* (1 × 10^12^ genome copies/mouse) at 2 dpi. As a negative control, AAV8-EV-injected hepatoctyes were also harvested (1 × 10^12^ genome copies/mouse, 4 dpi). Approximately 7–10 × 10^6^ cells were washed once in PBS by centrifuging at 800 × g for 1 min, resuspended in cell lysis buffer (50 mM Tris, pH 7.5, 150 mM NaCl, 0.1%NP-40, 5 mM EDTA and 1× Halt™ Protease and Phosphatase Inhibitor Cocktail (Pierce)), and incubated on ice for 30 min. The samples were then sonicated using the Bioruptor Plus Sonicator (Diagenode) with Medium Power for 5 cycles (30 s ON and 30 s OFF for 5 min per cycle). After centrifuging at 14,000 × *g* at 4 °C for 15 min, the supernatant was transferred to new tubes. Following measurement of protein concentration using a BCA Protein Assay Kit (Pierce), 500 μg of protein lysates were used for immunoprecipitation, while 3% (15 μg) of the lysates were saved as input. For immunoprecipitation, lysate was incubated with 6.25 μl (62.5 μg) of washed protein A/G magnetic beads (Pierce) for pre-clearing at RT for 15 min with rotation. The beads were bound to magnet, the supernatant was transferred to a new tube containing 12.5 μl (125 μg) of washed anti-HA magnetic beads (Pierce), and then incubated at RT for 30 min with rotation. The protein/beads conjugate were washed 5 times with 300 μl TBS-T (25 mM Tris, pH 7.5, 150 mM NaCl, 0.05% Tween-20), followed by protein elution with 2× Laemmli Sample Buffer (Bio-Rad) with 5% 2-mercaptoethanol (Sigma) for 10 min at 95–100 °C. Samples were then analyzed by western blot.

### SDS-PAGE and western blot analysis

Immunoprecipitated or input lysate samples were separated by SDS-PAGE using 4–20% Mini-PROTEAN® TGX™ Precast Gels (Bio-Rad), and transferred to Immun-Blot® PVDF Membrane (Bio-Rad) at 100 V for 90 min. Membranes were blocked with 5% milk in PBS-T (PBS containing 0.1% Tween 20) at RT for 30 min, and incubated with primary antibodies (anti-HDAC1, 2 or 3) (Supplementary Table 3) diluted in 5% milk in PBS-T at 4 °C overnight. After washing with PBS-T three times, the membranes were incubated with an HRP-conjugated secondary antibody at RT for 1 h. After washing with PBS-T three times, the membrane was incubated with Pierce™ ECL Plus Substrate (Thermo) or SuperSignal™ West Femto Maximum Sensitivity Substrate (Thermo) for 5 min at RT, and imaged with ChemiDoc Imaging Systems (Bio-Rad). Then some of the membranes were incubated with Restore™ Western Blot Stripping Buffer (Thermo) at RT for 15 min. After washing with PBS-T three times, the membranes were blocked with 5% milk in PBS-T at RT for 30 min, and incubated with primary antibodies (anti-HA or anti-GAPDH) at RT for 1 h. After washing with PBS-T three times, the membranes were incubated with the HRP-conjugated secondary antibody at RT for 1 h. After washing with PBS-T three times, the membrane was incubated with Pierce™ ECL Substrate (for detecting HA) or Pierce™ ECL Plus Substrate (for detecting GAPDH) for 5 min at RT, and imaged with ChemiDoc Imaging Systems (Bio-Rad).

### Recombinant HNF4A and SOX4 protein

MYC-FLAG-HNF4A was purchased from OriGene. CMV-FLAG-SOX4 was produced using 10 × 15 cm plates of 293 T cells. Approximately 70% confluent plates were replenished with 15 ml/plate fresh DMEM (Thermo) supplemented with 2% FBS (Thermo) without antibiotics. For a 15 cm plate, 48 μg CMV-FLAG-SOX4 plasmid and 144 μl of 1 mg/ml PEI were mixed in 9 ml OptiMEM. After incubation at RT for 15 min, plasmid/PEI complex was added to 293 T cells in a dropwise manner, and the plates were gently shaken back and forth to mix the medium evenly. After incubation in a CO_2_ incubator for 2 days, the cells were harvested by standard trypsinization. After washing twice in 10 ml PBS by centrifugation at 800 × *g* for 2 min, the cells were resuspended in lysis buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 1 mM EDTA, 1% TritonX-100, 1× Halt™ Protease and Phosphatase Inhibitor Cocktail (Pierce)) to the final volume of approximately 12 ml. After incubation at RT on a rotator for 30 min, the suspension was split into 300 μl aliquots, and sonicated using the Bioruptor Plus Sonicator (Diagenode) with High Power for 5 cycles (30 s ON and 30 s OFF for 5 min per cycle). Sonicated samples were centrifuged at 4 °C at 14,000 × g for 15 min, and the supernatant was collected and combined into one tube. Small debris were further removed by passing the samples through a 0.45 μm PVDF filter (Millipore). An affinity chromatography column was prepared with ~0.6 ml anti-FLAG M2 beads (Sigma) following the manufacturer’s instructions. The lysate was loaded onto the column under gravity flow. The column was washed with 12 ml (~20× volume) TBS (50 mM Tris-HCl, 150 mM NaCl, pH 7.4), and FLAG-SOX4 protein was eluted by 5 rounds of competitive elution with 1× column volume (0.6 ml) of 100 μg/ml FLAG peptide (Sigma) in TBS. Eluted FLAG-SOX4 was concentrated to ~50 μl using 30 K MWCO columns (Thermo). Finally, the buffer was exchanged with 20 mM Tris-HCl, pH 7.5, 150 mM NaCl, 1 mM DTT using 7 K MWCO Pierce Zeba™ Desalt Spin Columns (Thermo).

For quantification, MYC-FLAG-HNF4A and FLAG-SOX4 were diluted in 2× Laemmli Sample Buffer (Bio-Rad) with 5% 2-mercaptoethanol, denatured for 5 min at 95–100 °C, and separated by SDS-PAGE using a 4–20% Mini-PROTEAN® TGX™ Precast Gel. The concentration of the full-length proteins was estimated by quantifying the band densities corresponding to 50–75 kDa using BSA standards (Pierce) (Supplementary Fig. 14).

### Designing a double stranded DNA oligonucleotide *Cyp2e1* enhancer probe

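The sequence of the wild-type oligonucleotide, ATCTCTGGGACAAAGTATAGAGAAG, was matched to the mm10 genome at chromosome 7 from 140707906 to 140707930, where it lies on the minus strand. The plus strand of the genome reads CTTCTCTATACTTTGTCCCAGAGAT there. The site lies in no gene of the GENCODE annotation, and the summit of the ATAC-Seq region that covers it lies at -55992 bp from the 5′ end of Cyp2e1, where a negative distance is upstream. The mutant oligonucleotide differs from the wild type at 8 of its 25 positions, counted from 1 at the 5′ end of the wild type: G8A, G9A, A10T, A13T, T16A, A17G, T18A and A19G.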

We selected a motif located in a *Cyp2e1* distal enhancer and made a double stranded (ds-) DNA oligonucleotide with 25-bp length (genomic location: chr7:140,707,906–140,707,930 of GRCm38 (mm10) genome; 16 bp HNF4A motif sequence flanked by 4-bp and 5-bp extension). We also made a mutant ds-DNA oligonucleotide with a scrambled HNF4A motif. These ds-DNA oligonucleotides were synthesized and labeled with Cy5 at their 5’-end (purchased from IDT). The sequences of these ds-DNA oligonucleotides of WT and mutant are 5’-ATCTCTGGGACAAAGTATAGAGAAG and 5’-ATCTCTGAATCATAGAGAGGAGAAG, respectively.

### Nucleosome preparation

The 162 bp *LIN28B* DNA fragment corresponds to the genomic location:

hg18-chr6: 105,638,004–105,638,165

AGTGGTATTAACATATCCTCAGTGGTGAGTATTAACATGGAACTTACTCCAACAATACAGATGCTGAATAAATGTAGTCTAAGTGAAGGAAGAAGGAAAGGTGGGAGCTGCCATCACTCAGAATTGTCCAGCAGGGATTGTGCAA GCTTGTGAATAAAGACA.

The DNA sequence was created by PCR with end-labeled primers: Cy5-*LIN28B*-Fw: 5Cy5/AGTGGTATTAACATATCCTCAGTGGTG; *LIN28B*-Rv: TGTCTTTATTCACAAGCTTGCACAA. The 162 bp fluorescent-tagged DNA fragments were gel extracted. The nucleosomes were reconstituted by salt dilution. Briefly, a reaction mixture was prepared with 10–20 pM labeled DNA fragment and octamer at a 1:1 DNA:histone ratio and diluted to 10 μl in 10 mM Tris-HCl, pH 8.0, 2 M NaCl, and then incubated at RT for 30 min. Then, 3.5, 6.5, 13.5, and 46.5 μl of 10 mM Tris-HCl pH 8.0 was added at 30 min intervals, which brought the reactions to 1.48, 1.0, 0.6 and 0.25 M NaCl (80 μl total volume). The mononucleosomes were further purified by 10–30% glycerol gradient followed by dialysis with 10 mM Tris-HCl, pH 8.0, and 1 mM 2-mercaptoethanol. The reconstituted nucleosomes were heat-shifted by incubating at 37 °C for 30 min.

### Binding reactions

The end-labeled ds-DNA oligonucleotides (WT or mutant mouse *Cyp2e1* enhancer-DNA, or *LIN28B*-DNA) and *LIN28B*-nucleosomes were incubated with recombinant proteins in DNA-binding buffer (10 mM Tris-HCl (pH7.5), 1 mM MgCl_2_, 1 mM DTT, 50 mM KCl, 0.3 mg/ml BSA, 5% Glycerol) at RT for 30 min. Free and bound DNA were separated on 5% non-denaturing polyacrylamide gels run in 0.5× Tris–borate–EDTA and visualized using a PhosphorImager using Cy5 fluorescence setting (excitation at 633 nm and emission filter 670 BP 30) and high sensitivity setting.

### Bioinformatics for ChIP-Seq

ChIP-Seq data were downloaded from the GEO database with the accession numbers GSE57559 for H2B and H3^40^; GSE137066 for adult liver HNF4A^42^; GSE53736 for the adult liver RXRA data^61^; GSE29184 for the mouse adult liver H3K4me3^62^.

When biological replicates were available, the downloaded fastq files were first combined. Reads were aligned to the mouse genome (mm10) using Bowtie2 with the option “-X 1000,” and duplicates were removed using Picard. For visualization using the IGV and deepTools, BAM files were converted to bigwig files using the bamCoverage with the CPM normalization method. Peak calling was performed using MACS2^55^ with an FDR of 0.01 (default setting) without control inputs for H2B, H3 and H3K4me3 and with control inputs for liver HNF4A and RXRA.

### Bioinformatics for MNase-Seq

Low- and high-level MNase-Seq data were downloaded from GEO with the accession number GSE57559^40^. Reads were aligned to the mouse genome (mm10) using Bowtie2 with the option “-X 1000,” and duplicates were removed using Picard. BAM files of biological replicates were combined using “samtools merge,” and inputted into DANPOS3^63^ to calculate the nucleosome occupancy. For visualization using the IGV and DeepTools, the DANPOS3-generated BAM files were converted to bigwig files using the bamCoverage with the RPGC normalization method.

### Generation of the list of active liver enhancer loci

Liver-specific active enhancers in this study are defined as genomic regions which are p300+ H3K4me1+ H3K4me3- H3K27ac+ with DNA hypersensitivity (DHS). To obtain the list of these regions, we used a previously published adult mouse liver-specific enhancer list that was identified by Shen and colleagues based on ChIP-Seq data of p300, H3K4me1, H3K4me3 (ENCODE, GSE29184)^62^. Since H3K27ac predominately marks active enhancers, we filtered these enhancers so that their central 1 kb regions have 300 or more base-pair overlap with adult mouse liver H3K27ac peaks that were identified in the same study (ENCODE, GSE29184)^62^. For filtering DHS-positive adult liver-specific enhancers, we further filtered them so that their central 1 kb regions have 300 or more base-pair overlap with adult mice liver DHS peaks (ENCODE, GSM1014195).

### Generating a list of active liver promoter loci

Active promoters in this study are defined as H3K4me3+ transcription start sites (TSSs) in the adult liver in the proximity of highly expressed genes. H3K4me3+ regions were defined as H3K4me3 ChIP-Seq peaks (GSE29184) with 0.5 kb extension bilaterally. Highly expressed genes in hepatocytes were defined as the genes ranked within the top 25% in normal hepatocytes using the TPM-normalized RNA-Seq data obtained above (GSE218947). The H3K4me3+ regions were annotated with the nearest genes (output of MACS2), and then filtered with the list of hepatocyte-highly expressed genes. TSSs included in these regions were regarded as active liver promoter loci (*n* = 13,458).

### Manuscript preparation

Graphics in Figs. 1–3, 5, and 8 were created with Biorender.com and reproduced here with permission.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

### Source data

Source Data

## Data Availability

Data that generated during the study have been deposited in Gene Expression Ominubus (GEO) with the accession number GSE221225 (SuperSeries) with SubSeries accession numbers GSE218945 (RNA-Seq) and GSE218947 (RNA-Seq); GSE219052 (ATAC-Seq) and GSE253988 (ATAC-Seq); GSE221223 (CUT&RUN-Seq) and GSE221224 (CUT&RUN-Seq). Detailed scripts and parameters used for each step of the analysis will be provided by reasonable request to the authors. Source data are provided with this paper.

# Supplementary material for: Cellular reprogramming in vivo initiated by SOX4 pioneer factor activity
**Source:** Nat Commun. 2024 Feb 26;15:1761. doi: 10.1038/s41467-024-45939-z
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

**Cellular reprogramming *in vivo* initiated by SOX4 pioneer factor activity**

Takeshi Katsuda^1,2,3^, Jonathan Sussman^1,2,3,4^, Kenji Ito^1,5^, Andrew Katznelson^1,5^, Salina Yuan^1,2,3^, Naomi Takenaka^1,5^, Jinyang Li^1,2,3^, Allyson J. Merrell^1,2,3^, Hector Cure^1,2,3^, Qinglan Li^1,5^, Reyaz Ur Rasool^1,3,6^, Irfan A. Asangani^1,3,6^, Kenneth S. Zaret^1,4,6*^, Ben Z. Stanger^1,2,3,5,*^

**Content:**

**Supplementary Fig. 1.** Gating strategy for flow cytometry of DDC-induced reprogrammed cells and the representative results of each time point.

**Supplementary Fig. 2.** Gating strategy for FACS sorting of Rep_late and biliary epithelial cells.

**Supplementary Fig. 3.** Gating strategy for FACS sorting of Rep_early and Rep_intermed cells.

**Supplementary Fig. 4.** *Sox4* and *Sox9* are the most abundantly expressed *Sox* genes in the liver upon DDC-induced reprogramming.

**Supplementary Fig. 5.** Confirmation of SOX4 expression at the protein level.

**Supplementary Fig. 6.** Gating strategy for determination of reprogramming efficiency of hepatocytes expressing *Sox4*, *Sox9* or both.

**Supplementary Fig. 7.** Further characterization of Sox4- and Sox9-expressing hepatocytes.

**Supplementary Fig. 8.** Characterization of Sox4-expressing hepatocytes by RNA-Seq.

**Supplementary Fig. 9.** Kinetic analysis of phenotypic changes following Sox4 expression and the correlation heatmap of the ATAC-Seq data.

**Supplementary Fig. 10.** Representative browser views of ATAC-Seq data and profiling the Sox4 binding sites in hepatocytes by CUT&RUN-Seq.

**Supplementary Fig. 11.** Validation of consistency in CUT&RUN-seq data among three replicates and profiling the SOX4 binding sites in hepatocytes by CUT&RUN-Seq.

**Supplementary Fig. 12.** Gene ontology (GO) analysis for upregulated or downregulated genes during DDC-induced reprogramming.

**Supplementary Fig. 13.** Genomic distribution of Sox4-induced changes in chromatin accessibility and characterization of newly closed regions.

**Supplementary Fig. 14.** Quality control and quantification of purified recombinant MYC-FLAG-HNF4A and FLAG-SOX4 protein by SDS-PAGE using a BSA standard

**Supplementary Fig. 15.** Characterization of MORs and DORs in the ectopic Sox4 expression and DDC-induced reprogramming contexts.

**Table S1**. List of known hepatocyte and biliary/reprogrammed cell genes.

**Table S2.** PCR primers used for cloning by NEBuilder assembly.

**Table S3**. Antibodies used in this study.

**Table S4.** Primers used for qRT-PCR**.**

(**Supplementary Data 1-3** are provided separately as spreadsheets)

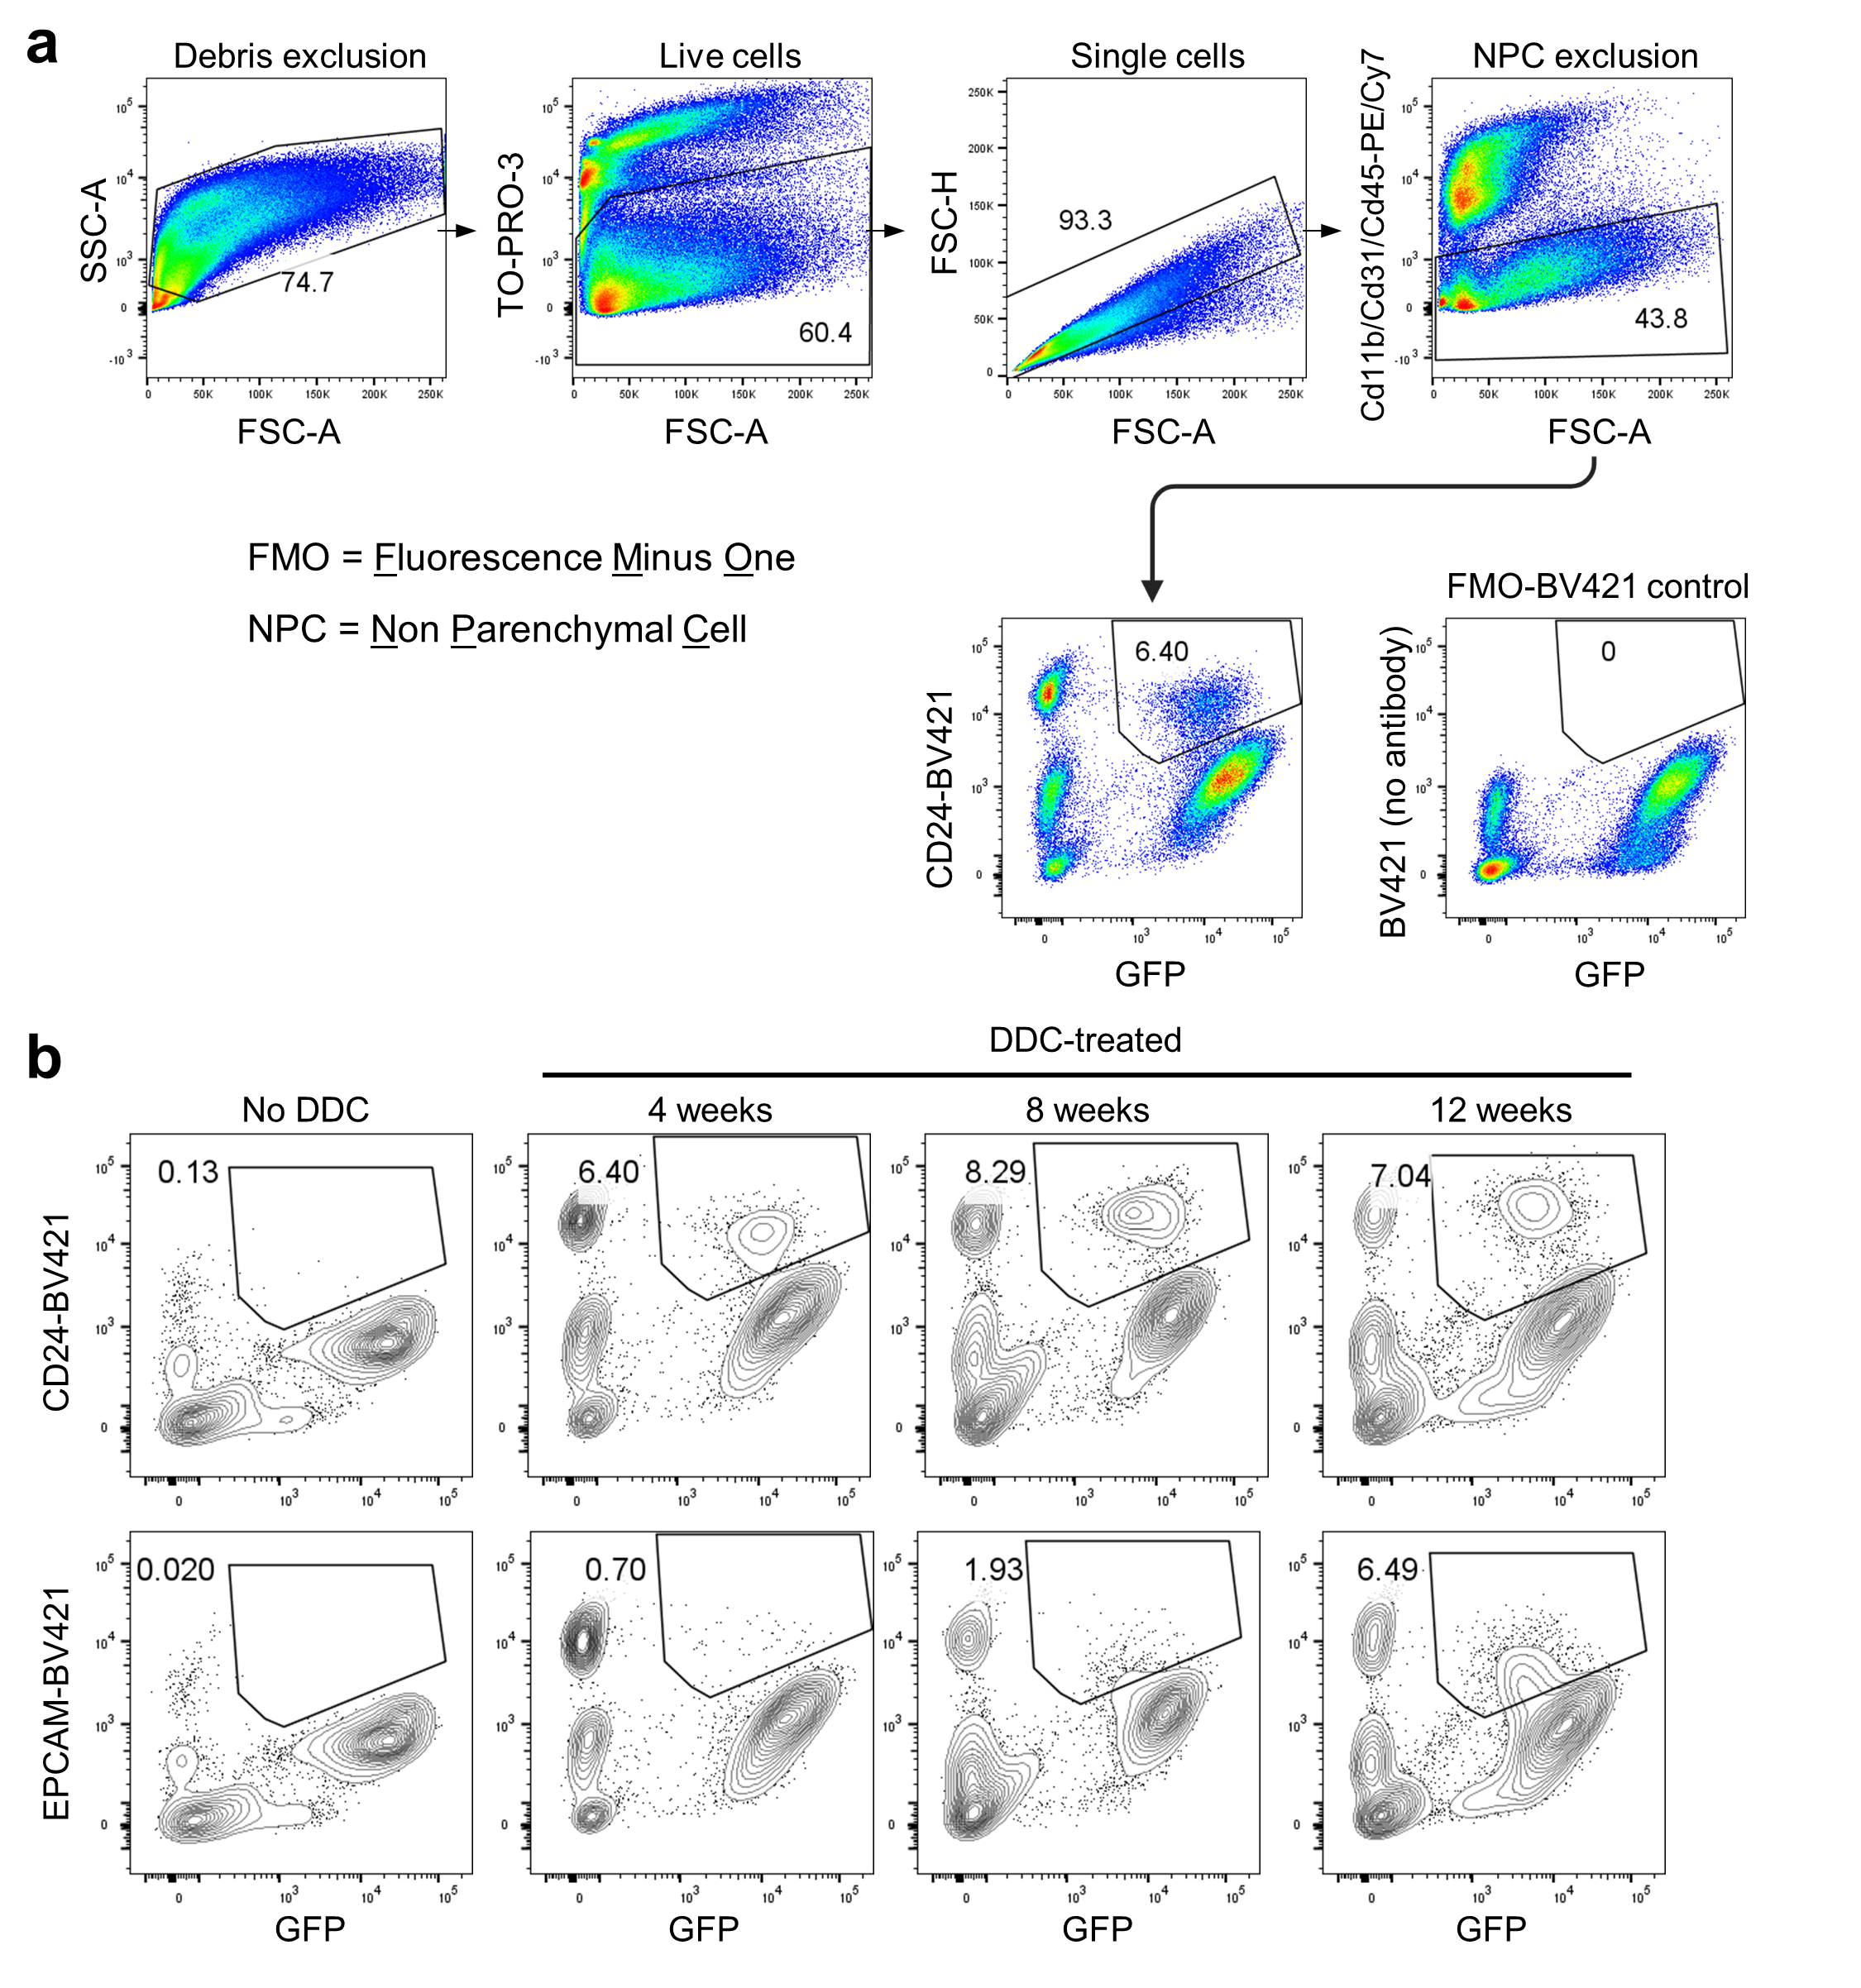

**Supplementary Fig. 1. Gating strategy for flow cytometry of DDC-induced reprogrammed cells and the representative results of each time point.**

1. Representative plots of gating strategy for flow cytometry of whole liver cells challenged with DDC for the designated time points (**Fig. 1a**). Cells harvested from normal livers (No DDC) serve as the week 0 control.
2. Representative plots indicating the reprogrammed cell fractions at the designated time points. The rectangle gates indicate the GFP/BV421 double positive cells with percentage of the total parental population. The percentages shown in **Fig. 1a** are calculated as (GFP+/BV421+)/(GFP+) ratios.

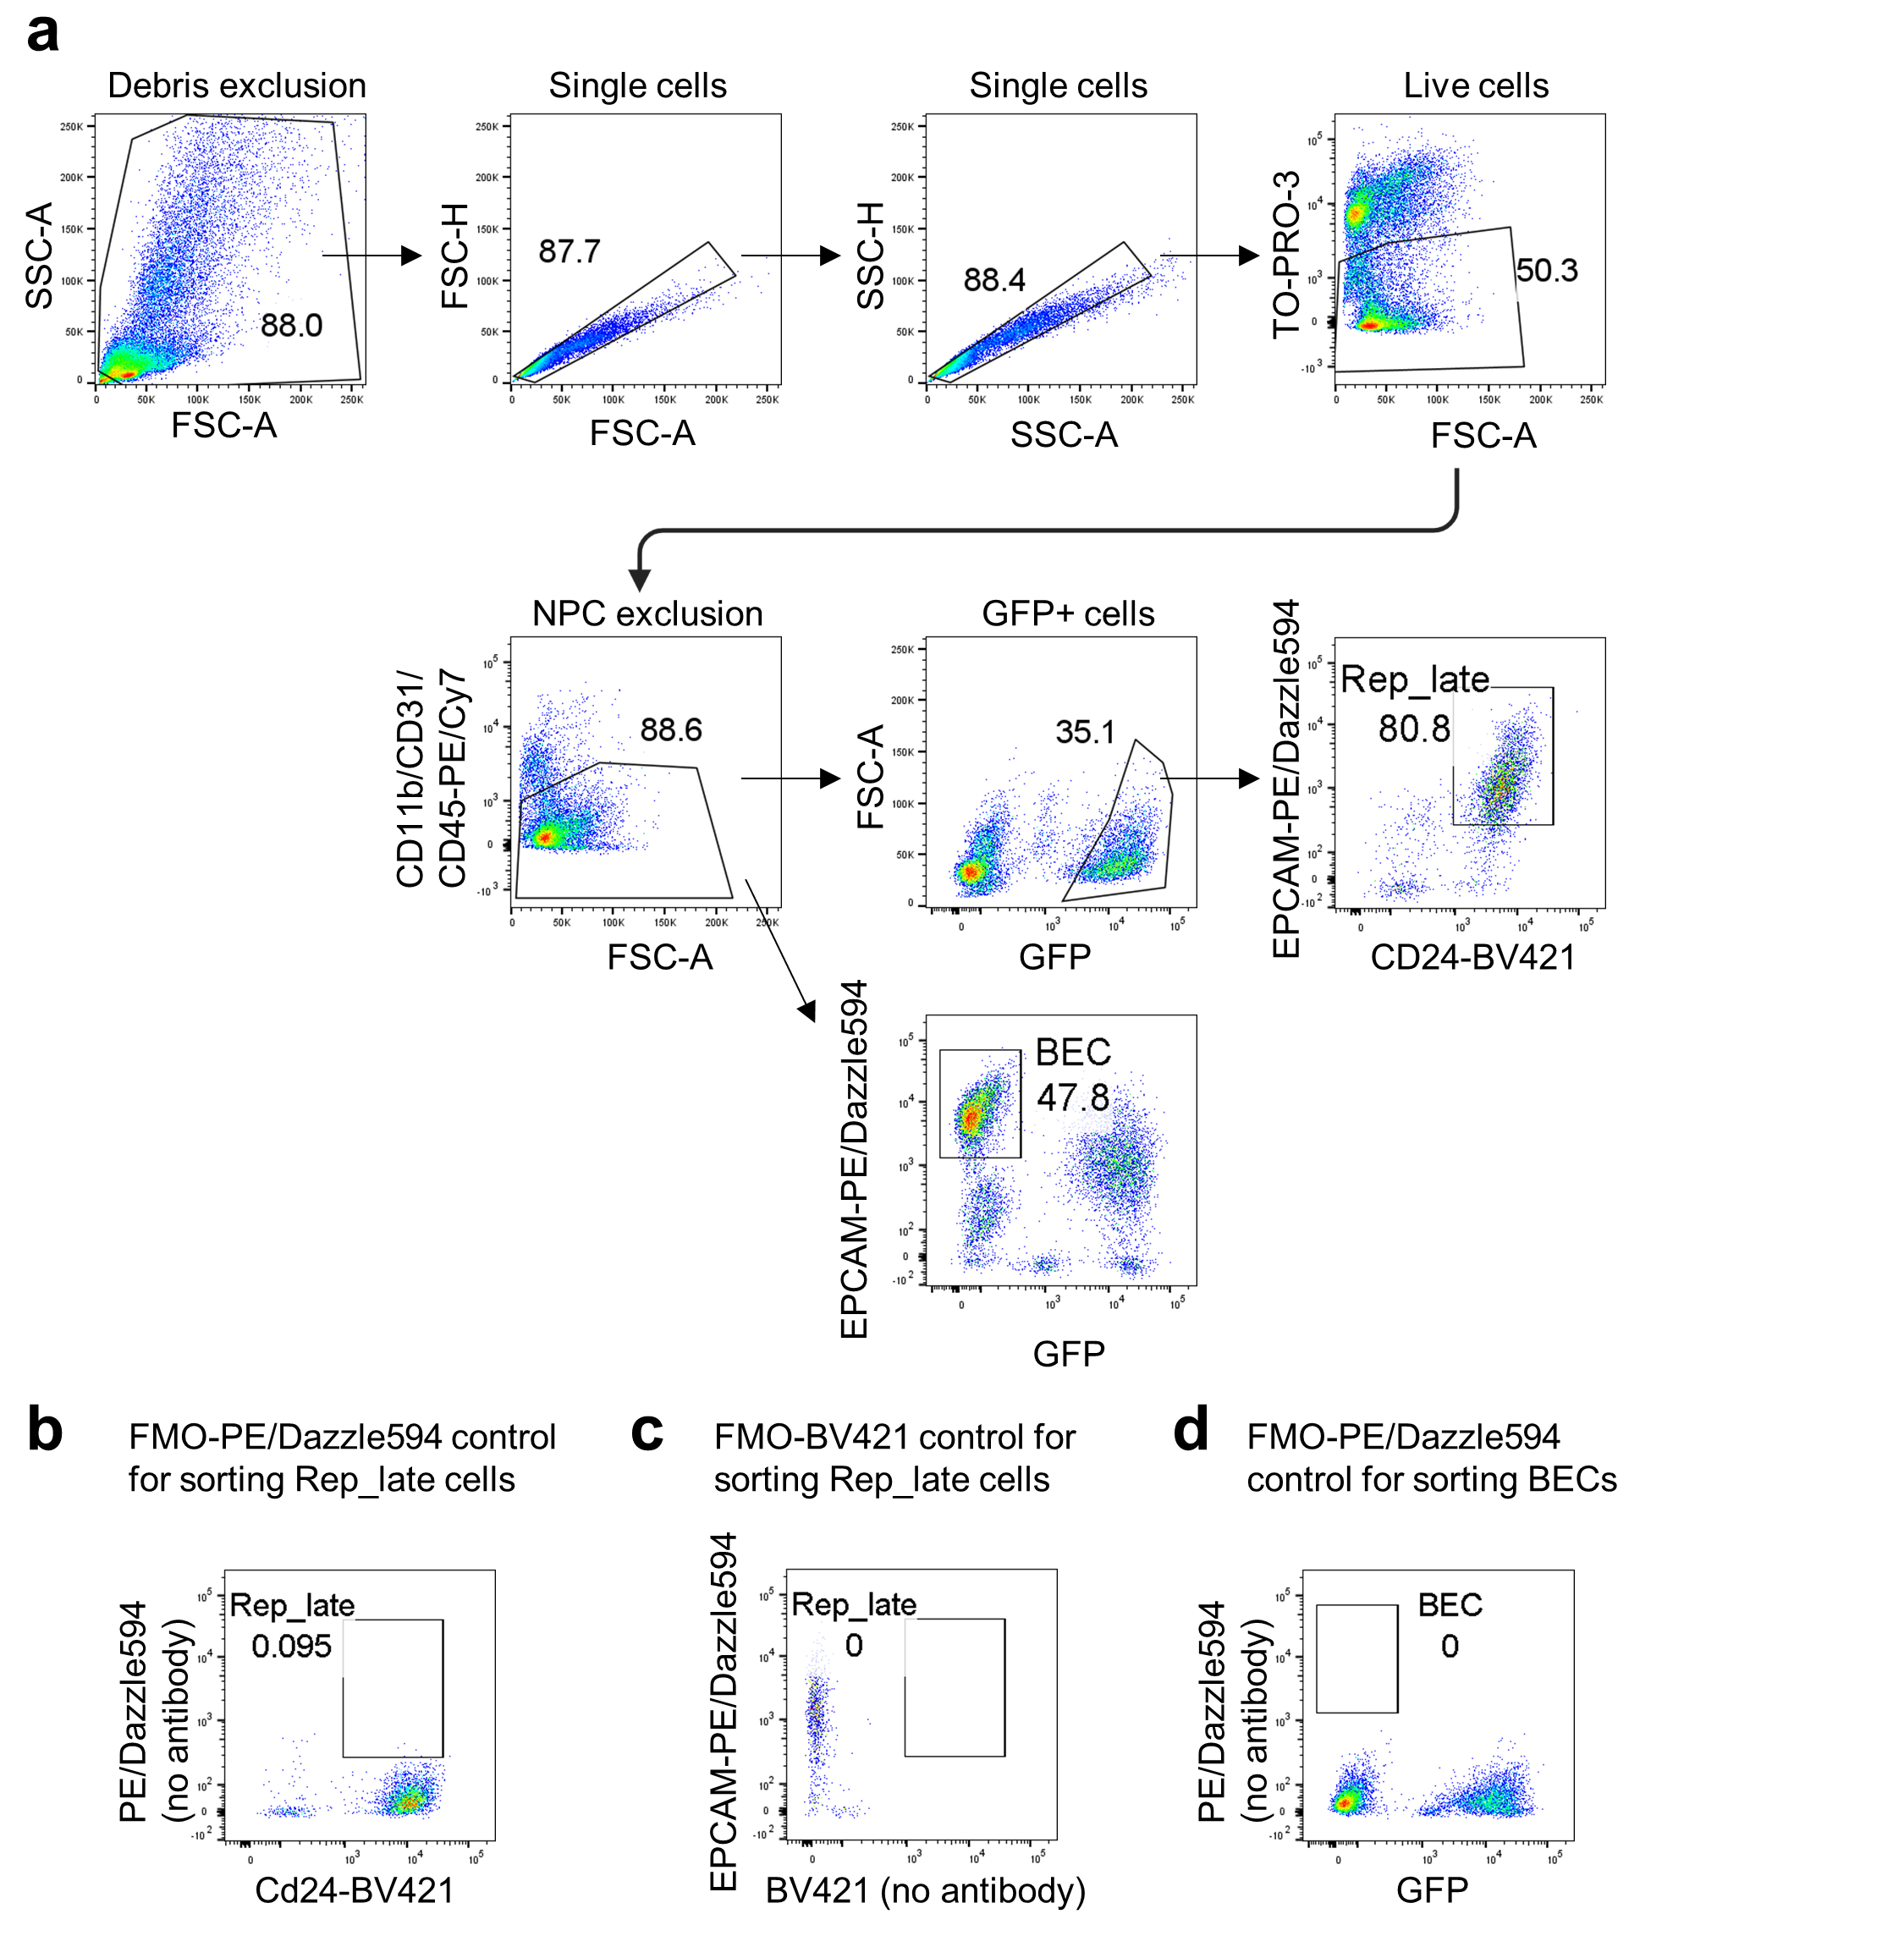

**Supplementary Fig. 2. Gating strategy for FACS sorting of Rep_late and biliary epithelial cells.**

1. Representative plots of gating strategy for FACS sorting of Rep_late and biliary epithelial cells using EPCAM+ fraction which was enriched by MACS (**Fig. 1b**).
2. Representative plots of PE/Dazzle594-fluorescence minus one (FMO) control, which was used to determine the threshold of Epcam expression of Rep_late cells.
3. Representative plots of BV421-FMO control, which was used to determine the threshold of CD24 expression of Rep_late cells.
4. Representative plots of PE/Dazzle594-FMO control, which was used to determine the threshold of CD24 expression of biliary epithelial cells.

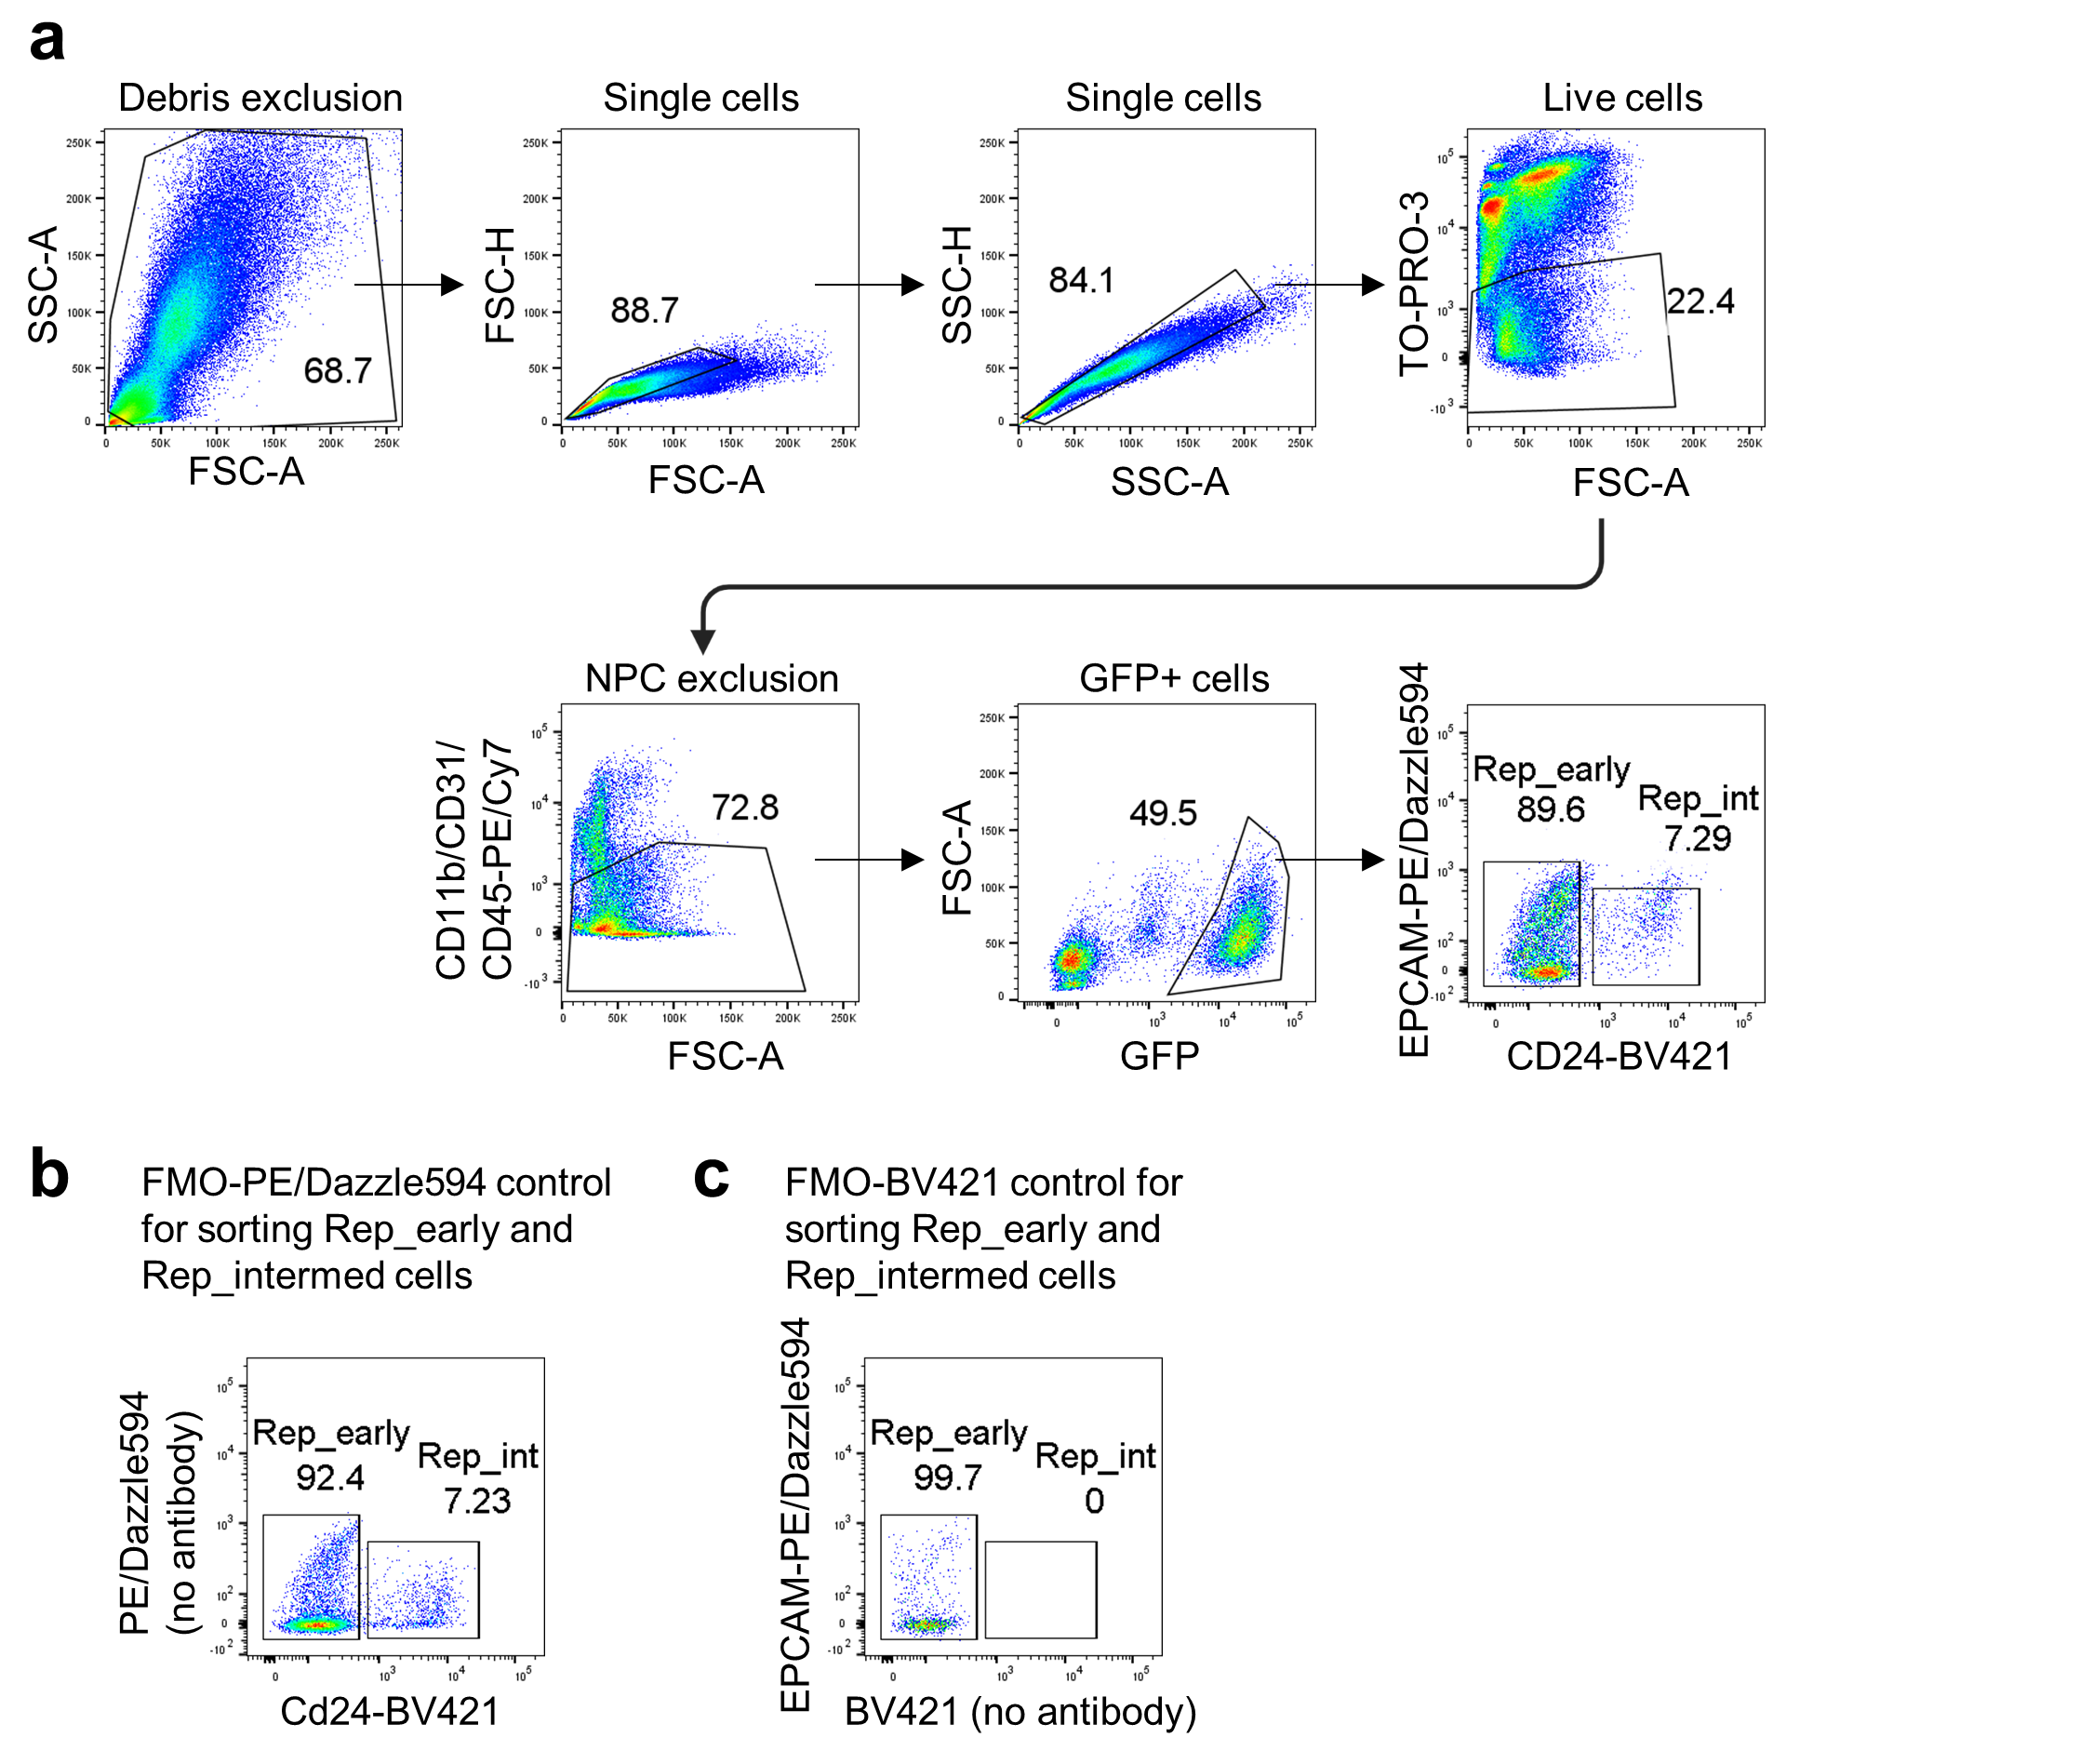

**Supplementary Fig. 3. Gating strategy for FACS sorting of Rep_early and Rep_intermed cells.**

1. Representative plots of gating strategy for FACS sorting of Rep_early and Rep_intermed cells using EPCAM- fraction which was enriched by MACS (**Fig. 1b**).
2. Representative plots of PE/Dazzle594-FMO control, which was used to determine the threshold of EPCAM expression of Rep_early and Rep_intermed cells.
3. Representative plots of BV421-FMO control, which was used to determine the threshold of CD24 expression of Rep_early and Rep_intermed cells.

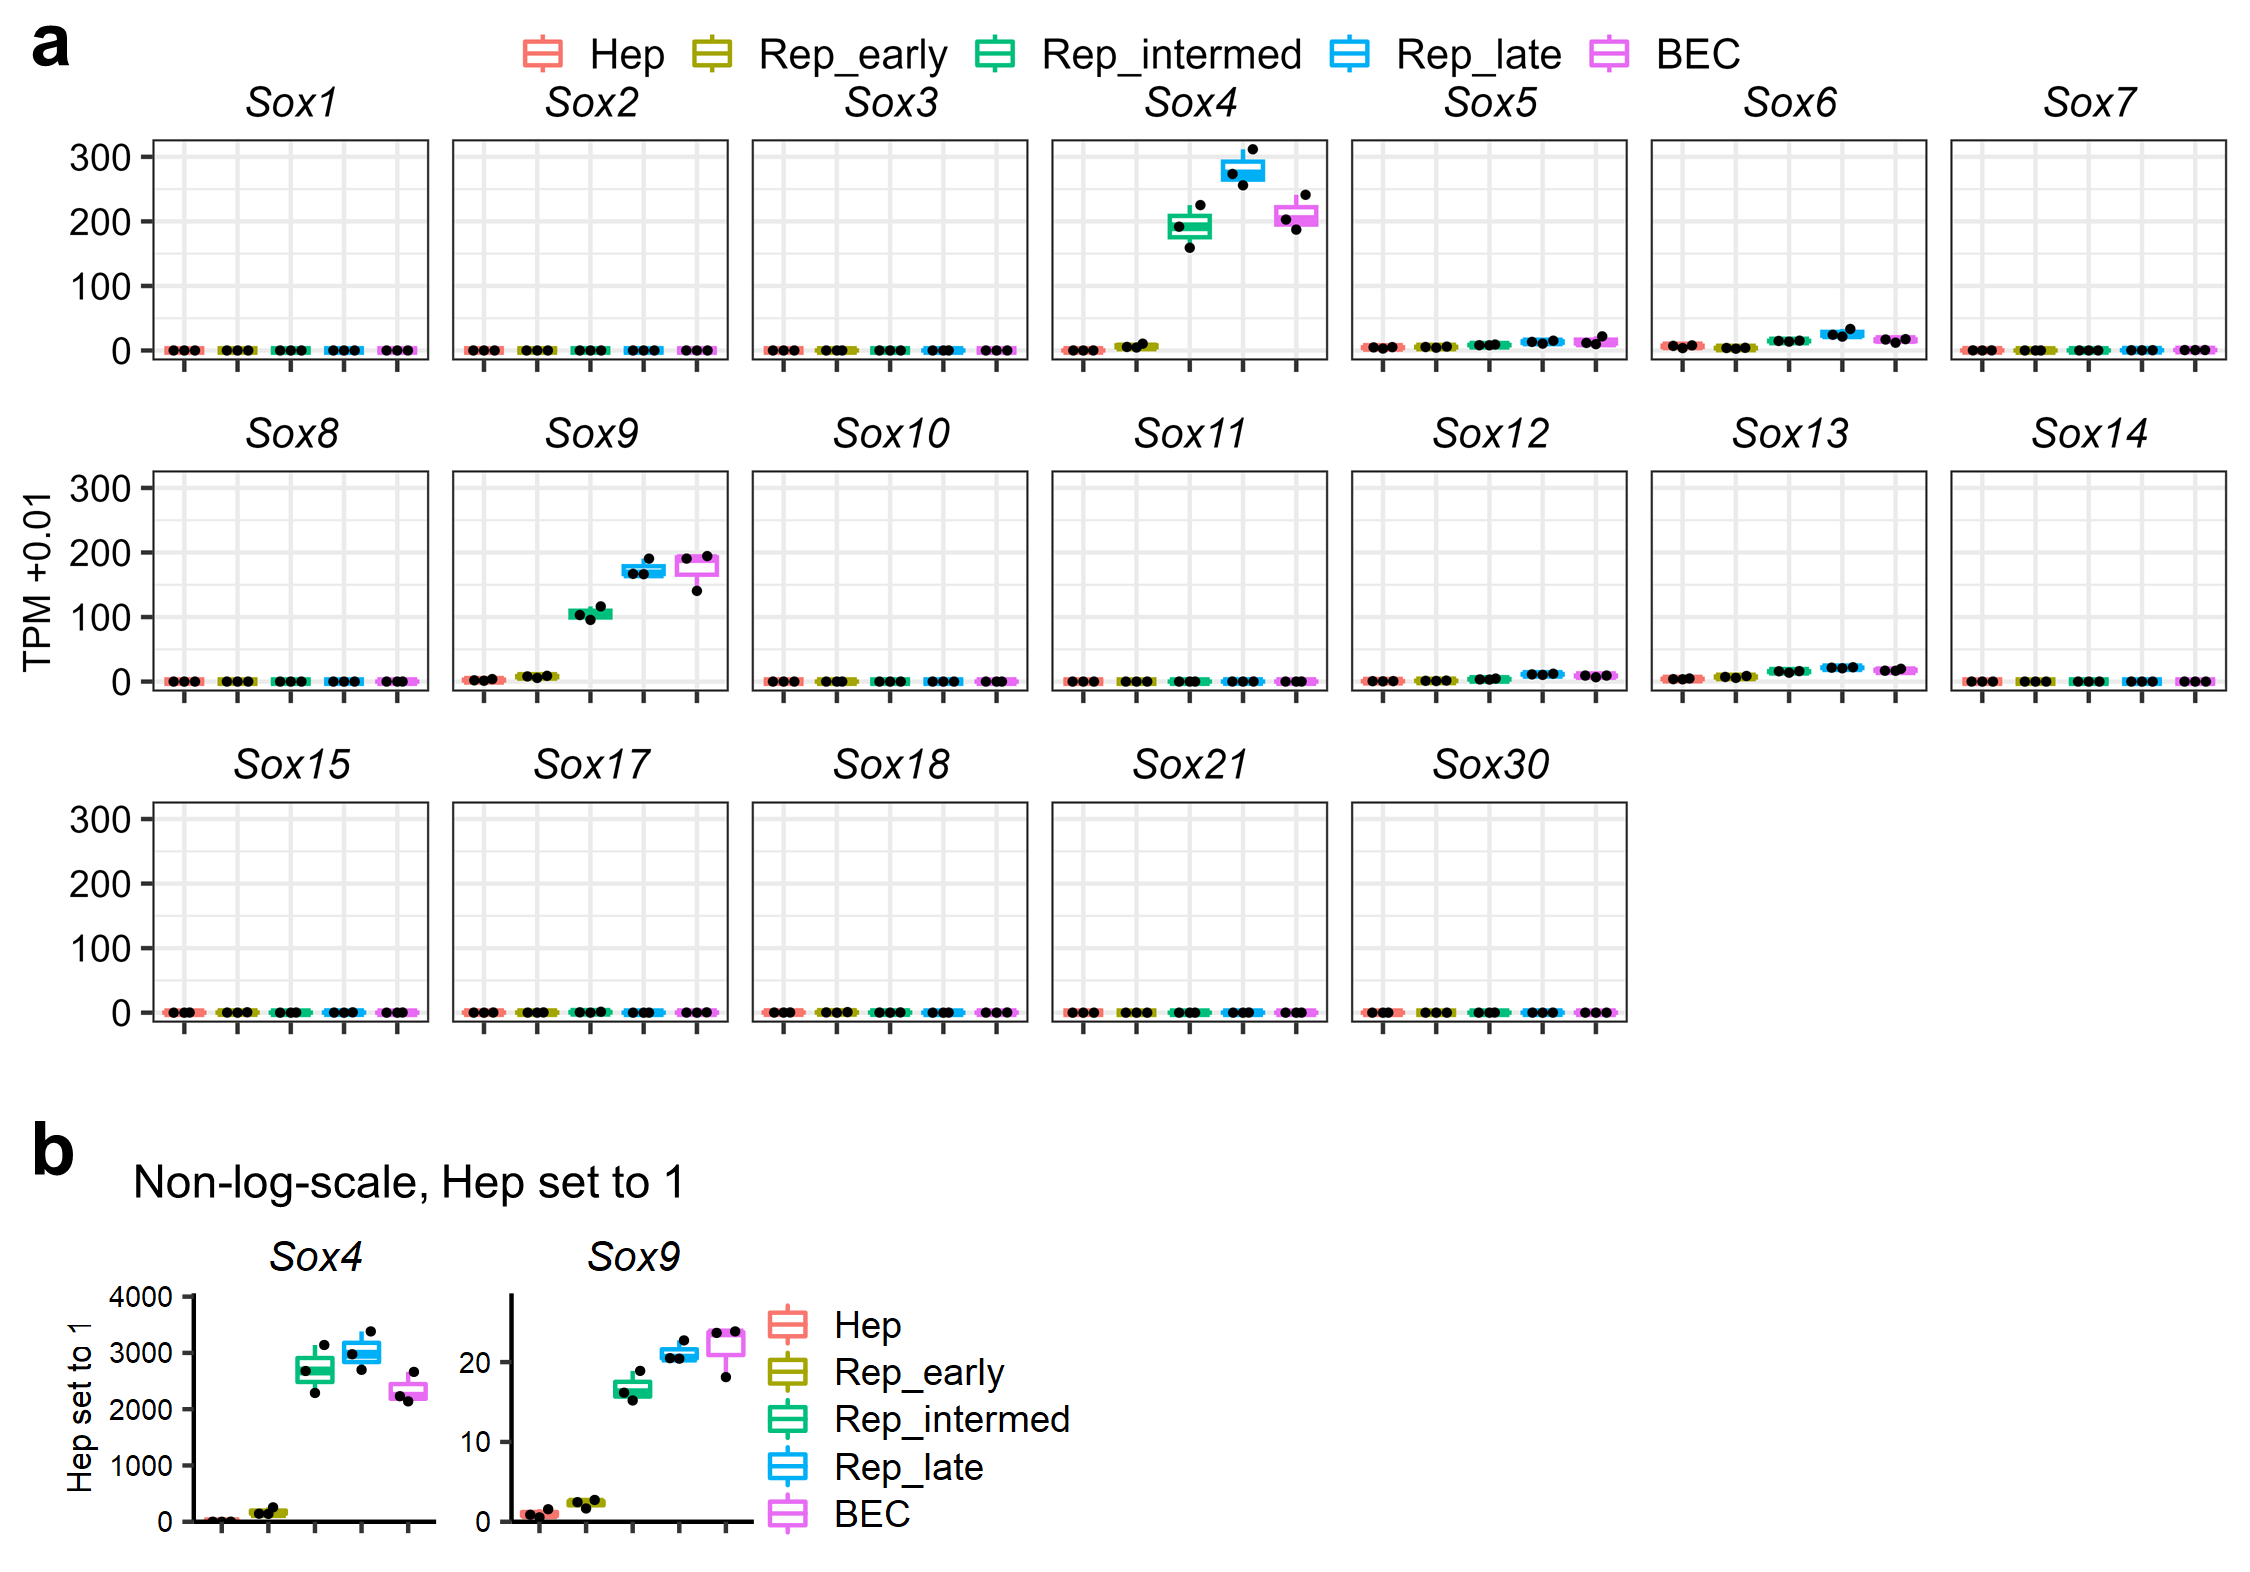

**Supplementary Fig. 4. *Sox4* and *Sox9* are the most abundantly expressed *Sox* genes in the liver upon DDC-induced reprogramming.**

1. Expression profiles for all Sox genes as quantified by RNA-Seq, normalized by transcripts per million (TPM) (n = 3).
2. Data for *Sox4* and *Sox9* with the median-based normalization method to illustrate differences compared to hepatocytes (Hep) as the baseline (n = 3).

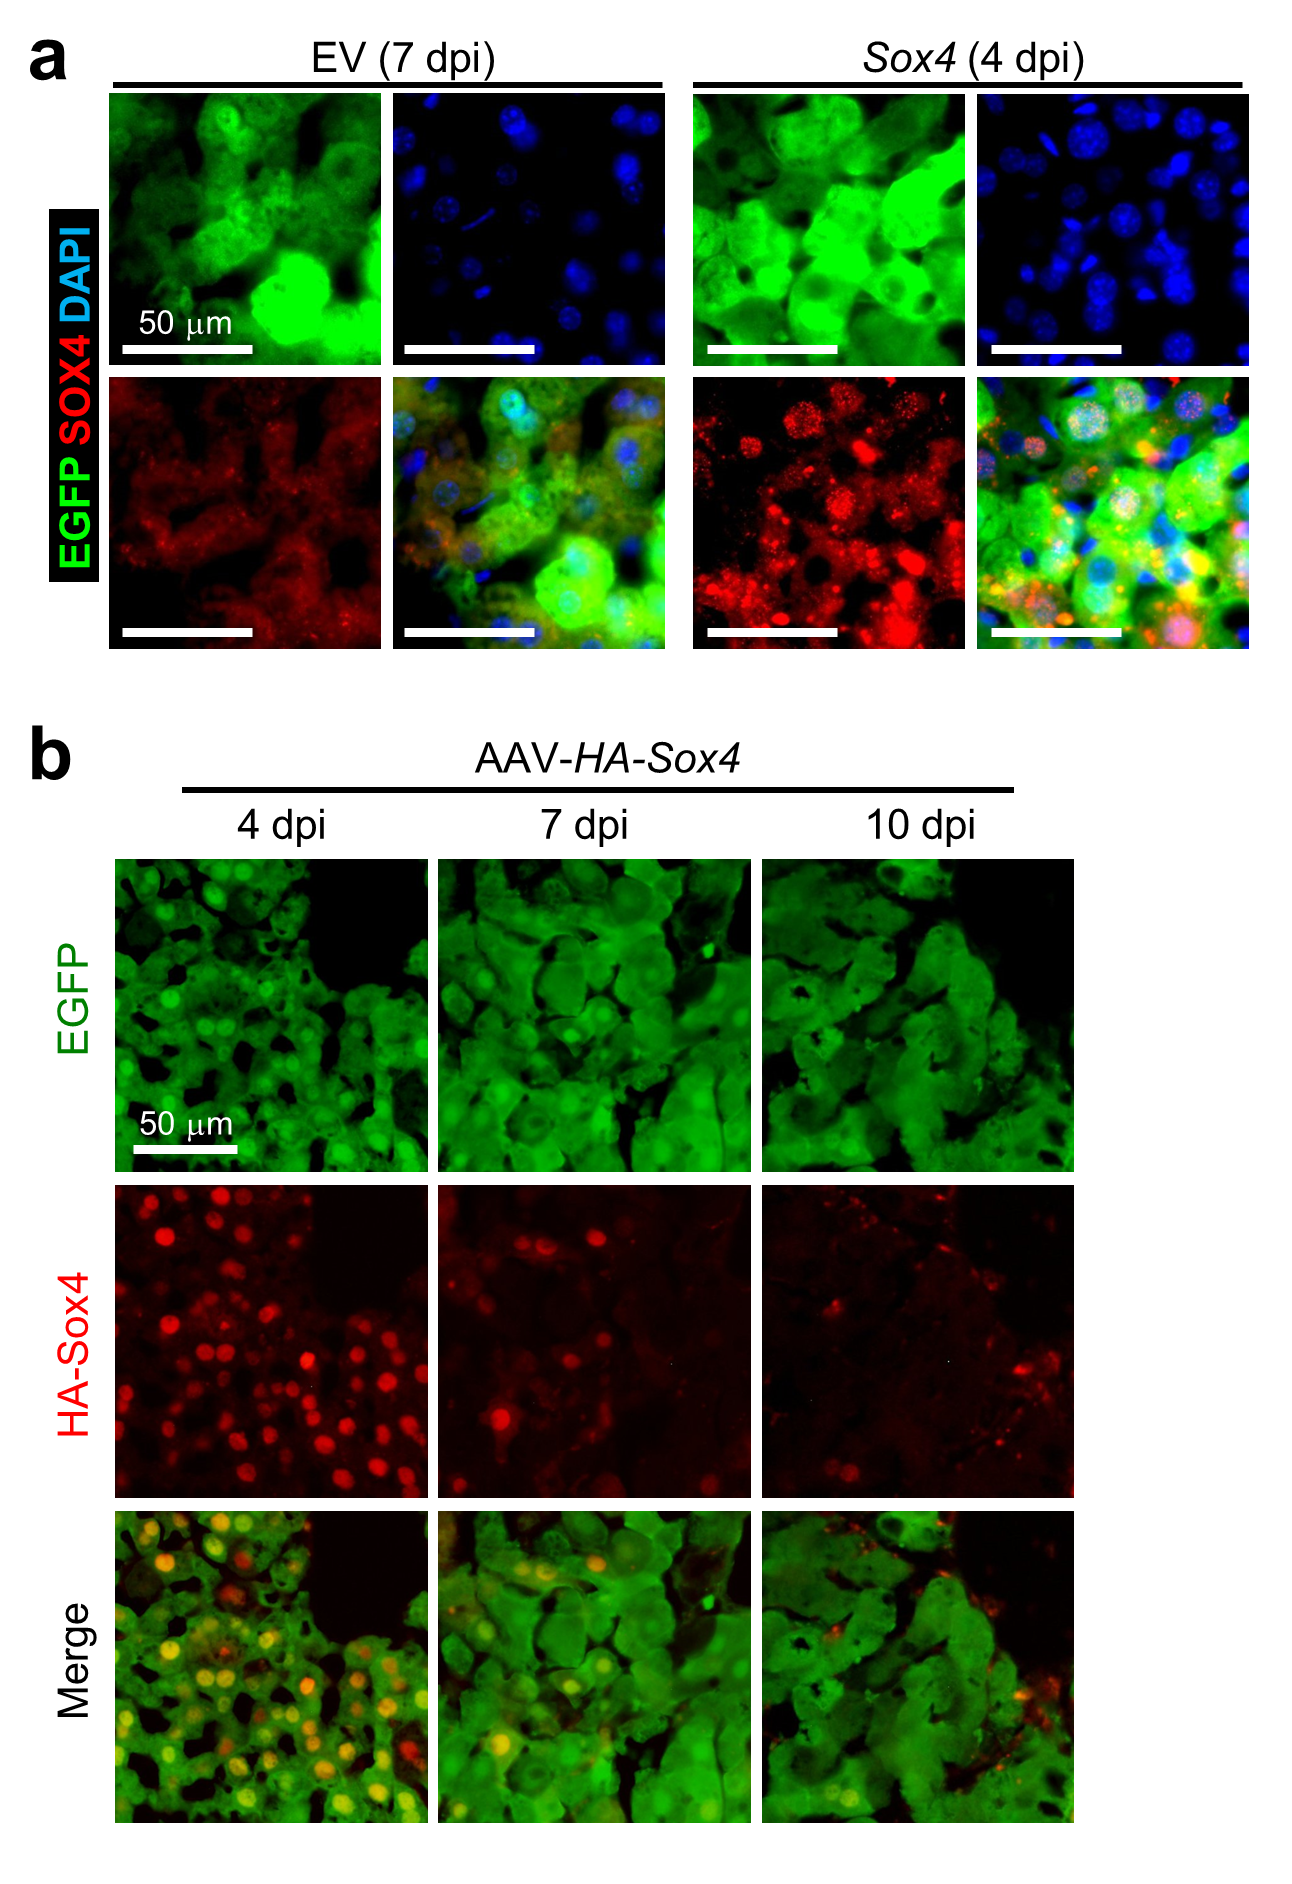

**Supplementary Fig. 5. Confirmation of SOX4 expression at the protein level.**

1. Individual images of each channel for SOX4 IF in **Fig. 2c**.
2. Kinetics of Sox4 protein expression as assessed by immunofluorescence using an anti-HA-tag antibody. Scale bar = 50 μm.

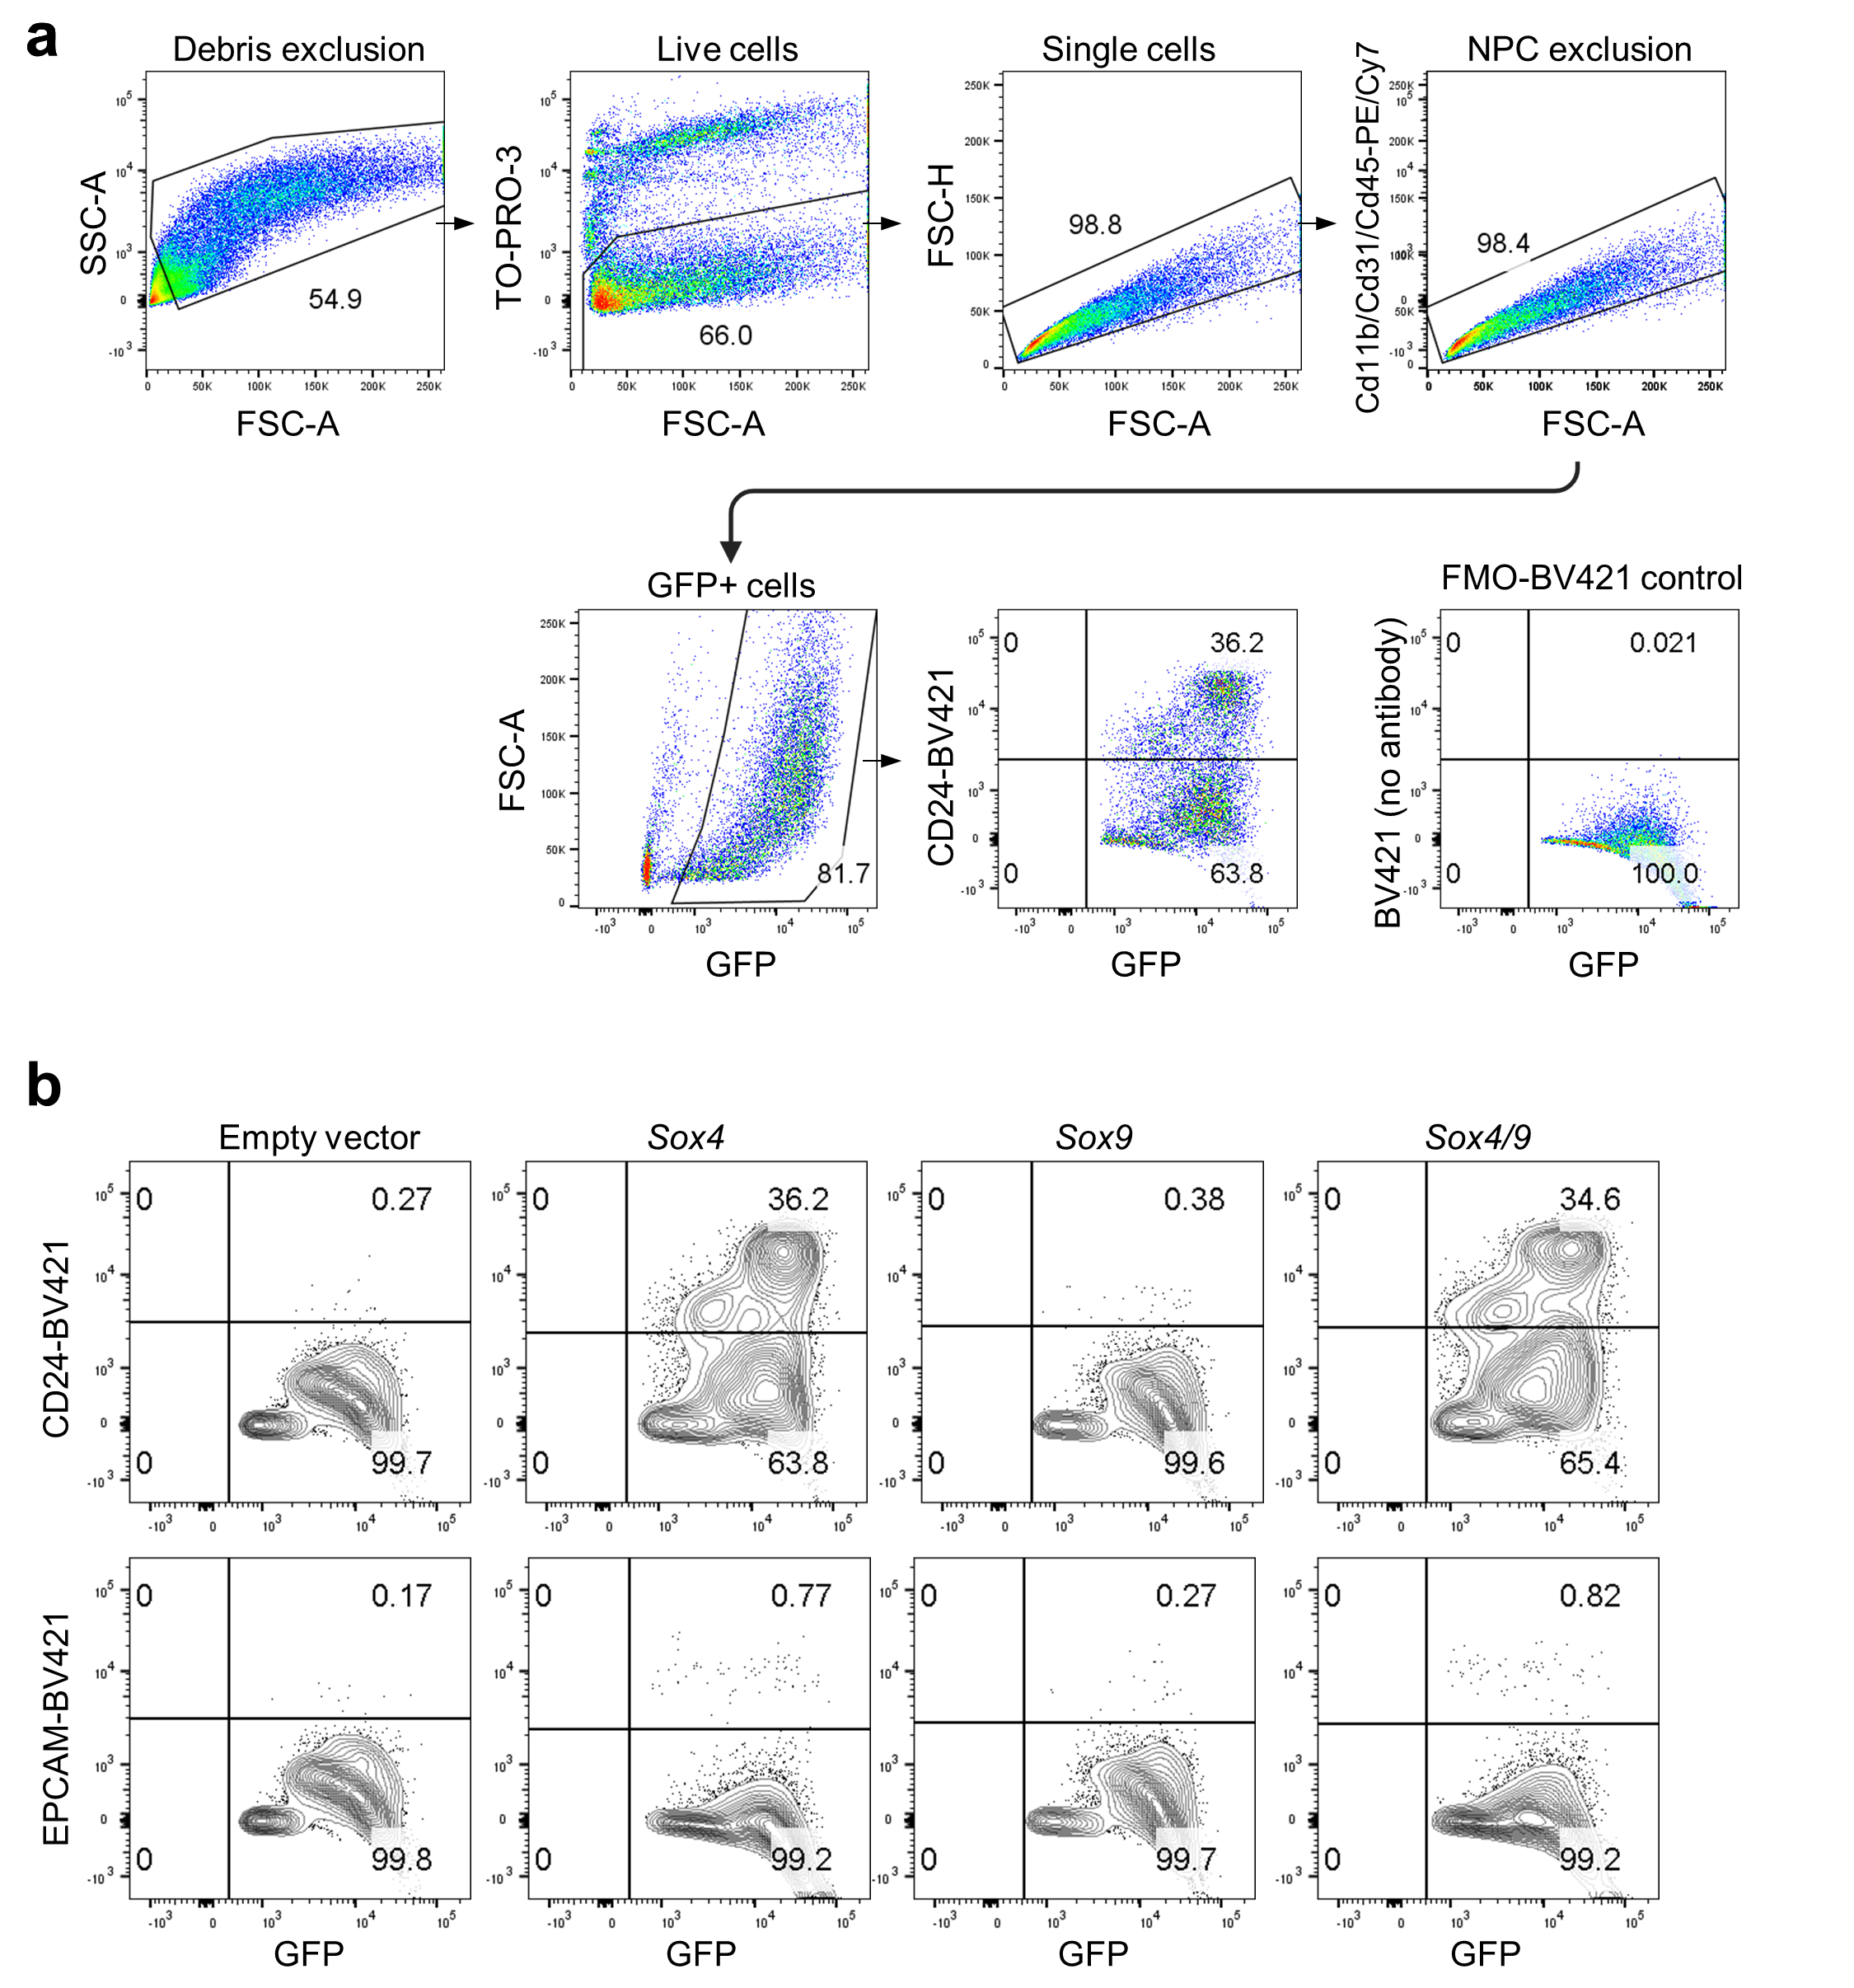

**Supplementary Fig. 6. Gating strategy for determination of reprogramming efficiency of hepatocytes expressing *Sox4*, *Sox9* or both.**

1. Representative plots of gating strategy for flow cytometry of whole liver cells expressing *Sox4*, *Sox9* or both at 7 dpi (experimental design described in **Fig. 2a**). Empty vector-injected cells serve as a control.
2. Representative plots indicating the reprogrammed cell fractions in the early (CD24) and late (EPCAM) stages. The percentages shown in the right top quadrant indicates GFP/BV421 double positive ratios based on the total GFP positive cells.

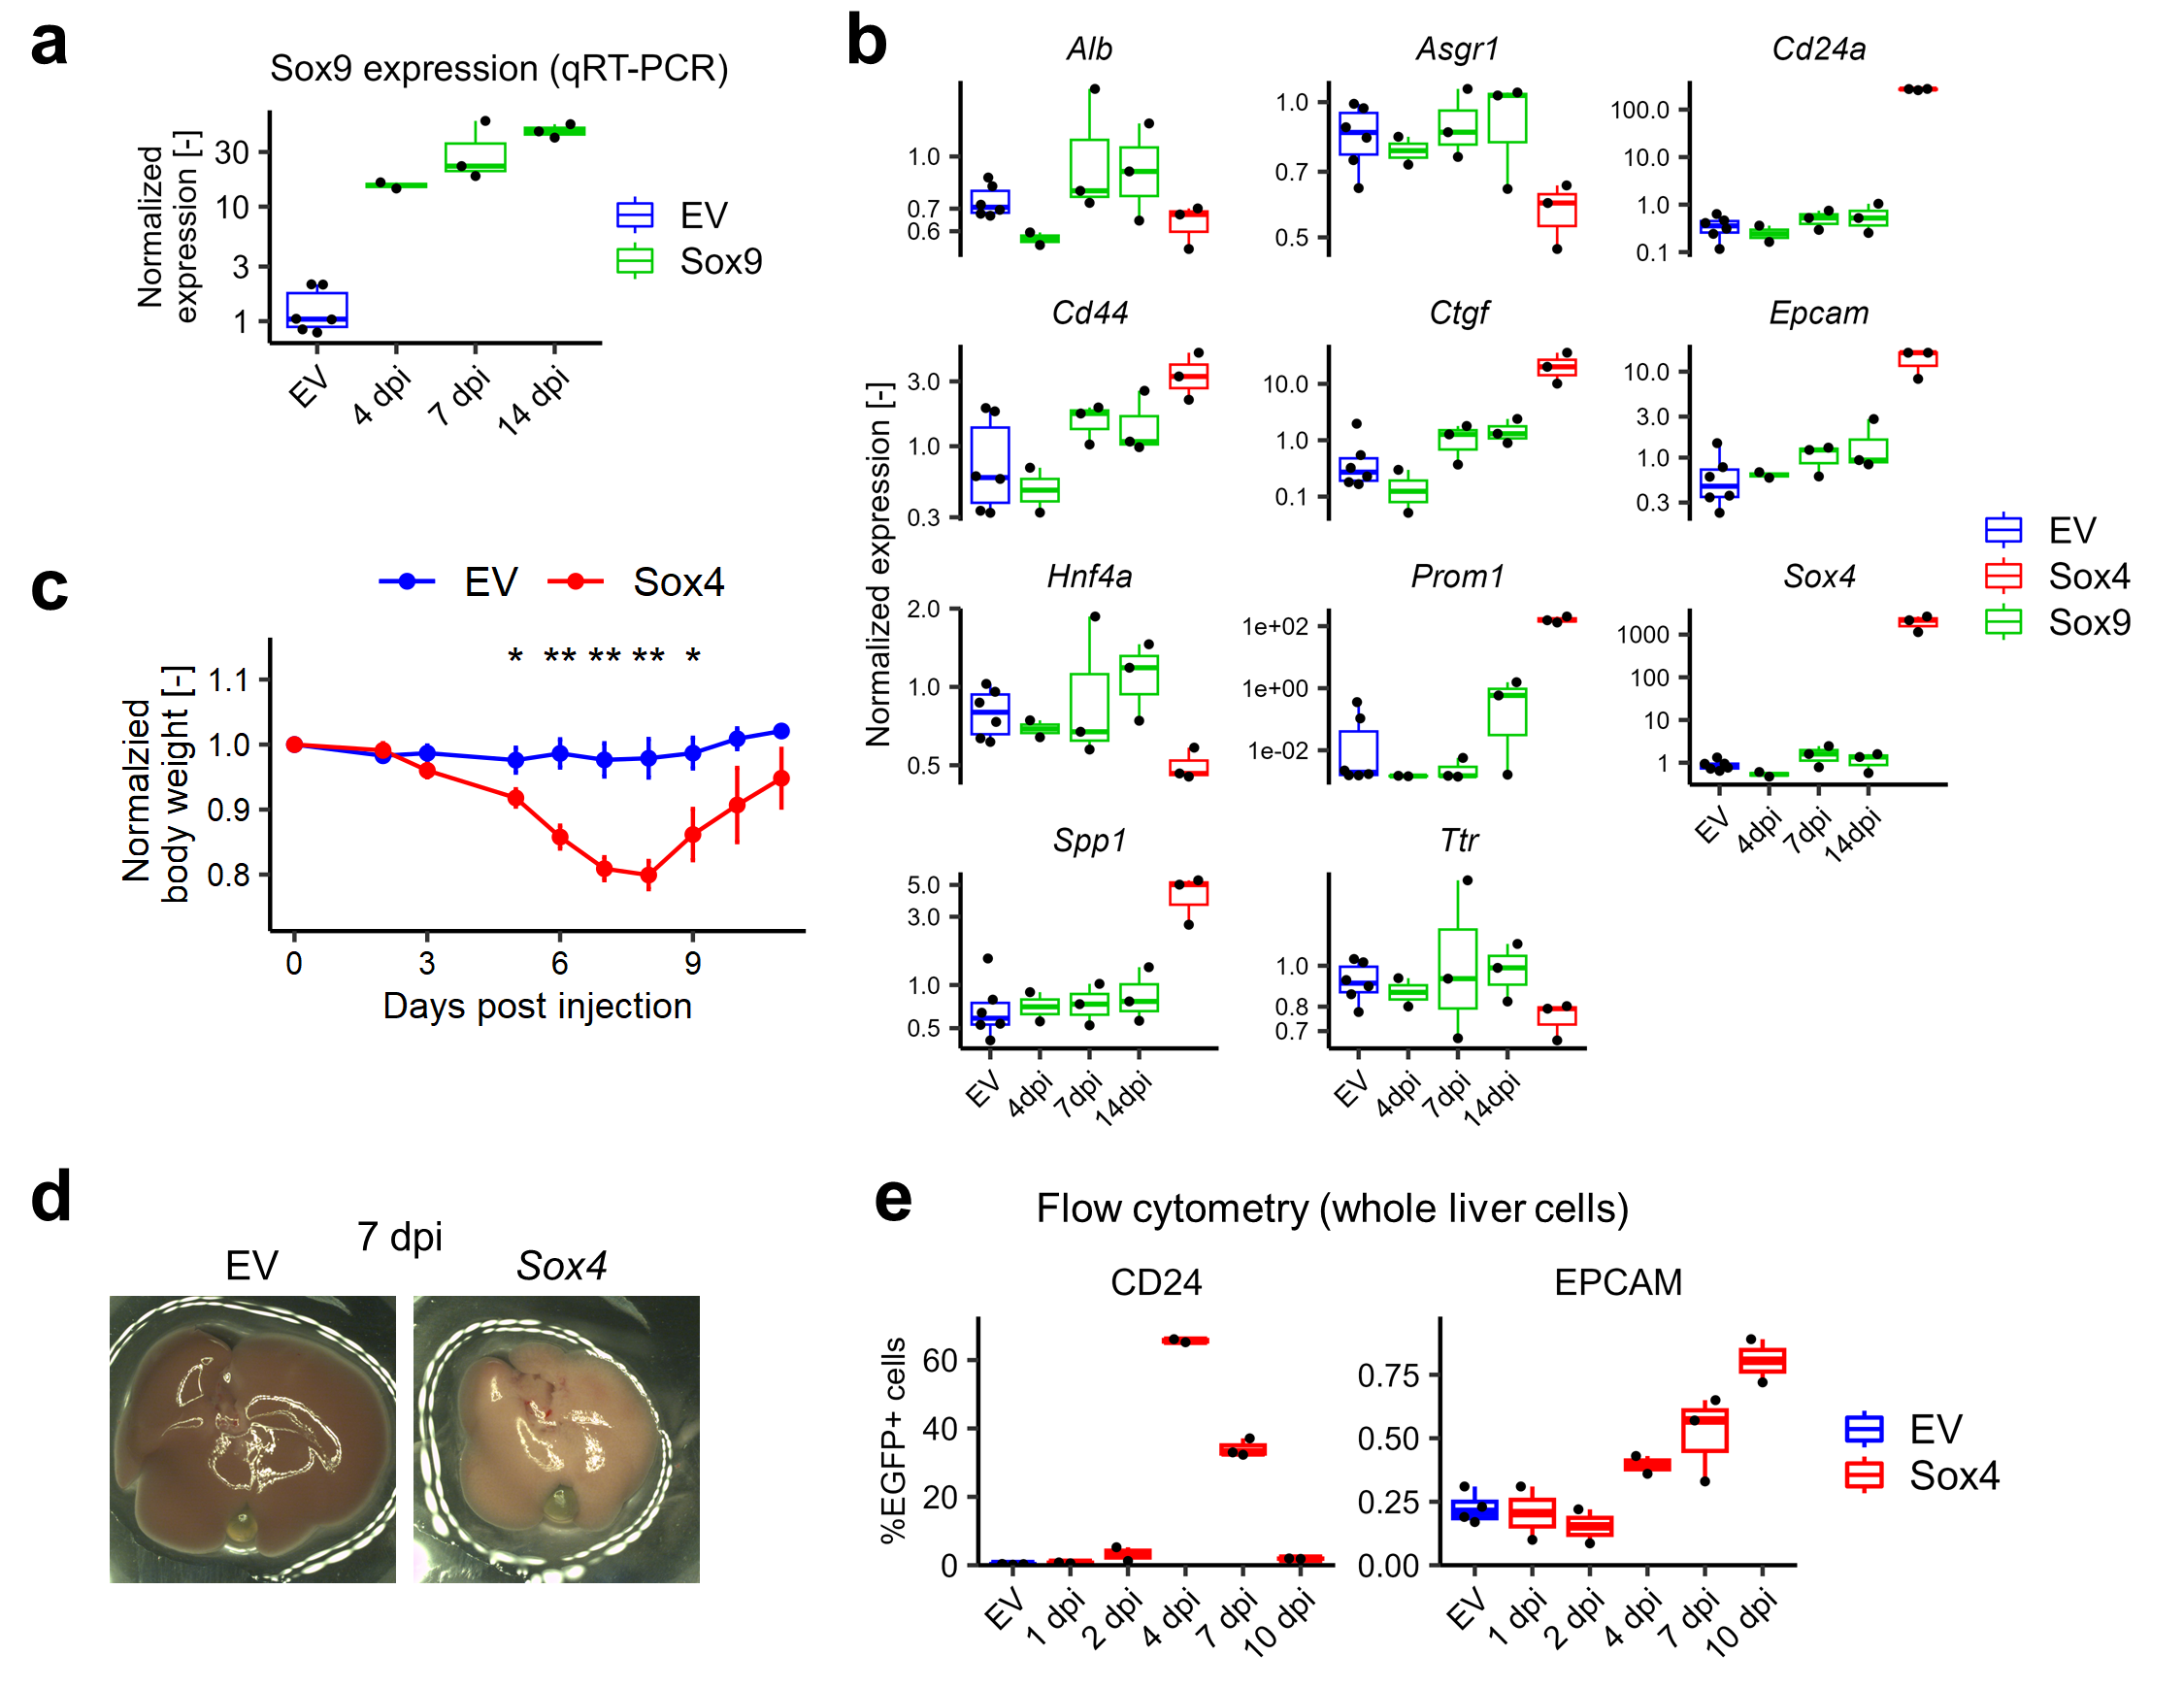

**Supplementary Fig. 7. Further characterization of *Sox4*- and *Sox9*-expressing hepatocytes.**

1. Time course of *Sox9* expression as assessed by qRT-PCR following ectopic *Sox9* expression in hepatocytes (n = 2-3).
2. Time course of expression changes in hepatocyte and biliary genes as assessed by qRT-PCR following ectopic *Sox9* expression in hepatocytes (n = 2-3). *Sox4*-expressing hepatocytes at 7 dpi (used in **Fig. 2e**) are shown as reference. In this data set, AAV8-TBG-*HA-Sox9* was injected at the dose twice that used for **Fig. 2e** (1 × 10^12^ gc/mouse) to increase the chance to find any phenotypic changes caused by *Sox9*. Data points for the empty vector (EV)-injected control are combined from 4, 7 and 14 dpi (n = 6 total).
3. Body weight changes following *Sox4* expression in hepatocytes. Data are shown as mean ± SE (n = 7 per group).
4. Representative macroscopic liver images of an AAV-*HA*-*Sox4*-injected mouse and a control empty vector-injected mouse at 7 dpi.
5. Kinetics of protein expression of the early-to-intermediate reprogramming marker CD24 and the intermediate-to-late reprogramming marker EPCAM as assessed by flow cytometry using the whole liver cells isolated at the designated time points (n = 2-3 per time point). Data points for the empty vector control are combined from 4, 7 and 10 dpi (n = 4 total).

Statistical differences were calculated by t-test. *p < 0.05, **p < 0.01, ****p<0.0001

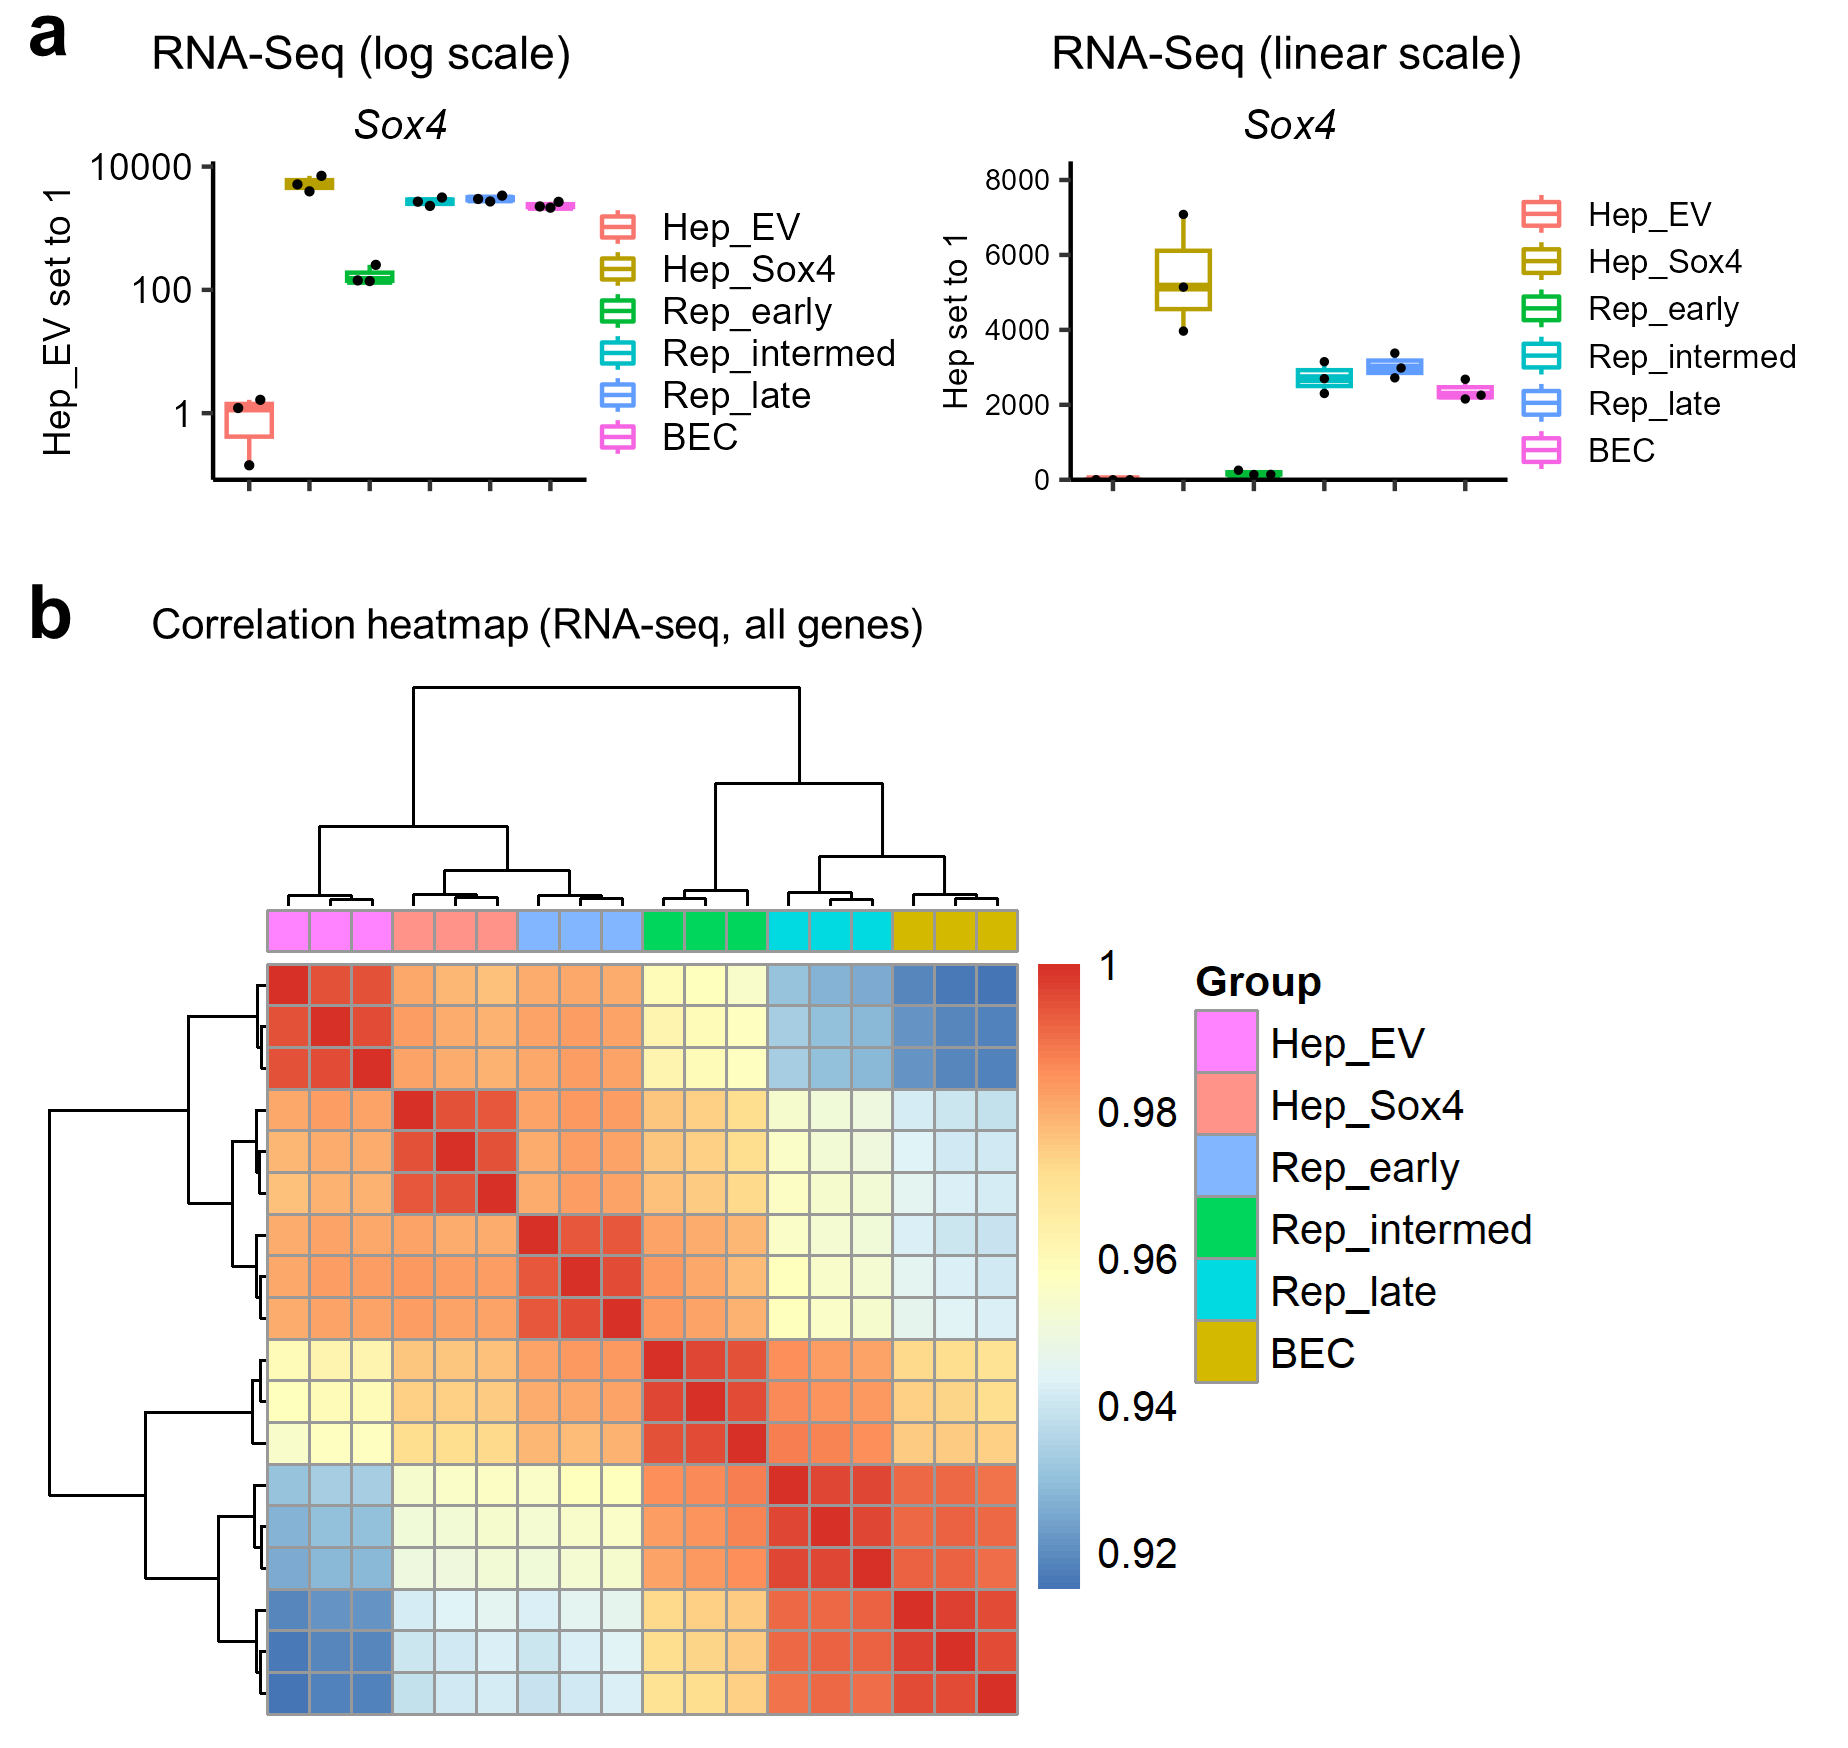

**Supplementary Fig. 8. Characterization of *Sox4*-expressing hepatocytes by RNA-Seq.**

1. Comparison of *Sox4* expression levels between ectopic *Sox4* expression system and DDC-induced reprogrammed and biliary cells by RNA-Seq.
2. Correlation heatmap of RNA-Seq of *Sox4*-expressing and EV hepatocytes in comparison to DDC-induced reprogrammed cells.

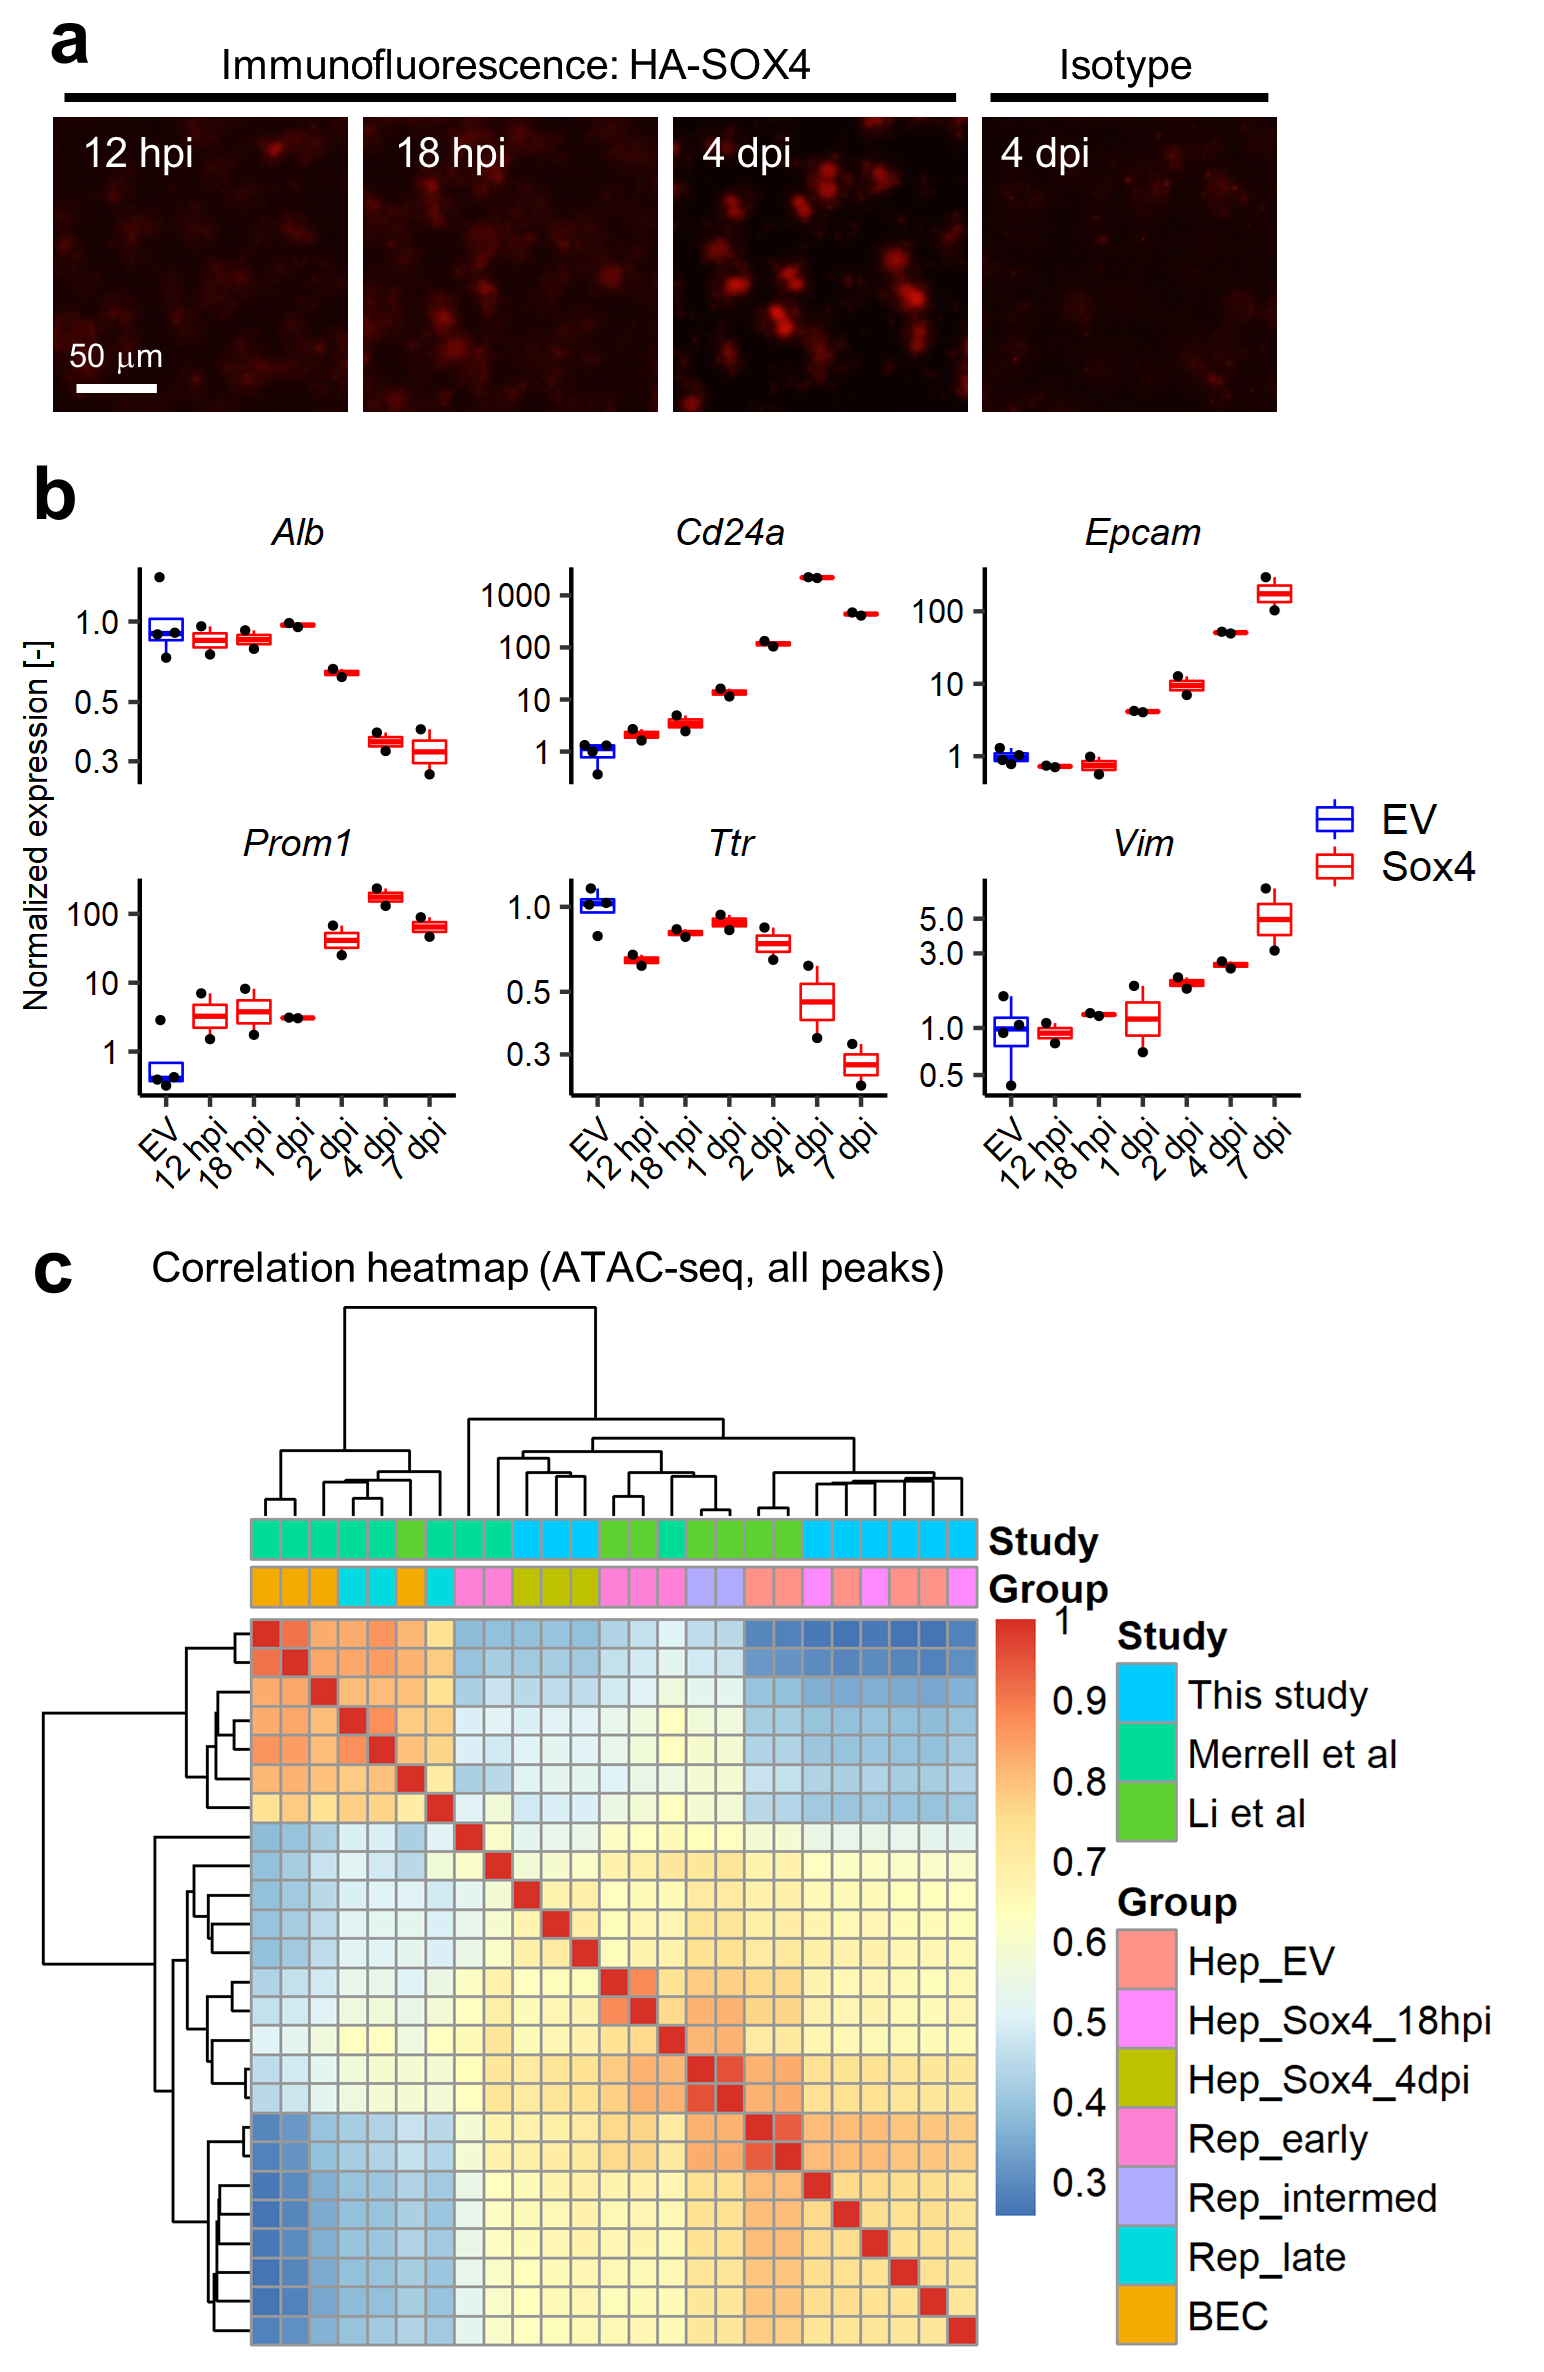

**Supplementary Fig. 9. Kinetic analysis of phenotypic changes following *Sox4* expression and the correlation heatmap of the ATAC-Seq data.**

1. Immunofluorescence staining for HA-SOX4 protein using an anti-HA-tag antibody in primary hepatocytes at the indicated timepoints following infection. Percoll-enriched hepatocytes were treated with digitonin for permeabilization, captured on a magnet using Concanavalin A-conjugated beads, and then incubated with an anti-HA antibody overnight.
2. Kinetic analysis of phenotypic changes following *Sox4* expression as assessed by qRT-PCR (n = 2 per time point for *Sox4* expressing samples). Data points for the empty vector (EV) control are combined from 4, 7 and 10 dpi (n = 4 total). Expression levels are normalized to *Actb*, with the expression level of the empty vector control set to one.
3. Correlation heatmap of ATAC-Seq of *Sox4*-expressing and EV hepatocytes in comparison with DDC-induced reprogrammed cells.

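Across the 129796 regions, Spearman correlations of log2 scaled pileup were computed for the 15 pairs of EV and Sox4 libraries. The library labelled EV replicate 2 had correlations of 0.955 and 0.941 with those labelled Sox4 replicates 2 and 3, and of 0.727 and 0.735 with those labelled EV replicates 1 and 3. The library labelled Sox4 replicate 1 had correlations of 0.954 and 0.961 with those labelled EV replicates 1 and 3, and of 0.737 and 0.721 with those labelled Sox4 replicates 2 and 3. EV replicates 1 and 3 correlated at 0.959 and Sox4 replicates 2 and 3 at 0.949. The first principal component held 80.9% of the variance and set the libraries labelled EV replicate 2 and Sox4 replicates 2 and 3 against the other 3. Regions are not independent replicates, so no p-value is given. Libraries of reprogrammed cells were not analysed here.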

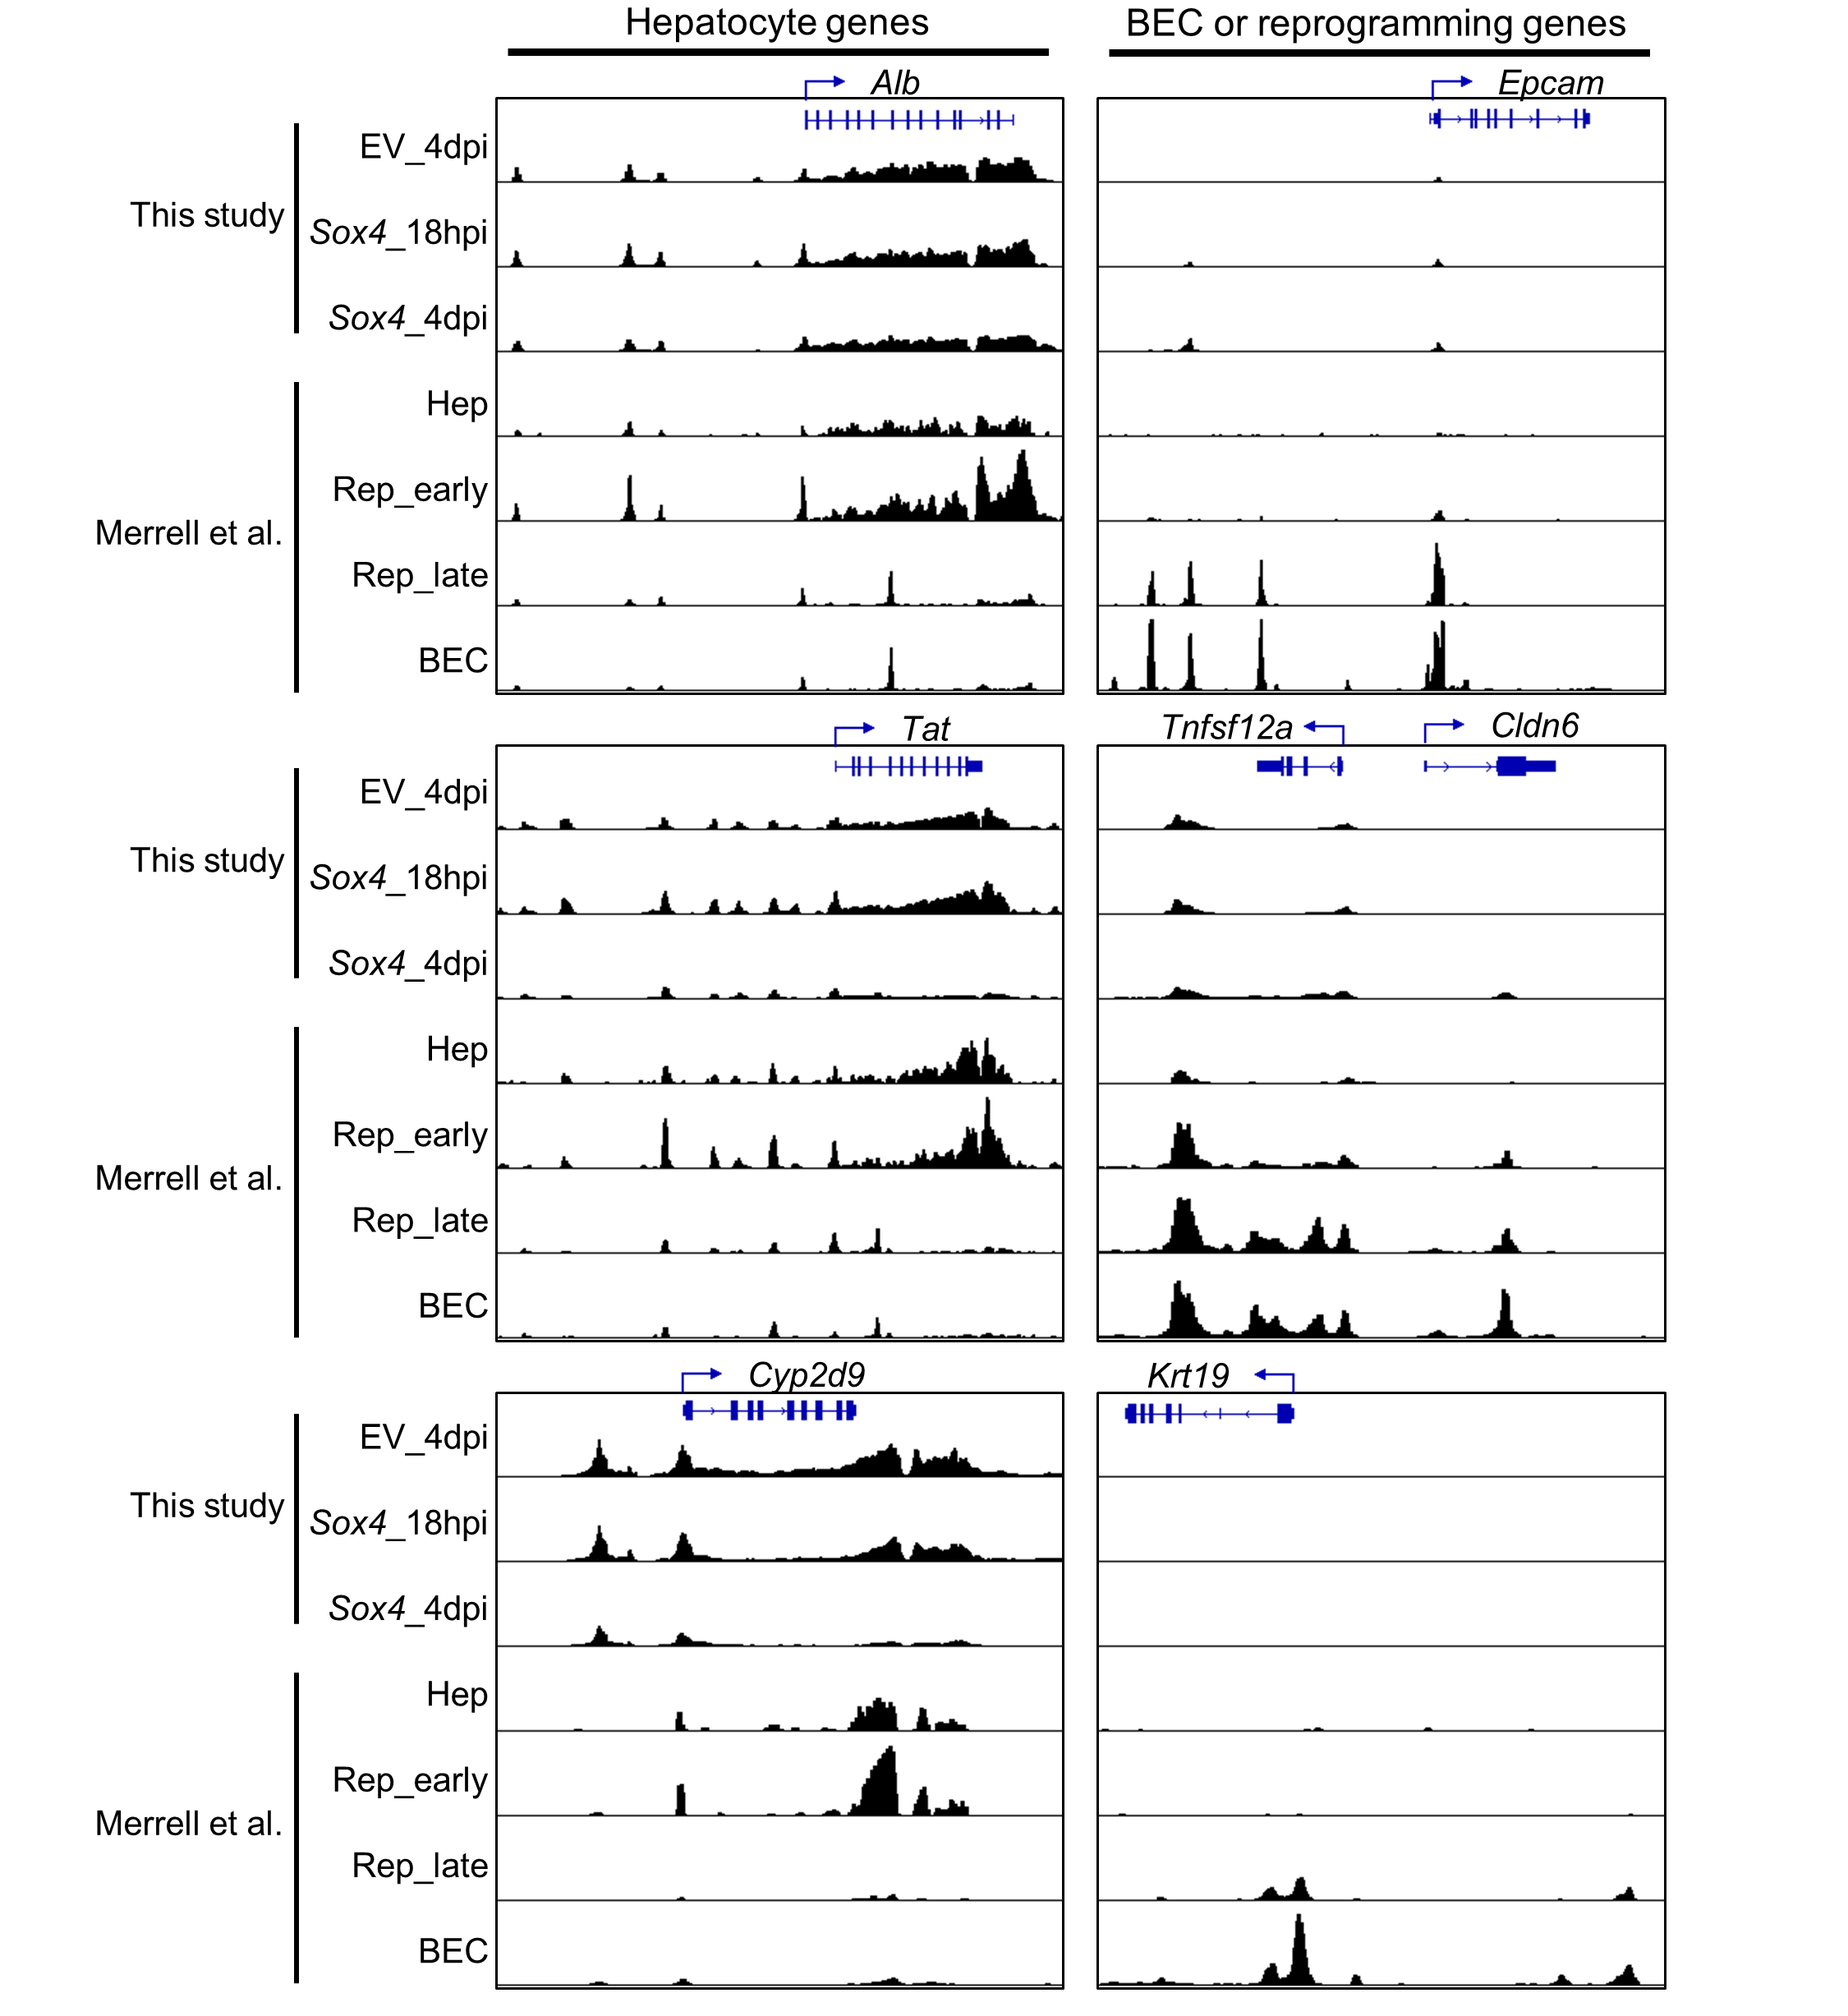

**Supplementary Fig. 10. Representative browser views of ATAC-Seq data.**

Snapshots of genome track view for ATAC-Seq at key hepatobiliary genes. 

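At the other hepatobiliary genes shown, none of the log2 changes between the labelled groups passed the threshold (limma with Benjamini-Hochberg adjustment, lowest adjusted p = 0.972). At the regions nearest to the start sites of the hepatocyte genes, the log2 change was -0.13 for Alb, -0.16 for Tat and -0.79 for Cyp2d9, with standard errors of 0.14, 0.23 and 0.63. The region of Cyp2d9 lay at an annotated start site 18928 bp downstream of the 5′ end of the gene. At the biliary genes it was 0.16 for Epcam, 0.17 for Tnfrsf12a and 1.55 for Cldn6, with standard errors of 0.38, 0.21 and 1.74. Cldn6 had a peak in the libraries labelled EV replicate 2 and Sox4 replicates 2 and 3, at 58.9, 52.5 and 64.4 per 10000000 tags, and in none of the other 3. The region nearest to Krt19, which lay 22696 bp from a start site, had a log2 change of -0.12 (standard error 0.20).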

Note that normal hepatocyte data from Merrell et al are not very consistent with our Hep_EV samples, presumably because the read depth of the hepatocyte samples from Merrell et al. was very low, which partly explains why these samples showed very different PC2 values from other samples in **Fig. 3e**.

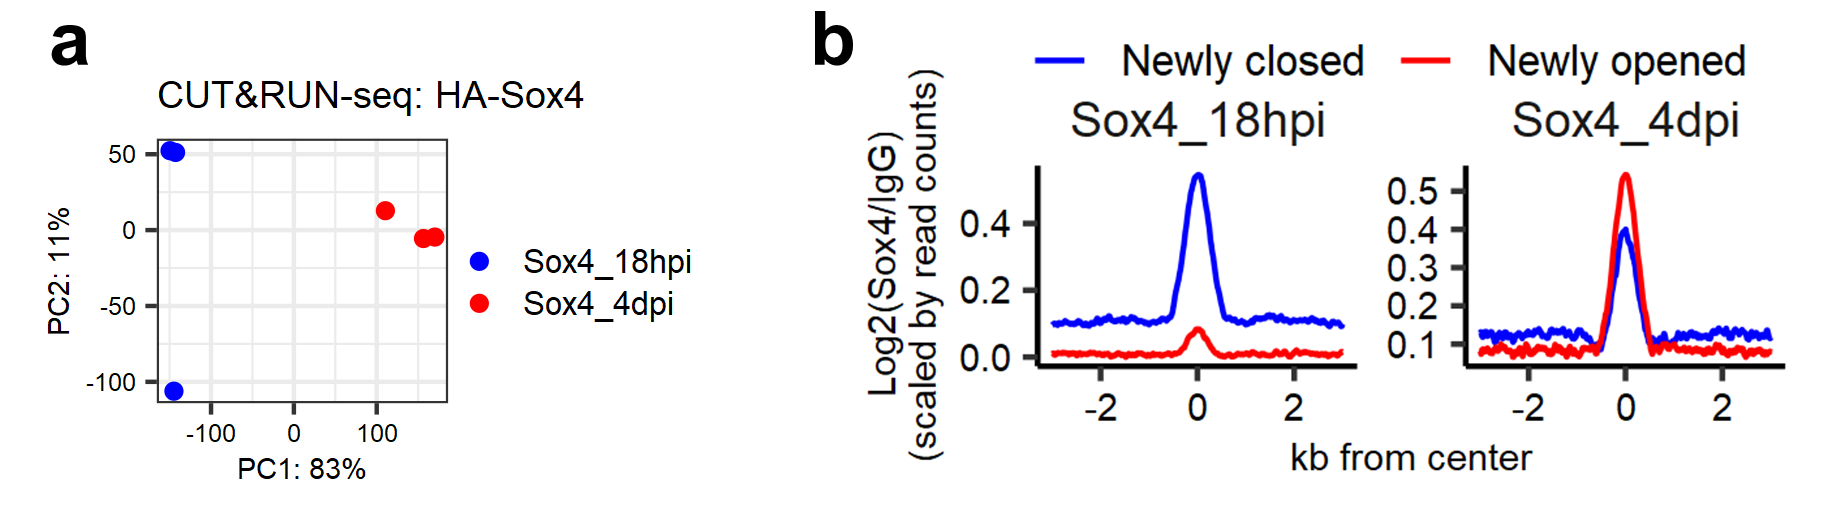

**Supplementary Fig. 11. Validation of consistency in CUT&RUN-seq data among three replicates and profiling the SOX4 binding sites in hepatocytes by CUT&RUN-Seq.**

1. PCA plots of HA-SOX4 CUT&RUN peaks at 18 hpi and 4 dpi. Peak quantification was performed using the DiffBind package.
2. Averaged aggregate plots for SOX4 CUT&RUN-Seq which are represented as the log2 ratio of SOX4 signals / IgG signals. The plots correspond to the SOX4 heatmaps shown in **Fig. 3i,** right two columns.

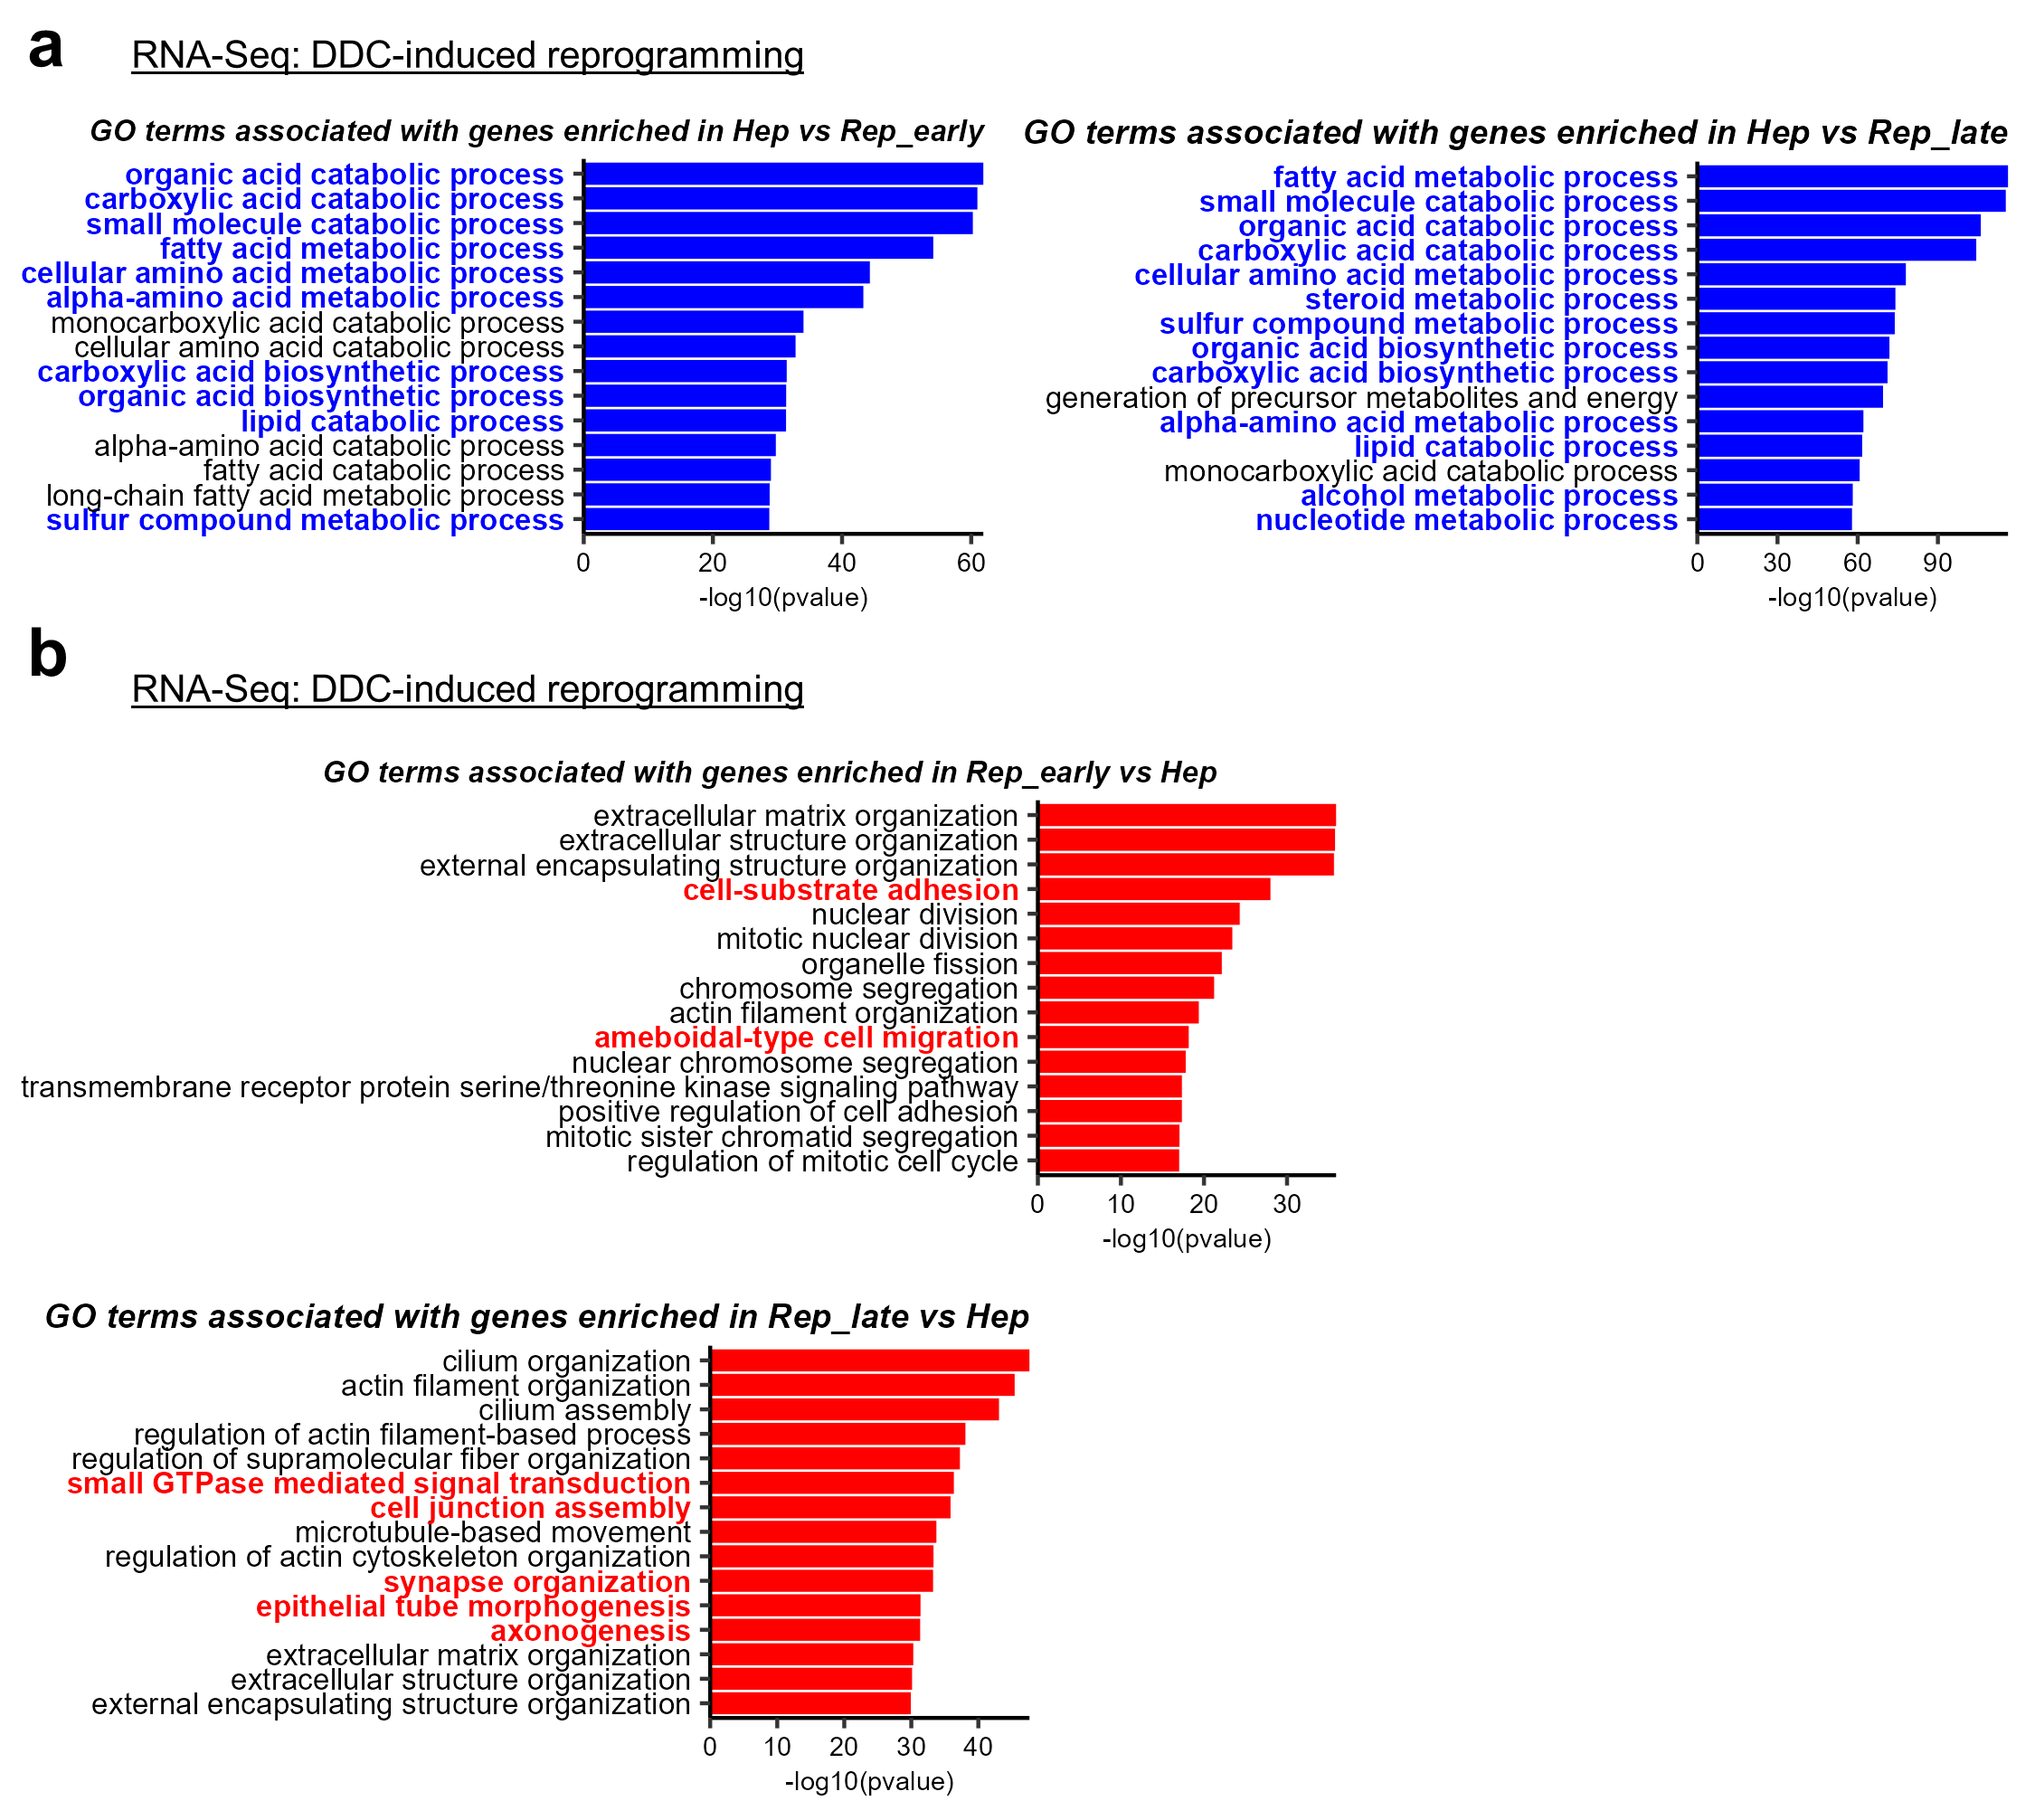

**Supplementary Fig. 12. Gene ontology (GO) analysis for upregulated or downregulated genes during DDC-induced reprogramming.**

1. GO analysis was performed using genes downregulated during DDC-induced reprogramming at different stages (RNA-Seq), namely Rep_early vs Hep (left), Rep_intermed vs Hep (**Fig. 4e**), and Rep_late vs Hep (right). Top 15 GO terms are shown. GO terms shared between the newly-closed region-associated gene set (**Fig. 4d**) and DDC-induced reprogramming context at any reprogramming stages are highlighted in bold blue texts.
2. GO analysis was performed using genes upregulated during DDC-induced reprogramming at different stages (RNA-Seq), namely Rep_early vs Hep (left), Rep_intermed vs Hep (**Fig. 4g**), and Rep_late vs Hep (right). Top 15 GO terms are shown. GO terms shared between the newly-closed region-associated gene set (**Fig. 4f**) and DDC-induced reprogramming context at any reprogramming stages are highlighted in bold red texts.

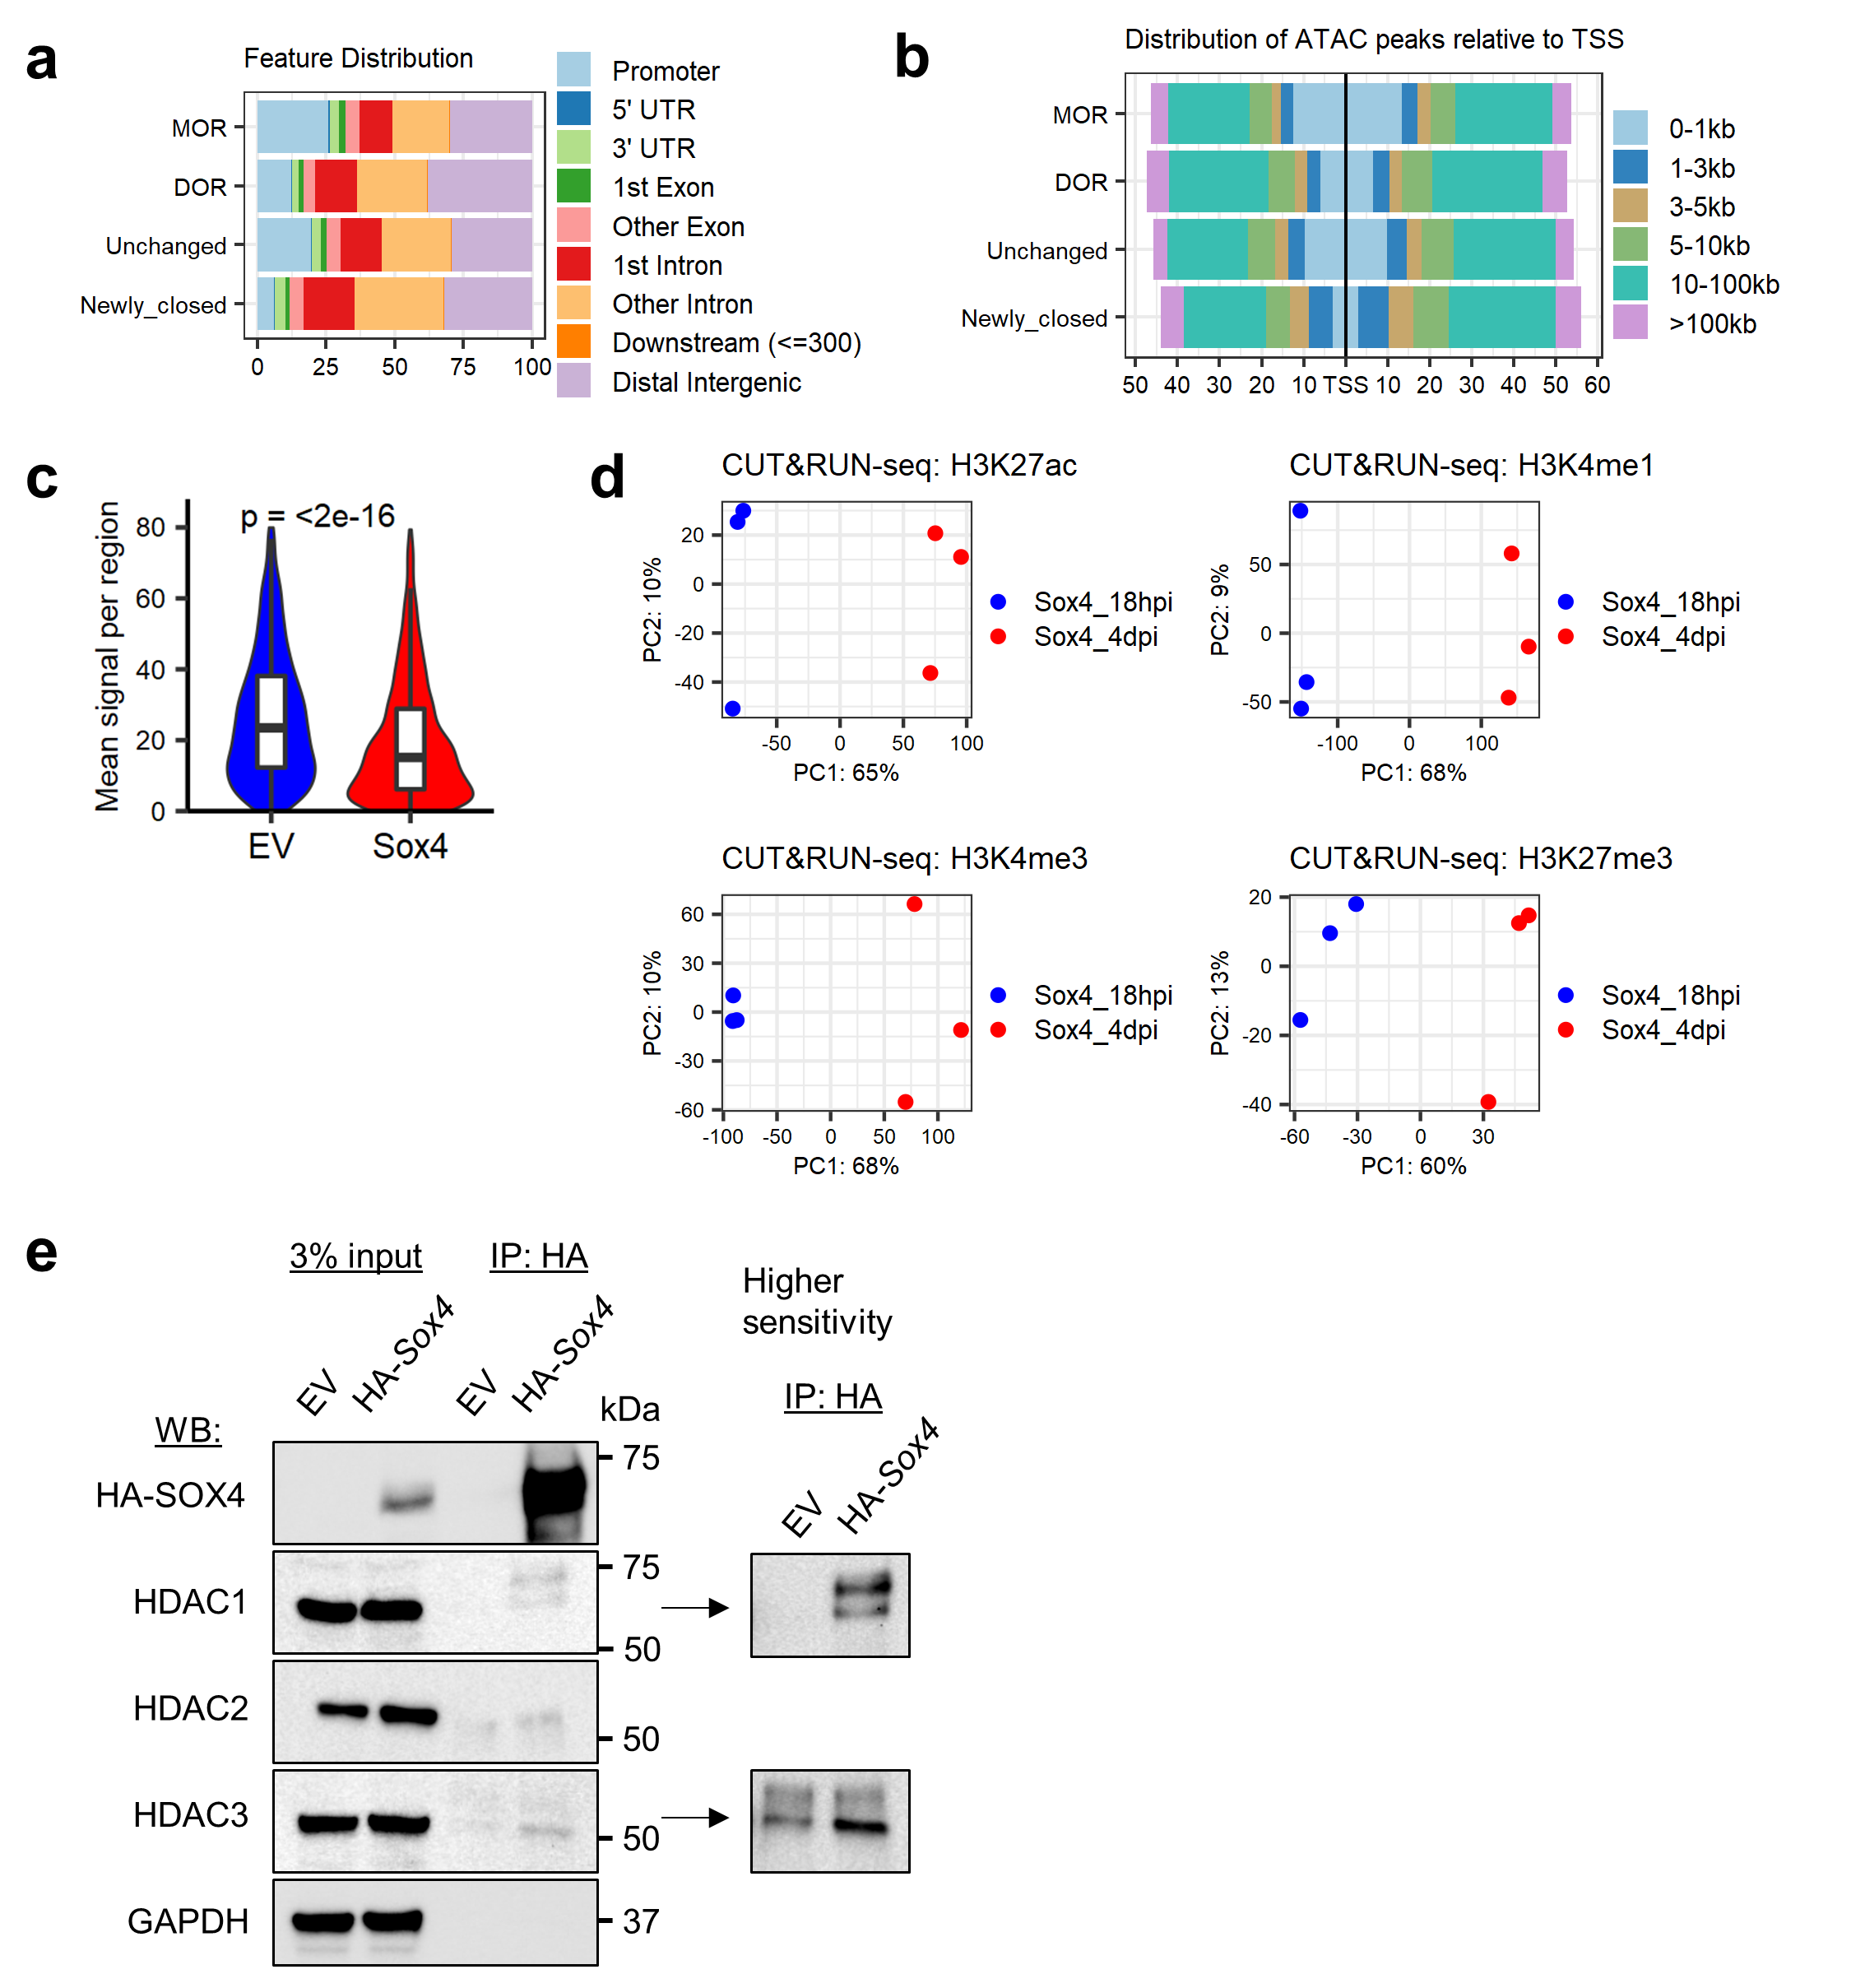

**Supplementary Fig. 13. Genomic distribution of *Sox4*-induced changes in chromatin accessibility and characterization of newly closed regions.**

1. Feature distribution of ATAC-Seq peaks at more opened regions (MORs), *de novo* opened regions (DORs), unchanged regions and newly closed regions. 

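Of the 129796 regions, all unchanged under the deposited labels, 13.2% lay within 1 kb of the start site of a protein-coding gene (Wilson 95% confidence interval 13.0% to 13.3%). The choice of annotation moved this share, which was 17.3% with genes of all types, a setting added after the data were seen.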

Promoter regions are defined as TSS ± 1 kb.
2. Distribution of the distance of ATAC-Seq peaks relative to nearest transcription start sites (TSSs).
3. The comparison of the ATAC-Seq average signals in hepatocyte enhancers (**Fig. 5g**) between empty vector and *Sox4* expressing hepatocytes. P-value is calculated by Wilcoxon rank sum test.
4. Validation of consistency in CUT&RUN-seq data among three replicates in terms of PCA mapping. Peak quantification was performed using the DiffBind package.
5. Testing protein-protein interaction of SOX4 with HDAC proteins. Hepatocytes were harvested from AAV-empty vector (EV)-injected or AAV-*HA*-*Sox4* injected mice. Immunoprecipitation (IP) using an anti-HA tag antibody was performed, and the presence of HDAC1-3 and HNF4A was assessed by western blot (WB) in the pull-down samples. GAPDH was used to validate the equality of the loading amount in terms of input (no IP) samples.

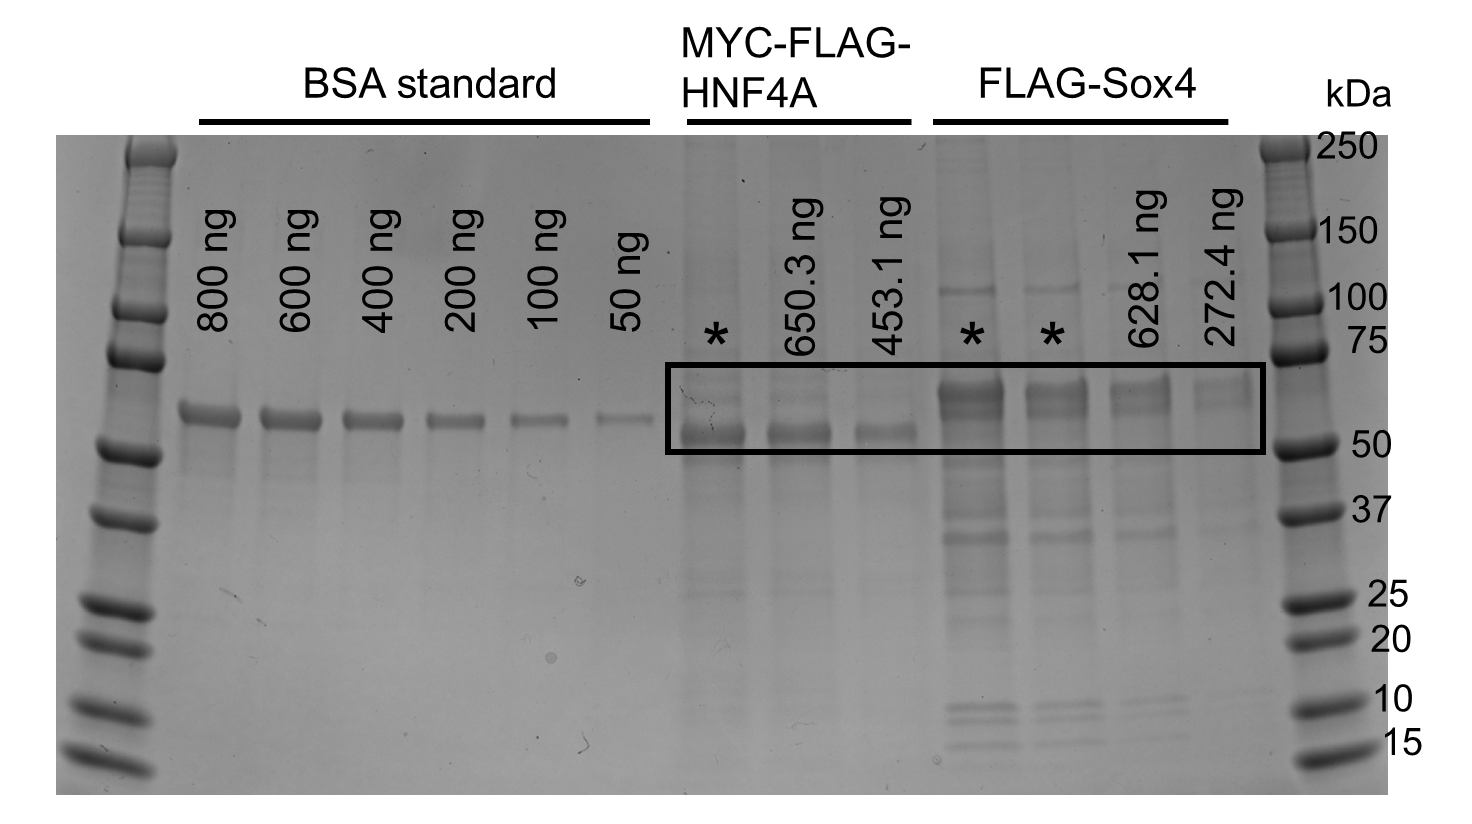

**Supplementary Fig. 14. Quality control and quantification of purified recombinant MYC-FLAG-HNF4A and FLAG-SOX4 protein by SDS-PAGE using a BSA standard.**

Rectangle region corresponds to the full-length HNF4A and SOX4 size, and used for quantification. Asterisks indicate the bands out of linear range of the BSA standards, and thus excluded from quantification.

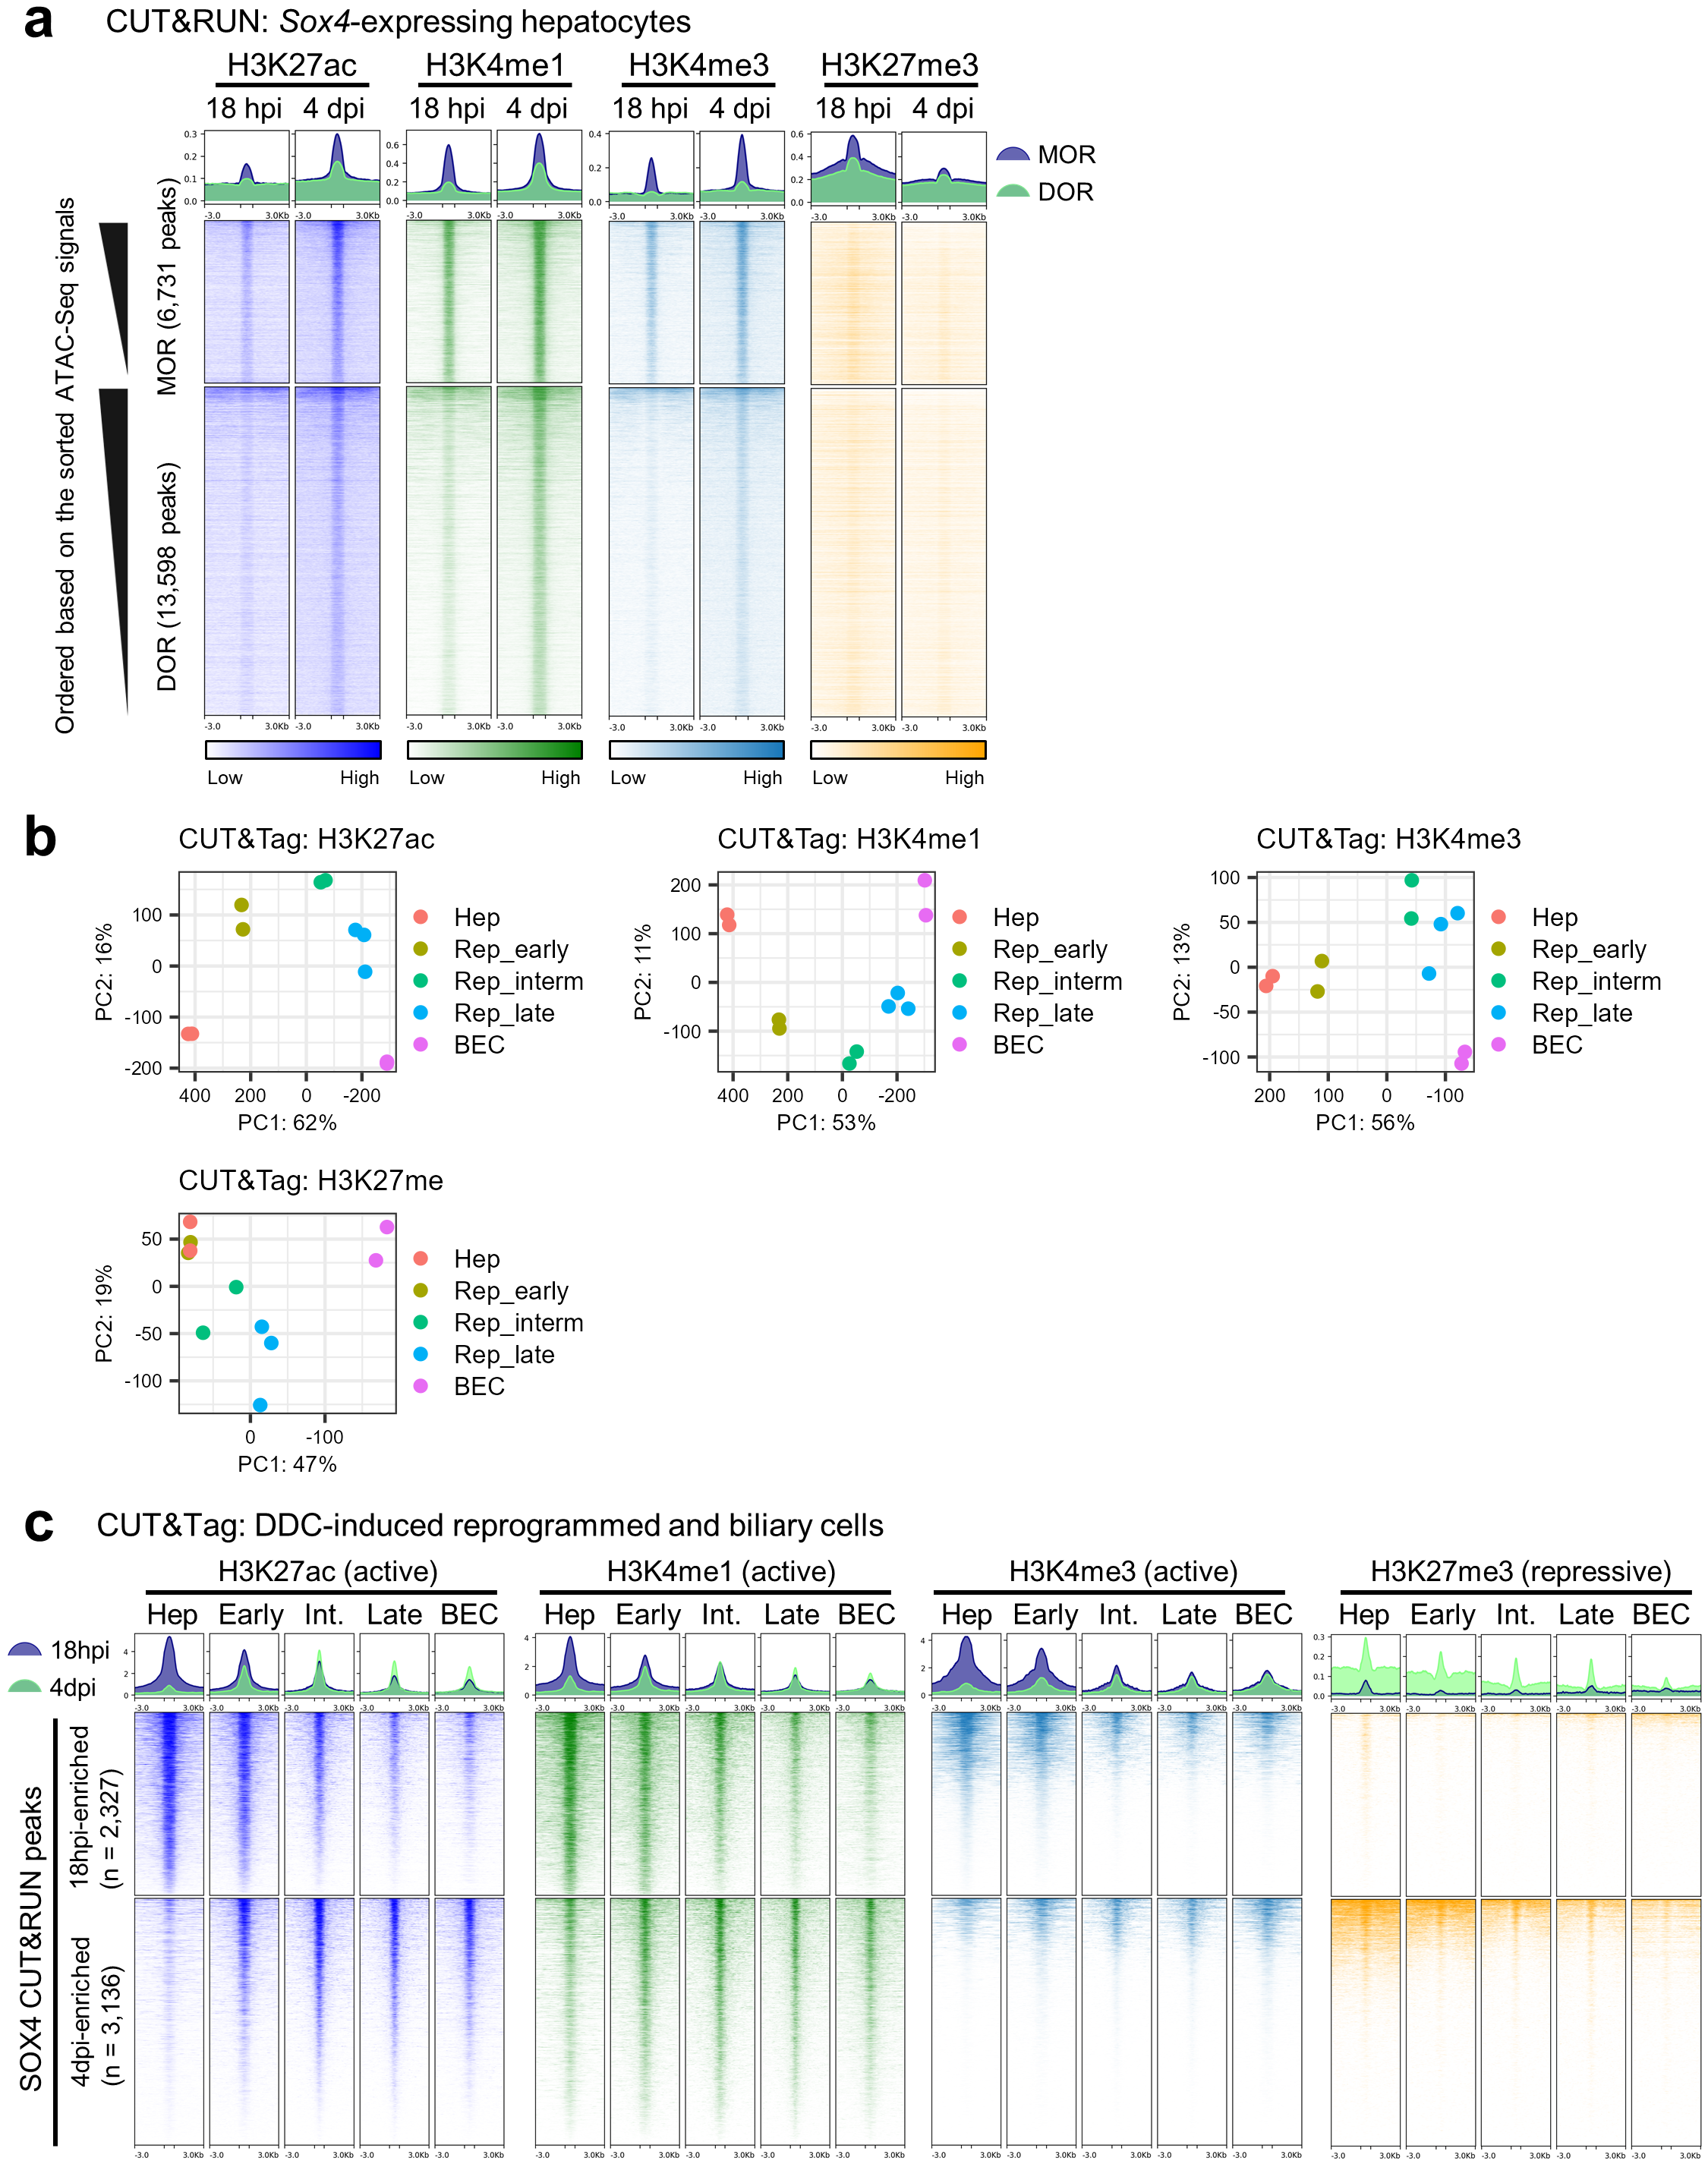

**Supplementary Fig. 15. Characterization of MORs and DORs in the ectopic *Sox4* expression and DDC-induced reprogramming contexts.**

1. CUT&RUN signals for H3K27ac, H3K4me1, H3K4me3 and H3K27me3 visualized as heatmaps for MORs and DORs. The corresponding averaged aggregate plots are shown on the top. The rows are reordered according to the signal intensities from ATAC-Seq.
2. Validation of consistency in CUT&Tag-Seq data among 2-3 replicates in terms of PCA mapping. Peak quantification was performed using the DiffBind package.
3. CUT&Tag-Seq data of histone marks shown for either 18hpi- or 4dpi-enriched Sox4 binding sites. The corresponding averaged aggregate plots are shown on the top.

**Table S1. List of known hepatocyte and biliary/reprogrammed cell genes.**

| **Table S2. PCR primers used for cloning by NEBuilder assembly.** | | |
| --- | --- | --- |
| Construct | Block Fw/Rv | Primer sequence |
| AAV-*HA*-*Sox4*-P2A-*Cre* | Block-1 Fw | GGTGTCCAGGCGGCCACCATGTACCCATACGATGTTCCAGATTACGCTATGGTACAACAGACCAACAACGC |
|  | Block-1 Rv | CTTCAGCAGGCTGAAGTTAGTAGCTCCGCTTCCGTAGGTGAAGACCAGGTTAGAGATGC |
|  | Block-2 Fw | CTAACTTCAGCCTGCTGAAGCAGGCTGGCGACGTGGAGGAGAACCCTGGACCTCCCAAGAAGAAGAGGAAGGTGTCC |
|  | Block-2 Rv | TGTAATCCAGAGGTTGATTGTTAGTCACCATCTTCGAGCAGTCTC |
| AAV-*HA*-*Sox9*-P2A-*Cre* | Block-1 Fw | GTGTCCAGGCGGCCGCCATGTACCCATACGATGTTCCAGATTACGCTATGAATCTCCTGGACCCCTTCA |
|  | Block-1 Rv | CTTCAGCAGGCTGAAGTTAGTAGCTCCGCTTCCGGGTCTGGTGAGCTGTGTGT |
|  | Block-2 Fw  (same as Sox4 block-2) | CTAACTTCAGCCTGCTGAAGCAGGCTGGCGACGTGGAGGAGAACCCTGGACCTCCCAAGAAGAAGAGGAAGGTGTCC |
|  | Block-2 Rv  (same as Sox4 block-2) | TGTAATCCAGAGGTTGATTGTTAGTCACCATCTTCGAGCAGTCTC |
| AAV-*FLAG*-*Sox4*-P2A-*Cre* | Block-1 Fw | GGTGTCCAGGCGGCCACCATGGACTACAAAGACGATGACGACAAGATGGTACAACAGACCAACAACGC |
|  | Block-1 Rv  (same as Sox4 block-1 Fw) | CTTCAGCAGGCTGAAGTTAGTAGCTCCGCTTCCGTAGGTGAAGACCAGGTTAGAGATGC |
|  | Block-2 Fw  (same as Sox4 block-2) | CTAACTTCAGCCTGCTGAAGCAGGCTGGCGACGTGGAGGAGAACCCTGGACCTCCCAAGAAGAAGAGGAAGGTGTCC |
|  | Block-2 Rv  (same as Sox4 block-2) | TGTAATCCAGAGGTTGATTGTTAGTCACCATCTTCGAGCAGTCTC |

| Table S3. Antibodies used in this study. | | | | | |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Antibody | Host | Catalog # | Dilution | Manufacturer | Application | | |
| PE/Cy7-Cd11b | Rat | 101216 | 1:100 | BioLegend | Flow / FACS | | |
| PE/Cy7-Cd31 | Rat | 102418 | 1:100 | BioLegend | Flow / FACS | | |
| PE/Cy7-Cd45 | Rat | 103114 | 1:100 | BioLegend | Flow / FACS | | |
| BV421-Cd24 | Rat | 101826 | 1:100 | BioLegend | Flow / FACS | | |
| BV421-Epcam | Rat | 118225 | 1:100 | BioLegend | Flow / FACS | | |
| PE/Dazzle594-Epcam | Rat | 118236 | 1:100 | BioLegend | Flow / FACS | | |
| Cd11b | Rat | 101202 | 1:100 | BioLegend | Dynabeads for NPC removal | | |
| Cd31 | Rat | 102402 | 1:100 | BioLegend | Dynabeads for NPC removal | | |
| Cd45 | Rat | 103102 | 1:100 | BioLegend | Dynabeads for NPC removal | | |
| Dynabeads™ anti-Rat IgG | Sheep | 11035 | 1:10 | Thermo | Dynabeads for NPC removal | | |
| MicroBeads-Epcam | Rat | 130-105-958 | 1:11 | Miltenyi | MACS for Epcam+ cell enrichment | | |
| GFP | Goat | ab6673 | 1:500 | Abcam | Immunofluorescence | | |
| Cd24 | Rat | 101801 | 1:100 | BioLegend | Immunofluorescence | | |
| Prom1 | Rat | 14-1331-80 | 1:100 | eBioscience | Immunofluorescence | | |
| Itga6 | Rat | N/A | 1:100 | V. Factor Lab | Immunofluorescence | | |
| Epcam | Rabbit | 50591-R002 | 1:500 | Sino Biological | Immunofluorescence | | |
| Krt19 | Rabbit | N/A | 1:1000 | In-house | Immunofluorescence | | |
| HA-Tag | Rabbit | 3724S | 1:1000 | CST | Immunofluorescence | | |
| Isotype control | Rabbit | 3900S | 1:1000 | CST | Immunofluorescence | | |
| AlexaFluor488-anti-goat IgG | Donkey | A-11055 | 1:300 | Invitrogen | Immunofluorescence | | |
| AlexaFluor594-anti-rabbit IgG | Donkey | A-21207 | 1:300 | Invitrogen | Immunofluorescence | | |
| AlexaFluor594-anti-rat IgG | Donkey | A-21209 | 1:300 | Invitrogen | Immunofluorescence | | |
| AlexaFluor-647-anti-rabbit IgG | Donkey | A-31573 | 1:300 | Invitrogen | Immunofluorescence | | |
| HA-Tag | Rabbit | 3724S | 1:100 | CST | CUT&RUN-Seq | | |
| Isotype control | Rabbit | 3900S | 1:100 | CST | CUT&RUN-Seq | | |
| H3K27ac | Rabbit | ab4729 | 1:100 | Abcam | CUT&RUN-Seq  CUT&Tag-Seq | | |
| H3K27me3 | Rabbit | 9733 | 1:100 | CST | CUT&RUN-Seq  CUT&Tag-Seq | | |
| H3K4me1 | Rabbit | ab8895 | 1:100 | Abcam | CUT&RUN-Seq  CUT&Tag-Seq | | |
| H3K4me3 | Rabbit | ab8580 | 1:100 | Abcam | CUT&RUN-Seq  CUT&Tag-Seq | | |
| HA-Tag | Rabbit | 3724S | 1:1000 | CST | Western blot | | |
| HDAC1 | Rabbit | 34589 | 1:1000 | CST | Western blot | | |
| HDAC2 | Rabbit | 57156 | 1:1000 | CST | Western blot | | |
| HDAC3 | Rabbit | 85057 | 1:1000 | CST | Western blot | | |
| GAPDH | Rabbit | 2118 | 1:5000 | CST | Western blot | | |

| **Table S4. Primers used for qRT-PCR.** | | |
| --- | --- | --- |
| Target | Forward | Reverse |
| *Ctgf* | GGGCCTCTTCTGCGATTTC | ATCCAGGCAAGTGCATTGGTA |
| *Cd44* | TCGATTTGAATGTAACCTGCCG | CAGTCCGGGAGATACTGTAGC |
| *Vim* | CGTCCACACGCACCTACAG | GGGGGATGAGGAATAGAGGCT |
| *Spp1* | GCTTGGCTTATGGACTGAGG | CGCTCTTCATGTGAGAGGTG |
| *Epcam* | TCTACAAGGAAGAAATCAGCAAAA | CCCTCCTCAGTTCAGCACTC |
| *Cftr* | TGCACAGTCATCCTCTGTGA | AAGGGAGTCGTACTGCCAGA |
| *Prom1* | CTGCCCAAGCTGGAAGAATA | AGCCCAGGAAAAAGAAGGTC |
| *Sox4* | CCTCGCTCTCCTCGTCCT | TCGTCTTCGAACTCGTCGT |
| *Cd24a* | CTTCTGGCACTGCTCCTACC | TACTTGGATTTGGGGAAGCA |
| *Itga6* | TCATCCTCCTGGCTGTTCTT | GTATCGGGGAATGCTGTCAT |
| *Krt7* | CATTGAGATCGCCACCTACC | GATAAGCTTGCCACCATTGC |
| *Krt19* | TTGAGAGCCTGAAGGAGGAG | AATCCACCTCCACACTGACC |
| *Cav1* | GCGACCCCAAGCATCTCAA | ATGCCGTCGAAACTGTGTGT |
| *Itga3* | CCTCTTCGGCTACTCGGTC | CCAGTCCGGTTGGTATAGTCATC |
| *Sox9* | GACTCCCCACATTCCTCCTC | CCCTCTCGCTTCAGATCAAC |
| *Hnf1b* | TCTCACCAGCATGTCTTCCA | AAAATGGGGTCCTTGTTGCT |
| *Asgr1* | TTGGATTGGCCTAACTGACC | GCCCATGTCCGTACCAGTTA |
| *Tdo2* | GGGGATCCTCAGGCTATCAT | TACCCAGTGTCTGGGAACCA |
| *Ttr* | TGGACACCAAATCGTACTGG | CAGAGTCGTTGGCTGTGAAA |
| *Fah* | CGGCGATGAAGTCATCATAA | GAGCTTCAGGCTGGTGAAAG |
| *Cebpa* | CTCCCAGAGGACCAATGAAA | AAGTCTTAGCCGGAGGAAGC |
| *Hnf4a* | GCCTCAAAGCCATCATCTTC | CCGGTCGTTGATGTAATCCT |
| *Alb* | GCTGAGACCTTCACCTTCCA | CTTGTGCTTCACCAGCTCAG |
| *G6pc* | CTGTGCAGCTGAACGTCTGT | GAAAGTTTCAGCCACAGCAA |

**References**

Huang, H., McIntosh, A.L., Martin, G.G., Landrock, D., Chung, S., Landrock, K.K., Dangott, L.J., Li, S., Kier, A.B., and Schroeder, F. (2016). FABP1: A Novel Hepatic Endocannabinoid and Cannabinoid Binding Protein. Biochemistry *55*, 5243-5255. 10.1021/acs.biochem.6b00446.

Ito, A., Nishikawa, Y., Ohnuma, K., Ohnuma, I., Koma, Y., Sato, A., Enomoto, K., Tsujimura, T., and Yokozaki, H. (2007). SgIGSF is a novel biliary-epithelial cell adhesion molecule mediating duct/ductule development. Hepatology *45*, 684-694. 10.1002/hep.21501.

Jakobsen, J.S., Waage, J., Rapin, N., Bisgaard, H.C., Larsen, F.S., and Porse, B.T. (2013). Temporal mapping of CEBPA and CEBPB binding during liver regeneration reveals dynamic occupancy and specific regulatory codes for homeostatic and cell cycle gene batteries. Genome Res *23*, 592-603. 10.1101/gr.146399.112.

Katsuda, T., Hosaka, K., Matsuzaki, J., Usuba, W., Prieto-Vila, M., Yamaguchi, T., Tsuchiya, A., Terai, S., and Ochiya, T. (2020). Transcriptomic Dissection of Hepatocyte Heterogeneity: Linking Ploidy, Zonation, and Stem/Progenitor Cell Characteristics. Cell Mol Gastroenterol Hepatol *9*, 161-183. 10.1016/j.jcmgh.2019.08.011.

Merrell, A.J., Peng, T., Li, J., Sun, K., Li, B., Katsuda, T., Grompe, M., Tan, K., and Stanger, B.Z. (2021). Dynamic Transcriptional and Epigenetic Changes Drive Cellular Plasticity in the Liver. Hepatology *74*, 444-457. 10.1002/hep.31704.

Peters, D.T., Henderson, C.A., Warren, C.R., Friesen, M., Xia, F., Becker, C.E., Musunuru, K., and Cowan, C.A. (2016). Asialoglycoprotein receptor 1 is a specific cell-surface marker for isolating hepatocytes derived from human pluripotent stem cells. Development *143*, 1475-1481. 10.1242/dev.132209.

Poncy, A., Antoniou, A., Cordi, S., Pierreux, C.E., Jacquemin, P., and Lemaigre, F.P. (2015). Transcription factors SOX4 and SOX9 cooperatively control development of bile ducts. Dev Biol *404*, 136-148. 10.1016/j.ydbio.2015.05.012.

Schaub, J.R., Huppert, K.A., Kurial, S.N.T., Hsu, B.Y., Cast, A.E., Donnelly, B., Karns, R.A., Chen, F., Rezvani, M., Luu, H.Y., et al. (2018). De novo formation of the biliary system by TGFbeta-mediated hepatocyte transdifferentiation. Nature *557*, 247-251. 10.1038/s41586-018-0075-5.

Tarlow, B.D., Pelz, C., Naugler, W.E., Wakefield, L., Wilson, E.M., Finegold, M.J., and Grompe, M. (2014). Bipotential adult liver progenitors are derived from chronically injured mature hepatocytes. Cell Stem Cell *15*, 605-618. 10.1016/j.stem.2014.09.008.

Yanger, K., Zong, Y., Maggs, L.R., Shapira, S.N., Maddipati, R., Aiello, N.M., Thung, S.N., Wells, R.G., Greenbaum, L.E., and Stanger, B.Z. (2013). Robust cellular reprogramming occurs spontaneously during liver regeneration. Genes Dev *27*, 719-724. 10.1101/gad.207803.112.

**Additional Source Material: Uncropped blots for Supplementary Fig. 13e**

|  |  | | |  | | |  | | |  |  | |  | |  | | |  | |  | |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | |  | | |  | | |  | | | |  | |  | |  |  | |  | |  | | |  |  |  |
|  | |  |  | | |  | | |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | |  | | |  | | |  | | | |  | |  | |  |  | |  | |  | | |  |  |  |
|  | | 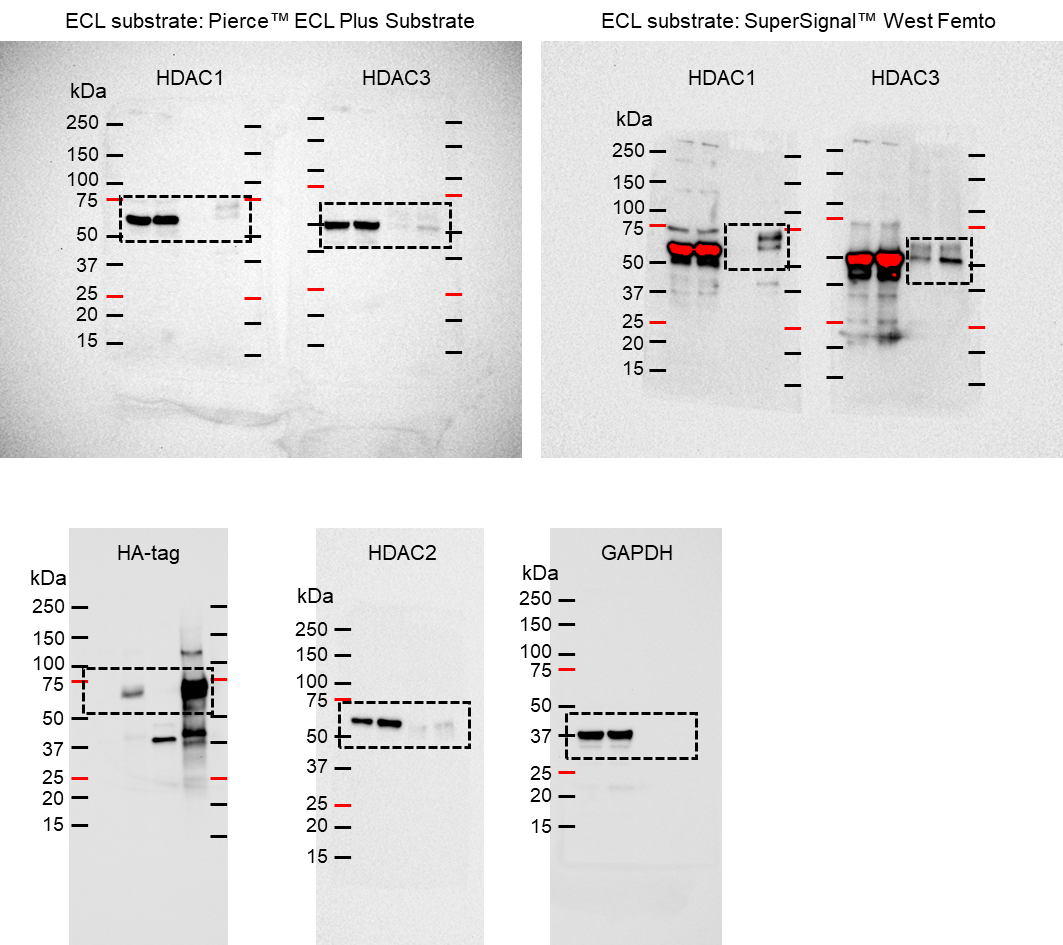 | | | | | | | | | | | | | | | | | | | | | |  |  |  |
|  | |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  | |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |

# Supplementary material for: Cellular reprogramming in vivo initiated by SOX4 pioneer factor activity
**Source:** Nat Commun. 2024 Feb 26;15:1761. doi: 10.1038/s41467-024-45939-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **File Name: Supplementary Data 1**

**Description:** Differentially expressed genes between hepatocytes and early reprogrammed cells.

### **File Name: Supplementary Data 2**

**Description:** GO terms associated with genes near newly opened and newly closed regions.

### **File Name: Supplementary Data 3**

**Description:** GO terms associated with pairwise reprogramming comparisons.

# Supplementary material for: Cellular reprogramming in vivo initiated by SOX4 pioneer factor activity
**Source:** Nat Commun. 2024 Feb 26;15:1761. doi: 10.1038/s41467-024-45939-z
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | BioRadCFXManager (qPCR)<br>Infinity Analyze (microscopic imaging)<br>Leica Application Suite (stereoscopic imaging)<br>NextSeq System Suite (NGS)<br>DivaSoftware (FACS and Flow cytometry)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Data analysis   | FlowJo v10.8.1 Tree Star <a href="https://www.flowjo.com">https://www.flowjo.com</a><br>ImageJ v1.53t National Institutes of Health <a href="https://imagej.nih.gov/ij/">https://imagej.nih.gov/ij/</a><br>Integrative Genomic Viewer (IGV) v2.14.1 Broad Institute <a href="https://software.broadinstitute.org/software/igv/">https://software.broadinstitute.org/software/igv/</a><br>R v4.2.1 The R Project for Statistical Computing <a href="https://cran.r-project.org/">https://cran.r-project.org/</a><br>Python v3.9.12 Python Software Foundation <a href="https://www.python.org">https://www.python.org</a><br>Star v2.7.10a (Dobin et al., 2013) <a href="https://github.com/alexdobin/STAR">https://github.com/alexdobin/STAR</a><br>featureCounts v2.0.1 (Liao et al., 2014) <a href="https://subread.sourceforge.net/">https://subread.sourceforge.net/</a><br>Salmon v0.13.1 (Patro et al., 2017) <a href="https://combine-lab.github.io/salmon/">https://combine-lab.github.io/salmon/</a><br>DESeq2 v1.36.0 (Love et al., 2014) <a href="https://lashlock.github.io/compbio/R_presentation.html">https://lashlock.github.io/compbio/R_presentation.html</a><br>Bowtie2 v2.2.5 (Langmead and Salzberg, 2012) <a href="https://bowtie-bio.sourceforge.net/bowtie2/index.shtml">https://bowtie-bio.sourceforge.net/bowtie2/index.shtml</a><br>Samtools v1.6 (Li, 2011; Li et al., 2009) <a href="https://samtools.sourceforge.net/">https://samtools.sourceforge.net/</a><br>Picard v2.27.4 <a href="http://broadinstitute.github.io/picard/">http://broadinstitute.github.io/picard/</a><br>Bedtools v2.30.0 <a href="https://bedtools.readthedocs.io/en/latest/">https://bedtools.readthedocs.io/en/latest/</a> |

Macs2 v2.2.7.1 (Feng et al., 2012) [https://hbctraining.github.io/Intro-to-ChIPseq/lessons/05\\_peak\\_calling\\_macs.html](https://hbctraining.github.io/Intro-to-ChIPseq/lessons/05_peak_calling_macs.html)  
 Deeptools v3.5.1 (Ramírez et al., 2016) <https://deeptools.readthedocs.io/en/develop/>  
 Homer v4.11 <http://homer.ucsd.edu/homer/motif/>  
 Tobias v0.13.3 (Bentsen et al., 2020) <https://github.com/loosolab/TOBIAS>  
 DiffBind v3.6.4 (Ross-Innes et al., 2012) [https://hbctraining.github.io/Intro-to-ChIPseq/lessons/08\\_diffbind\\_differential\\_peaks.html](https://hbctraining.github.io/Intro-to-ChIPseq/lessons/08_diffbind_differential_peaks.html)  
 ChIPseeker v1.32.1 (Yu et al., 2015) <https://rdr.io/bioc/ChIPseeker/f/vignettes/ChIPseeker.Rmd>  
 Fgsea v1.22.0 (Korotkevich et al.) <https://github.com/ctlab/fgsea>  
 ggupset v0.3.0 <https://github.com/const-ae/ggupset>  
 DANPOS v.3 (Chen et al., 2013) <https://github.com/sklasfeld/DANPOS3>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

### Data and code availability

Data that generated during the study have been deposited in Gene Expression Omnibus (GEO) with the accession number GSE221225 (SuperSeries) with SubSeries accession numbers GSE218945 and GSE218947 (RNA-Seq); GSE219052 (ATAC-Seq); GSE221223 and GSE221224 (CUT&RUN-Seq). Reviewers can access the Superseries with the following token:

wvmjowcsbpodvfw

Detailed scripts and parameters used for each step of the analysis provided by reasonable request to the authors.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No sample size calculation was done.

Data exclusions

No data exclusion was done.

Replication

At least two biological replicates were used for each experiment.

Randomization

Animals were randomly allocated to each group.

Blinding

Blinding was not performed.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Rat anti Cd11b PE/Cy7-conjugated Biolegend Cat# 101216  
 Rat anti Cd31 PE/Cy7-conjugated Biolegend Cat# 102418  
 Rat anti Cd45 PE/Cy7-conjugated Biolegend Cat# 103114  
 Rat anti Epcam BV421-conjugated Biolegend Cat# 118225  
 Rat anti Cd24 BV421-conjugated Biolegend Cat# 101826  
 Goat polyclonal anti GFP antibody Abcam Cat# ab6673  
 Chicken polyclonal anti GFP antibody Abcam Cat# ab13970  
 Goat polyclonal anti Osteopontin/OPN antibody R&D Cat# AF808  
 Rabbit monoclonal anti Krt19 antibody In-house N/A  
 Rat anti-mouse CD24 [M1/69] Biolegend Cat# 101801  
 Rat Cd133 (Prominin-1) Monoclonal Antibody (13A4) eBioscience Cat# 14-1331-80  
 Rat anti Itga6 V. Factor Lab N/A  
 Recombinant Anti-EpCAM Antibody, Rabbit Monoclonal Sino Biological Cat# 50591-R002  
 HA-Tag (C29F4) Rabbit mAb Cell Signaling Technology Cat# 3724S  
 Rabbit (DA1E) mAb IgG XP® Isotype Control Cell Signaling Technology Cat# 3900S  
 Anti-Histone H3 (acetyl K27) antibody - ChIP Grade Abcam Cat# ab4729  
 Tri-Methyl-Histone H3 (Lys27) (C36B11) Rabbit mAb Cell Signaling Technology Cat# 9733  
 Anti-Histone H3 (mono methyl K4) antibody - ChIP Grade Abcam Cat# ab8895  
 Anti-Histone H3 (tri methyl K4) antibody - ChIP Grade Abcam Cat# ab8580

### Validation

All the commercial antibodies were validated by manufacturers.  
 The Krt19 and Itga6 antibodies were validated in our earlier study (Yanger et al. Cell Stem Cell. 2014 Sep 4;15(3):340-349)

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

LentiX-HEK293T

### Authentication

Authenticated by Clontech Laboratories, Inc

### Mycoplasma contamination

Confirmed to be mycoplasma-free by the manufacturer.

### Commonly misidentified lines (See [ICLAC](#) register)

We confirm that we have not used commonly misidentified lines

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Mus musculus, B6J.129(B6N)-Gt(ROSA)26Sortm1(CAG-cas9\*,-EGFP)Fezh/J, 4-16 weeks

### Wild animals

N/A

### Reporting on sex

Only male mice were used.

Field-collected samples

N/A

Ethics oversight

All mouse experiment procedures used in this study were performed following the NIH guidelines. All mouse procedure protocols used in this study were in accordance with, and with the approval of, the Institutional Animal Care and Use Committee of the University of Pennsylvania. Mice were maintained in a standard 12-hour light/12-hour dark cycle with ambient temperatures 18-23C and approximately 50% humidity.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

Data that generated during the study have been deposited in Gene Expression Omnibus (GEO) with accession numbers GSE221223 and GSE221224 (CUT&RUN-Seq) using the following link

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221225>

Reviewers can access the Superseries with the following token: wvmjowcsbpodvwf

GSE237908 (CUT&Tag-Seq) using the following link

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE237908>

Reviewers can access the Superseries with the following token: slxgqyuxpstpyv

Files in database submission

GSM6856391 Sox4\_18hpi, rep1 NextSeq 500, CUT&RUN  
 GSM6856392 Sox4\_18hpi, rep2 NextSeq 500, CUT&RUN  
 GSM6856393 Sox4\_18hpi, rep3 NextSeq 500, CUT&RUN  
 GSM6856394 Sox4\_4dpi, rep1 NextSeq 500, CUT&RUN  
 GSM6856395 Sox4\_4dpi, rep2 NextSeq 500, CUT&RUN  
 GSM6856396 Sox4\_4dpi, rep3 NextSeq 500, CUT&RUN  
 GSM6856397 Isotype\_18hpi, rep1 NextSeq 500, CUT&RUN  
 GSM6856398 Isotype\_18hpi, rep2 NextSeq 500, CUT&RUN  
 GSM6856399 Isotype\_18hpi, rep3 NextSeq 500, CUT&RUN  
 GSM6856400 Isotype\_4dpi, rep1 NextSeq 500, CUT&RUN  
 GSM6856401 Isotype\_4dpi, rep2 NextSeq 500, CUT&RUN  
 GSM6856402 Isotype\_4dpi, rep3 NextSeq 500, CUT&RUN  
 GSM6856403 H3K27ac\_18hpi, rep1 NextSeq 500, CUT&RUN  
 GSM6856404 H3K27ac\_18hpi, rep2 NextSeq 500, CUT&RUN  
 GSM6856405 H3K27ac\_4dpi, rep1 NextSeq 500, CUT&RUN  
 GSM6856406 H3K27ac\_4dpi, rep2 NextSeq 500, CUT&RUN  
 GSM6856407 H3K4m27me3\_18hpi, rep1 NextSeq 500, CUT&RUN  
 GSM6856408 H3K4m27me3\_18hpi, rep2 NextSeq 500, CUT&RUN  
 GSM6856409 H3K4m27me3\_4dpi, rep1 NextSeq 500, CUT&RUN  
 GSM6856410 H3K4m27me3\_4dpi, rep2 NextSeq 500, CUT&RUN  
 GSM6856411 H3K4me1\_18hpi, rep1 NextSeq 500, CUT&RUN  
 GSM6856412 H3K4me1\_4dpi, rep1 NextSeq 500, CUT&RUN  
 GSM6856413 H3K4me3\_18hpi, rep1 NextSeq 500, CUT&RUN  
 GSM6856414 H3K4me3\_4dpi, rep1 NextSeq 500, CUT&RUN  
 GSM6856415 Sox4\_18hpi, rep1 NextSeq 2000, CUT&RUN  
 GSM6856416 Sox4\_18hpi, rep2 NextSeq 2000, CUT&RUN  
 GSM6856417 Sox4\_18hpi, rep3 NextSeq 2000, CUT&RUN  
 GSM6856418 Sox4\_4dpi, rep1 NextSeq 2000, CUT&RUN  
 GSM6856419 Sox4\_4dpi, rep2 NextSeq 2000, CUT&RUN  
 GSM6856420 Sox4\_4dpi, rep3 NextSeq 2000, CUT&RUN  
 GSM6856421 Isotype\_18hpi, rep1 NextSeq 2000, CUT&RUN  
 GSM6856422 Isotype\_18hpi, rep2 NextSeq 2000, CUT&RUN  
 GSM6856423 Isotype\_18hpi, rep3 NextSeq 2000, CUT&RUN  
 GSM6856424 Isotype\_4dpi, rep1 NextSeq 2000, CUT&RUN  
 GSM6856425 Isotype\_4dpi, rep2 NextSeq 2000, CUT&RUN  
 GSM6856426 Isotype\_4dpi, rep3 NextSeq 2000, CUT&RUN  
 GSM6856427 H3K27ac\_18hpi, rep3 NextSeq 2000, CUT&RUN  
 GSM6856428 H3K27ac\_4dpi, rep3 NextSeq 2000, CUT&RUN  
 GSM6856429 H3K4m27me3\_18hpi, rep3 NextSeq 2000, CUT&RUN  
 GSM6856430 H3K4m27me3\_4dpi, rep3 NextSeq 2000, CUT&RUN  
 GSM6856431 H3K4me1\_18hpi, rep2 NextSeq 2000, CUT&RUN  
 GSM6856432 H3K4me1\_18hpi, rep3 NextSeq 2000, CUT&RUN  
 GSM6856433 H3K4me1\_4dpi, rep2 NextSeq 2000, CUT&RUN

GSM6856434 H3K4me1\_4dpi, rep3 NextSeq 2000, CUT&RUN  
 GSM6856435 H3K4me3\_18hpi, rep2 NextSeq 2000, CUT&RUN  
 GSM6856436 H3K4me3\_18hpi, rep3 NextSeq 2000, CUT&RUN  
 GSM6856437 H3K4me3\_4dpi, rep2 NextSeq 2000, CUT&RUN  
 GSM6856438 H3K4me3\_4dpi, rep3 NextSeq 2000, CUT&RUN  
 GSM7656257 BEC\_rep1\_H3K27ac NextSeq2000, CUT&Tag  
 GSM7656268 BEC\_rep1\_H3K27me3 NextSeq2000, CUT&Tag  
 GSM7656235 BEC\_rep1\_H3K4me1 NextSeq2000, CUT&Tag  
 GSM7656246 BEC\_rep1\_H3K4me3 NextSeq2000, CUT&Tag  
 GSM7656258 BEC\_rep2\_H3K27ac NextSeq2000, CUT&Tag  
 GSM7656269 BEC\_rep2\_H3K27me3 NextSeq2000, CUT&Tag  
 GSM7656236 BEC\_rep2\_H3K4me1 NextSeq2000, CUT&Tag  
 GSM7656247 BEC\_rep2\_H3K4me3 NextSeq2000, CUT&Tag  
 GSM7656248 Hep\_rep1\_H3K27ac NextSeq2000, CUT&Tag  
 GSM7656259 Hep\_rep1\_H3K27me3 NextSeq2000, CUT&Tag  
 GSM7656226 Hep\_rep1\_H3K4me1 NextSeq2000, CUT&Tag  
 GSM7656237 Hep\_rep1\_H3K4me3 NextSeq2000, CUT&Tag  
 GSM7656249 Hep\_rep2\_H3K27ac NextSeq2000, CUT&Tag  
 GSM7656260 Hep\_rep2\_H3K27me3 NextSeq2000, CUT&Tag  
 GSM7656227 Hep\_rep2\_H3K4me1 NextSeq2000, CUT&Tag  
 GSM7656238 Hep\_rep2\_H3K4me3 NextSeq2000, CUT&Tag  
 GSM7656250 Rep\_early\_rep1\_H3K27ac NextSeq2000, CUT&Tag  
 GSM7656261 Rep\_early\_rep1\_H3K27me3 NextSeq2000, CUT&Tag  
 GSM7656228 Rep\_early\_rep1\_H3K4me1 NextSeq2000, CUT&Tag  
 GSM7656239 Rep\_early\_rep1\_H3K4me3 NextSeq2000, CUT&Tag  
 GSM7656251 Rep\_early\_rep2\_H3K27ac NextSeq2000, CUT&Tag  
 GSM7656262 Rep\_early\_rep2\_H3K27me3 NextSeq2000, CUT&Tag  
 GSM7656229 Rep\_early\_rep2\_H3K4me1 NextSeq2000, CUT&Tag  
 GSM7656240 Rep\_early\_rep2\_H3K4me3 NextSeq2000, CUT&Tag  
 GSM7656252 Rep\_intermed\_rep1\_H3K27ac NextSeq2000, CUT&Tag  
 GSM7656263 Rep\_intermed\_rep1\_H3K27me3 NextSeq2000, CUT&Tag  
 GSM7656230 Rep\_intermed\_rep1\_H3K4me1 NextSeq2000, CUT&Tag  
 GSM7656241 Rep\_intermed\_rep1\_H3K4me3 NextSeq2000, CUT&Tag  
 GSM7656253 Rep\_intermed\_rep2\_H3K27ac NextSeq2000, CUT&Tag  
 GSM7656264 Rep\_intermed\_rep2\_H3K27me3 NextSeq2000, CUT&Tag  
 GSM7656231 Rep\_intermed\_rep2\_H3K4me1 NextSeq2000, CUT&Tag  
 GSM7656242 Rep\_intermed\_rep2\_H3K4me3 NextSeq2000, CUT&Tag  
 GSM7656254 Rep\_late\_rep1\_H3K27ac NextSeq2000, CUT&Tag  
 GSM7656265 Rep\_late\_rep1\_H3K27me3 NextSeq2000, CUT&Tag  
 GSM7656232 Rep\_late\_rep1\_H3K4me1 NextSeq2000, CUT&Tag  
 GSM7656243 Rep\_late\_rep1\_H3K4me3 NextSeq2000, CUT&Tag  
 GSM7656255 Rep\_late\_rep2\_H3K27ac NextSeq2000, CUT&Tag  
 GSM7656266 Rep\_late\_rep2\_H3K27me3 NextSeq2000, CUT&Tag  
 GSM7656233 Rep\_late\_rep2\_H3K4me1 NextSeq2000, CUT&Tag  
 GSM7656244 Rep\_late\_rep2\_H3K4me3 NextSeq2000, CUT&Tag  
 GSM7656256 Rep\_late\_rep3\_H3K27ac NextSeq2000, CUT&Tag  
 GSM7656267 Rep\_late\_rep3\_H3K27me3 NextSeq2000, CUT&Tag  
 GSM7656234 Rep\_late\_rep3\_H3K4me1 NextSeq2000, CUT&Tag  
 GSM7656245 Rep\_late\_rep3\_H3K4me3 3437933, CUT&Tag

Genome browser session  
 (e.g. [UCSC](#))

N/A

## Methodology

Replicates

Biological replicates obtained from 3 mice.

Sequencing depth

GSM6856391 Sox4\_18hpi, rep1 NextSeq 500, CUT&RUN: 3,380,894  
 GSM6856392 Sox4\_18hpi, rep2 NextSeq 500, CUT&RUN: 1,713,647  
 GSM6856393 Sox4\_18hpi, rep3 NextSeq 500, CUT&RUN: 4,213,579  
 GSM6856394 Sox4\_4dpi, rep1 NextSeq 500, CUT&RUN: 3,369,238  
 GSM6856395 Sox4\_4dpi, rep2 NextSeq 500, CUT&RUN: 5,171,551  
 GSM6856396 Sox4\_4dpi, rep3 NextSeq 500, CUT&RUN: 5,665,642  
 GSM6856397 Isotype\_18hpi, rep1 NextSeq 500, CUT&RUN: 309,624  
 GSM6856398 Isotype\_18hpi, rep2 NextSeq 500, CUT&RUN: 553,276  
 GSM6856399 Isotype\_18hpi, rep3 NextSeq 500, CUT&RUN: 772,500  
 GSM6856400 Isotype\_4dpi, rep1 NextSeq 500, CUT&RUN: 3,577,590  
 GSM6856401 Isotype\_4dpi, rep2 NextSeq 500, CUT&RUN: 4,726,550  
 GSM6856402 Isotype\_4dpi, rep3 NextSeq 500, CUT&RUN: 5,433,579

GSM6856403 H3K27ac\_18hpi, rep1 NextSeq 500, CUT&RUN: 9,189,271  
 GSM6856404 H3K27ac\_18hpi, rep2 NextSeq 500, CUT&RUN: 7,880,624  
 GSM6856405 H3K27ac\_4dpi, rep1 NextSeq 500, CUT&RUN: 9,666,399  
 GSM6856406 H3K27ac\_4dpi, rep2 NextSeq 500, CUT&RUN: 10,426,321  
 GSM6856407 H3K4m27me3\_18hpi, rep1 NextSeq 500, CUT&RUN: 10,166,831  
 GSM6856408 H3K4m27me3\_18hpi, rep2 NextSeq 500, CUT&RUN: 9,681,981  
 GSM6856409 H3K4m27me3\_4dpi, rep1 NextSeq 500, CUT&RUN: 11,499,242  
 GSM6856410 H3K4m27me3\_4dpi, rep2 NextSeq 500, CUT&RUN: 11,550,515  
 GSM6856411 H3K4me1\_18hpi, rep1 NextSeq 500, CUT&RUN: 9,737,785  
 GSM6856412 H3K4me1\_4dpi, rep1 NextSeq 500, CUT&RUN: 12,460,566  
 GSM6856413 H3K4me3\_18hpi, rep1 NextSeq 500, CUT&RUN: 11,264,721  
 GSM6856414 H3K4me3\_4dpi, rep1 NextSeq 500, CUT&RUN: 10,692,455  
 GSM6856415 Sox4\_18hpi, rep1 NextSeq 2000, CUT&RUN: 31,008,925  
 GSM6856416 Sox4\_18hpi, rep2 NextSeq 2000, CUT&RUN: 16,616,061  
 GSM6856417 Sox4\_18hpi, rep3 NextSeq 2000, CUT&RUN: 31,796,319  
 GSM6856418 Sox4\_4dpi, rep1 NextSeq 2000, CUT&RUN: 29,260,675  
 GSM6856419 Sox4\_4dpi, rep2 NextSeq 2000, CUT&RUN: 46,565,160  
 GSM6856420 Sox4\_4dpi, rep3 NextSeq 2000, CUT&RUN: 110,672,688  
 GSM6856421 Isotype\_18hpi, rep1 NextSeq 2000, CUT&RUN: 4,417,439  
 GSM6856422 Isotype\_18hpi, rep2 NextSeq 2000, CUT&RUN: 5,916,684  
 GSM6856423 Isotype\_18hpi, rep3 NextSeq 2000, CUT&RUN: 7,177,626  
 GSM6856424 Isotype\_4dpi, rep1 NextSeq 2000, CUT&RUN: 34,915,928  
 GSM6856425 Isotype\_4dpi, rep2 NextSeq 2000, CUT&RUN: 36,516,057  
 GSM6856426 Isotype\_4dpi, rep3 NextSeq 2000, CUT&RUN: 52,176  
 GSM6856427 H3K27ac\_18hpi, rep3 NextSeq 2000, CUT&RUN: 9,604,451  
 GSM6856428 H3K27ac\_4dpi, rep3 NextSeq 2000, CUT&RUN: 14,184,246  
 GSM6856429 H3K4m27me3\_18hpi, rep3 NextSeq 2000, CUT&RUN: 11,088,732  
 GSM6856430 H3K4m27me3\_4dpi, rep3 NextSeq 2000, CUT&RUN: 12,909,177  
 GSM6856431 H3K4me1\_18hpi, rep2 NextSeq 2000, CUT&RUN: 13,901,623  
 GSM6856432 H3K4me1\_18hpi, rep3 NextSeq 2000, CUT&RUN: 15,677,903  
 GSM6856433 H3K4me1\_4dpi, rep2 NextSeq 2000, CUT&RUN: 16,681,484  
 GSM6856434 H3K4me1\_4dpi, rep3 NextSeq 2000, CUT&RUN: 14,802,834  
 GSM6856435 H3K4me3\_18hpi, rep2 NextSeq 2000, CUT&RUN: 13,690,804  
 GSM6856436 H3K4me3\_18hpi, rep3 NextSeq 2000, CUT&RUN: 13,471,709  
 GSM6856437 H3K4me3\_4dpi, rep2 NextSeq 2000, CUT&RUN: 17,785,011  
 GSM6856438 H3K4me3\_4dpi, rep3 NextSeq 2000, CUT&RUN: 14,340,054  
 GSM7656257 BEC\_rep1\_H3K27ac NextSeq2000, CUT&Tag: 5035661  
 GSM7656268 BEC\_rep1\_H3K27me3 NextSeq2000, CUT&Tag: 5,742,230  
 GSM7656235 BEC\_rep1\_H3K4me1 NextSeq2000, CUT&Tag: 6,942,655  
 GSM7656246 BEC\_rep1\_H3K4me3 NextSeq2000, CUT&Tag: 2,762,276  
 GSM7656258 BEC\_rep2\_H3K27ac NextSeq2000, CUT&Tag: 5,227,823  
 GSM7656269 BEC\_rep2\_H3K27me3 NextSeq2000, CUT&Tag: 5,853,600  
 GSM7656236 BEC\_rep2\_H3K4me1 NextSeq2000, CUT&Tag: 3,272,190  
 GSM7656247 BEC\_rep2\_H3K4me3 NextSeq2000, CUT&Tag: 3,041,392  
 GSM7656248 Hep\_rep1\_H3K27ac NextSeq2000, CUT&Tag: 6,096,372  
 GSM7656259 Hep\_rep1\_H3K27me3 NextSeq2000, CUT&Tag: 4,464,183  
 GSM7656226 Hep\_rep1\_H3K4me1 NextSeq2000, CUT&Tag: 4,257,990  
 GSM7656237 Hep\_rep1\_H3K4me3 NextSeq2000, CUT&Tag: 2,772,701  
 GSM7656249 Hep\_rep2\_H3K27ac NextSeq2000, CUT&Tag: 6,347,670  
 GSM7656260 Hep\_rep2\_H3K27me3 NextSeq2000, CUT&Tag: 6,574,466  
 GSM7656227 Hep\_rep2\_H3K4me1 NextSeq2000, CUT&Tag: 6,656,272  
 GSM7656238 Hep\_rep2\_H3K4me3 NextSeq2000, CUT&Tag: 3,455,839  
 GSM7656250 Rep\_early\_rep1\_H3K27ac NextSeq2000, CUT&Tag: 5,536,897  
 GSM7656261 Rep\_early\_rep1\_H3K27me3 NextSeq2000, CUT&Tag: 5,915,382  
 GSM7656228 Rep\_early\_rep1\_H3K4me1 NextSeq2000, CUT&Tag: 5,081,155  
 GSM7656239 Rep\_early\_rep1\_H3K4me3 NextSeq2000, CUT&Tag: 3,238,234  
 GSM7656251 Rep\_early\_rep2\_H3K27ac NextSeq2000, CUT&Tag: 7,659,851  
 GSM7656262 Rep\_early\_rep2\_H3K27me3 NextSeq2000, CUT&Tag: 7,175,530  
 GSM7656229 Rep\_early\_rep2\_H3K4me1 NextSeq2000, CUT&Tag: 7,586,464  
 GSM7656240 Rep\_early\_rep2\_H3K4me3 NextSeq2000, CUT&Tag: 3,930,594  
 GSM7656252 Rep\_intermed\_rep1\_H3K27ac NextSeq2000, CUT&Tag: 6,998,059  
 GSM7656263 Rep\_intermed\_rep1\_H3K27me3 NextSeq2000, CUT&Tag: 7,417,902  
 GSM7656230 Rep\_intermed\_rep1\_H3K4me1 NextSeq2000, CUT&Tag: 6,842,445  
 GSM7656241 Rep\_intermed\_rep1\_H3K4me3 NextSeq2000, CUT&Tag: 3,117,437  
 GSM7656253 Rep\_intermed\_rep2\_H3K27ac NextSeq2000, CUT&Tag: 7,206,421  
 GSM7656264 Rep\_intermed\_rep2\_H3K27me3 NextSeq2000, CUT&Tag: 7,333,679  
 GSM7656231 Rep\_intermed\_rep2\_H3K4me1 NextSeq2000, CUT&Tag: 2,263,302  
 GSM7656242 Rep\_intermed\_rep2\_H3K4me3 NextSeq2000, CUT&Tag: 3,962,492

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                         | <p>GSM7656254 Rep_late_rep1_H3K27ac NextSeq2000, CUT&amp;Tag: 3,036,369</p> <p>GSM7656265 Rep_late_rep1_H3K27me3 NextSeq2000, CUT&amp;Tag: 3,003,866</p> <p>GSM7656232 Rep_late_rep1_H3K4me1 NextSeq2000, CUT&amp;Tag: 4,240,138</p> <p>GSM7656243 Rep_late_rep1_H3K4me3 NextSeq2000, CUT&amp;Tag: 889,480</p> <p>GSM7656255 Rep_late_rep2_H3K27ac NextSeq2000, CUT&amp;Tag: 7,503,193</p> <p>GSM7656266 Rep_late_rep2_H3K27me3 NextSeq2000, CUT&amp;Tag: 5,792,009</p> <p>GSM7656233 Rep_late_rep2_H3K4me1 NextSeq2000, CUT&amp;Tag: 6,277,444</p> <p>GSM7656244 Rep_late_rep2_H3K4me3 NextSeq2000, CUT&amp;Tag: 3,699,732</p> <p>GSM7656256 Rep_late_rep3_H3K27ac NextSeq2000, CUT&amp;Tag: 7,169,365</p> <p>GSM7656267 Rep_late_rep3_H3K27me3 NextSeq2000, CUT&amp;Tag: 7,035,887</p> <p>GSM7656234 Rep_late_rep3_H3K4me1 NextSeq2000, CUT&amp;Tag: 5,232,717</p> <p>GSM7656245 Rep_late_rep3_H3K4me3 NextSeq2000, CUT&amp;Tag: 3,437,933</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Antibodies              | <p>HA-Tag (C29F4) Rabbit mAb Cell Signaling Technology Cat# 3724S</p> <p>Rabbit (DA1E) mAb IgG XP® Isotype Control Cell Signaling Technology Cat# 3900S</p> <p>Anti-Histone H3 (acetyl K27) antibody - ChIP Grade Abcam Cat# ab4729</p> <p>Tri-Methyl-Histone H3 (Lys27) (C36B11) Rabbit mAb Cell Signaling Technology Cat# 9733</p> <p>Anti-Histone H3 (mono methyl K4) antibody - ChIP Grade Abcam Cat# ab8895</p> <p>Anti-Histone H3 (tri methyl K4) antibody - ChIP Grade Abcam Cat# ab8580</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Peak calling parameters | <p>Peak calling for histone PTMs was performed using MACS2 without Isotype controls as input files. Narrow peaks for H3K27ac, H3K4me1 and H3K4me3 and broad peaks for H3K27me3 were used with FDR set to 0.01. Called peaks were filtered using the mm10-blacklist.v2 file.</p> <p>For Sox4 CUT&amp;RUN samples, which had relatively high background, peak calling was performed using MACS2 with combined Isotype controls of the corresponding time points as input files with FDR set to 0.1. Narrow peaks were used, and the called peaks were filtered using the mm10-blacklist.v2 file.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Data quality            | We confirmed acceptable mapping rates and agreement between replicates by Spearman correlation heatmaps and PCA plots as assessed by DiffBind software.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Software                | <p>DESeq2 v1.36.0 (Love et al., 2014) <a href="https://lshlock.github.io/compbio/R_presentation.html">https://lshlock.github.io/compbio/R_presentation.html</a></p> <p>Bowtie2 v2.2.5 (Langmead and Salzberg, 2012) <a href="https://bowtie-bio.sourceforge.net/bowtie2/index.shtml">https://bowtie-bio.sourceforge.net/bowtie2/index.shtml</a></p> <p>Samtools v1.6 (Li, 2011; Li et al., 2009) <a href="https://samtools.sourceforge.net/">https://samtools.sourceforge.net/</a></p> <p>Picard v2.27.4 <a href="http://broadinstitute.github.io/picard/">http://broadinstitute.github.io/picard/</a></p> <p>Bedtools v2.30.0 <a href="https://bedtools.readthedocs.io/en/latest/">https://bedtools.readthedocs.io/en/latest/</a></p> <p>Macs2 v2.2.7.1 (Feng et al., 2012) <a href="https://hbctraining.github.io/Intro-to-ChIPseq/lessons/05_peak_calling_macs.html">https://hbctraining.github.io/Intro-to-ChIPseq/lessons/05_peak_calling_macs.html</a></p> <p>Deeptools v3.5.1 (Ramírez et al., 2016) <a href="https://deeptools.readthedocs.io/en/develop/">https://deeptools.readthedocs.io/en/develop/</a></p> <p>Homer v4.11 <a href="http://homer.ucsd.edu/homer/motif/Tobias v0.13.3">http://homer.ucsd.edu/homer/motif/Tobias v0.13.3</a></p> <p>DiffBind v3.6.4 (Ross-Innes et al., 2012) <a href="https://hbctraining.github.io/Intro-to-ChIPseq/lessons/08_diffbind_differential_peaks.html">https://hbctraining.github.io/Intro-to-ChIPseq/lessons/08_diffbind_differential_peaks.html</a></p> <p>ChIPseeker v1.32.1 (Yu et al., 2015) <a href="https://rdrr.io/bioc/ChIPseeker/f/vignettes/ChIPseeker.Rmd">https://rdrr.io/bioc/ChIPseeker/f/vignettes/ChIPseeker.Rmd</a></p> |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                       |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | <p>For flow cytometry without sorting, whole liver cells were harvested by liver perfusion of liberase enzyme.</p> <p>For FACS sorting, non-parenchymal cells were magnetically eliminated (Dynabeads system) from whole liver cells using antibodies against Cd11b, Cd31 and Cd45. Then, Epcam+ and Epcam- fractions were separated using Epcam microbeads and MACS separation system (Mitenyi).</p> |
| Instrument                | FACS LSR II, FACS Aria II/BD Biosciences                                                                                                                                                                                                                                                                                                                                                              |
| Software                  | BD FACSDiva8 for data acquisition. Flowjo for visualization and quantification.                                                                                                                                                                                                                                                                                                                       |
| Cell population abundance | A small fraction of FACS-sorted cells were analyzed on the sorter, and the population was confirmed to be enriched at 85-100% purity.                                                                                                                                                                                                                                                                 |

Gating strategy

FSC/SSC, doublet exclusion and viability dye used to identify viable single-cell population and exclude debris. Fluorescence minus one (FMO) controls were used to define background.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

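ATAC-Seq of mouse hepatocytes at 4 dpi was analysed from 6 libraries, 3 labelled EV and 3 labelled Sox4. The authors aligned reads to mm10 with Bowtie2, removed duplicates with Picard, and called peaks in each library separately with MACS2 (version 2.2.7.1 in the headers). The methods give an FDR of 0.01, whereas the headers of the deposited lists give a q-value cutoff of 0.05. Reads were extended to 200 bp without a model and without a control. The deposited pileup is unscaled coverage, a signal that depends on depth. The deposited fold enrichment is a ratio to the local background, and the deposited −log10 p and −log10 q-values are the peak caller's own. The fold enrichment was not used, and −log10 q was used only to filter peaks within a list. The totals in the headers are tags, that is read ends and not fragments, and they ranged from 91678892 to 180365338 per library. Sox4 replicate 3 came from another flow cell than the other 5 libraries.

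Coordinates are 1-based on mm10, and every peak ended within the length of its chromosome in the reference. Peaks on chromosomes 1 to 19, X and Y were merged where they shared at least 1 bp, and regions called in at least 2 of the 6 libraries were kept. Each region's highest summit pileup was scaled to 10000000 tags. A common floor, the highest of the libraries' lowest scaled values, replaced lower and missing values before log2 was taken. This understates the change of regions without a peak in a library. Labelled groups were compared with limma 3.58.1 (lmFit and eBayes with trend) and Benjamini-Hochberg adjustment at 0.05. On simulated data for 129796 regions, of which 2000 were changed, the fit recovered 80.4% of them with 5.4% false calls, and it made 0 calls where no region was changed. The median standard deviation was 0.27 (log2) in the simulation and 0.40 between the deposited libraries of a label. The planted changes were 1.5 (log2) up or down, and no simulated library grouped with the other label. At the distal site of Cyp2e1 the deposited libraries had standard deviations of 1.56 (EV) and 1.6 (Sox4). The recovery therefore does not give the power under the deposited labels.

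Genes were assigned by the nearest start site of a protein-coding gene in GENCODE. Gene lists were tested with fgsea 1.28.0 on the mean log2 change of a gene's regions, with camera and fry on the regions, and with 10000 random lists matched on mean pileup. The signature held 1189 genes, of which 1157 were matched to the annotation. Of the 50 hepatocyte genes 49 were matched, and all 49 biliary genes were. The copy of the reprogramming signature at hand was shortened, so no set test was run on it. Single loci were compared with two-sided exact permutation tests, for which 3 against 3 cannot go below 0.1. Shares have Wilson 95% confidence intervals, which cover counting error only. Python 3.11.15, scipy 1.17.1, R 4.3.3 and bedtools 2.31.1 were used.

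The genes named are those whose ATAC-Seq signal the paper shows or names, the genes of Supplementary Table 1 as lists, and the 5 most opened and 5 most closed regions past the threshold, of which there were none. Design, named genes and alternatives were fixed before the data were examined. The alternatives were another scaling, floor, peak threshold, merging rule, number of libraries, number of peaks, gene value and annotation distance, peak calls alone, a replicate block, and each library left out in turn. Genes of all types, and for gene lists and the share of regions near start sites the regions with a peak in all 6 libraries and the same number of peaks, were added after the data were seen. So were the regions upstream of Itga3 and the 9 fits that left out 1 library of each label. They replaced a fit to the 4 libraries whose label matched the vector sequence, which had been run and whose result was known. That fit chooses libraries by a measured value, and it is the same as the fit without EV replicate 2 and Sox4 replicate 1. For this reason all 9 are reported, and no share or locus at a claim is taken from any of them. Motif shares were planned but not computed, since no region passed the threshold.

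The Sox4 coding sequence carried by the vector went against the labels of EV replicate 2 and Sox4 replicate 1. Labels were not changed, no library was reassigned, and the text writes of the library labelled with a condition.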

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

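The tests of the grouping of libraries were chosen only after the result was seen, whereas the test of the vector sequence at Sox4 was set out before.

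The library labelled EV replicate 2 had a summit pileup of 219 per 10000000 tags over the Sox4 coding sequence, a signal that stands out because the other libraries labelled EV reached 11.4 and 10.3 and the paper does not report on it. Those labelled Sox4 replicates 2 and 3 reached 198.5 and 207, and the one labelled Sox4 replicate 1 reached 9.38. In the 3 libraries with the high summit the peak ended within 100 bp of both ends of the coding sequence and no summit of the gene lay outside it, which is consistent with reads from the vector rather than from the chromosome. The prediction made beforehand, that every Sox4 library would exceed every EV library, did not hold.

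The 6 libraries also grouped against their labels across the genome. A technical explanation found from these data, and therefore a hypothesis, is that the labels of EV replicate 2 and Sox4 replicate 1 may have been exchanged at some step between the animals and the deposited lists. The 219 per 10000000 tags in the library labelled EV replicate 2 is a value that this explanation needs and that could have come out otherwise. Several other explanations are argued against. The coding sequence signal of that library was 1.08 times the mean of the libraries labelled Sox4 replicates 2 and 3. Vector copies per animal are not known, so this ratio alone does not exclude a mixture of Sox4 cells or DNA into it. Its correlations were 0.955 and 0.941 with those 2 libraries, against 0.727 and 0.735 with those labelled EV replicates 1 and 3. These argue against a partial mixture. The flow cell does not account for the grouping, since the libraries labelled EV replicate 2 and Sox4 replicate 3 came from different flow cells and correlated at 0.941. The number of tags does not either: the libraries labelled EV replicates 2 and 3, with 116147036 and 117450440 tags, correlated at 0.735, whereas those labelled EV replicate 2 and Sox4 replicate 2, with 116147036 and 180365338, correlated at 0.955. Within each of the 10 deciles of GC content, both libraries correlated more with libraries of the other label than with those of their own. A natural difference between the animals of a label would have left the library labelled EV replicate 2 without the vector's sequence, but its signal there was 19.3 times the highest of the other libraries labelled EV. An animal that received the other vector, a swapped tube and a swapped file were not told apart by any test here. For the library labelled Sox4 replicate 1, neither was a failed delivery of the vector. Any of these that came before the paper's analysis would have entered it too. The paper shows its Sox4 libraries grouping apart from EV and reports 20329 newly opened regions, where the labelled split gave 0 here. If the paper used these same libraries, this argues against an exchange or failed delivery before its analysis. Its read counts were not at hand, so the step stays open.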

How the results depend on the processing

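Under the deposited labels, newly opened and newly closed regions numbered 0 in the fit to all 6 libraries and under the alternatives run for them of scaling, floor, peak threshold, fixed windows, consensus, trend, block, number of peaks and minimum change, and with each library left out in turn (unchanged regions from 123326 to 127695). At an unadjusted p under 0.05 the fit to all 6 libraries had 581 regions, 162 higher and 419 lower. Their balance turned with each library's own floor (647 and 438) and without Sox4 replicate 3 (152 of 279 higher), and was 224 and 301 with the other scaling. Their number ranged from 279 to 12506 with single libraries left out and from 163 to 72120 with pairs left out. Peak calls alone gave 97 opened, 131 closed and 78464 unchanged, and regions with a peak in all 6 libraries were 78464. The 9 fits that left out 1 EV and 1 Sox4 library gave from 0 to 27435 newly opened, from 0 to 35802 newly closed and from 59575 to 122936 unchanged regions. Only the fit without EV replicate 2 and Sox4 replicate 1 made calls, with 27435 opened, 35802 closed and 59575 unchanged. With 2 libraries per label this fit has few degrees of freedom. At 3 libraries against 3, the labelled split gave 0 and 0. Setting the libraries labelled EV replicate 2 and Sox4 replicates 2 and 3 against the other 3 gave 29551 regions higher and 39730 lower. This argues against the number of libraries as the cause of the 0 in the fit to all 6, where the labels cut across that grouping. The cause of the 0 in the other fits was not tested beyond the values by library. Scaling did not move the share of opened regions in the fit to all 6 libraries, since no region was called. That share, the share opened de novo and the shares of opened and closed regions near start sites had no value there. In the fit without EV replicate 2 and Sox4 replicate 1, chosen after seeing the values, 5.30% of closed regions (Wilson 95% confidence interval 5.08% to 5.54%), 13.5% of opened regions (13.1% to 13.9%) and 18.9% of unchanged regions lay within 1 kb of a start site.

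The share of unchanged regions within 1 kb of a start site was 13.2%. It was 18.3% for regions with a peak in all 6 libraries and for peak calls alone, 14.2% for regions called in at least 3 libraries, 11.8% in at least 1, 13.6% at −log10 q of at least 5, 16.6% in fixed windows around summits, 13.9% with the same number of peaks, 12.1% from the summit and 17.3% with genes of all types. It ranged from 13.4% to 13.6% with single libraries left out, and from 13.7% to 18.9% with pairs left out. Since regions are many, the interval of this share is narrow, and the cause of each shift was not tested.

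Regions called only in the libraries labelled Sox4 numbered 97 in all 6 libraries and 170 in fixed windows around summits. Where at least 50% of the shorter peak had to be shared, a rule run only for these counts, they numbered 122 and those called only in EV 145. The regions called only in Sox4 ranged from 171 to 3043 with single libraries left out and reached 17465 without EV replicate 2 and Sox4 replicate 1, with 300 as the lowest count for a pair. Those called only in EV numbered 131, from 196 to 1965 with single libraries left out, and from 400 to 8810 with pairs left out. The balance of 97 to 131 turned in fixed windows around summits (170 to 156), with the same number of peaks (111 to 99), without Sox4 replicate 1 (3043 to 886), without Sox4 replicate 3 (296 to 196) and in 5 of the 9 fits with pairs left out. Fewer libraries must each agree, so some of this rise follows from the construction. The difference in peaks per library was 2275. It ranged from -3730, without Sox4 replicate 2, to 7703.

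The NES of the hepatocyte signature kept its direction in all settings run, from -2.72 to -2.31 in those with 6 libraries, and from -2.74 to -1.83 with single libraries left out. It ranged from -2.82 to -0.74 with pairs left out, with -0.99 without EV replicate 3 and Sox4 replicate 3. The known hepatocyte genes had a median of -0.26, from -0.48 to -0.156 with single libraries left out and from -0.725 to -0.029 with pairs left out. It was -0.05 without Sox4 replicate 3 and EV replicate 1 or 3, and -0.029 without Sox4 replicate 2 and EV replicate 3. The known biliary genes had a median of 0.052, from -0.015 to 0.192 with single libraries left out, where it was 0.023 without Sox4 replicate 2, and -0.045 over regions with a peak in all 6 libraries. With pairs left out it ranged from -0.062 to 0.264 and was -0.006, -0.013, -0.051, -0.062, -0.039 and -0.043 in the 6 fits that kept Sox4 replicate 1. The fry p of the signature, the hepatocyte and the biliary genes was under 0.05 only without EV replicate 2 and Sox4 replicate 1 (0.00294, 0.00126 and 0.00727), and 0.383, 0.447 and 0.759 in all 6 libraries. Among single loci, the log2 change turned to 0.03 for Tat without Sox4 replicate 2 (range -0.39 to 0.03), to -0.06 and -0.05 for Epcam without EV replicate 3 and without Sox4 replicate 3 (range -0.06 to 0.51), and to 0.02 for Krt19 without EV replicate 1 (range -0.23 to 0.02). The first region upstream of Itga3 turned to -0.02 without Sox4 replicate 3. No single locus passed the threshold under another scaling, floor, block or trend or with a single library left out.

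The 9 fits with pairs left out were run for the loci after the data were seen. The fit without EV replicate 2 and Sox4 replicate 1 called Cyp2e1 (-1.10) and its distal site (-2.58), Itga3 at its start site (0.49) and upstream (1.83, 3.48 and 3.27), Cd24a (3.09), Cyp2d9 (-1.80), Epcam (0.77), Cldn6 (4.73) and the Sox4 locus, which moved from 1.28 to 4.04. It did not call Tat (-0.45), Tnfrsf12a (0.46), Krt19 (-0.29) or Alb. The other 8 called none of the loci that had a region in them, and Cldn6 and the last 2 upstream regions of Itga3 had none without EV replicate 2 and Sox4 replicate 2 or 3. Among the 9, reversals were found only in fits that kept Sox4 replicate 1 and EV replicate 2. Without EV replicate 1 and Sox4 replicate 2 they were 0.01 for Cyp2e1, 0.03 for its distal site, -0.19 for Cd24a, 0.09 for Tat, -0.02 for Epcam, 0.11 for Krt19, -0.06 and -0.07 for the first 2 upstream regions of Itga3 and -0.02 for the Sox4 locus. Without EV replicate 1 and Sox4 replicate 3 they were 0.11 for the distal site, -0.23 for Cd24a, 0.01 for Cyp2d9, -0.09 for Epcam, -0.02 for Tnfrsf12a, -0.08 for Cldn6, -0.18 and -0.09 for the upstream regions and -0.05 for the Sox4 locus. Without EV replicate 3 and Sox4 replicate 2 they were 0.03 for Cyp2e1, 0.21 for the distal site, -0.32 for Cd24a, 0.02 for Alb, 0.02 for Tat, -0.20 for Epcam, -0.28 and -0.07 for the upstream regions and -0.14 for the Sox4 locus. Without EV replicate 3 and Sox4 replicate 3 they were 0.02 for Cyp2e1, 0.28 for the distal site, -0.36 for Cd24a, -0.27 for Epcam, -0.11 for Tnfrsf12a, -0.08 for Cldn6, -0.40 and -0.09 for the upstream regions and -0.17 for the Sox4 locus.

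Deviations from the group means of libraries with the same number correlated at 0.736, 0.74 and -0.65 for numbers 1, 2 and 3. These signs follow the grouping of the libraries against their labels. They therefore do not show whether the replicate numbers pair the libraries. The replicate block gave 0 newly opened and 0 newly closed regions, 1841 regions at an unadjusted p under 0.05 and an NES of -2.43.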

Differences from the paper's values

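The paper reports 20329 newly opened and 14564 newly closed regions, and 0 of each were called here under the deposited labels. The paper's 5823 genes near newly opened and 5272 near newly closed regions in its text, and its 8759 and 6742 in Supplementary Data 2, stand against 0 and 0. None of the alternatives set before the data were examined closed these gaps, and peak calls alone gave 97 and 131 regions, with 93 and 131 genes. A setting chosen after seeing the values, the fit without the libraries labelled EV replicate 2 and Sox4 replicate 1, came within 1.5 times of the paper's newly opened regions with 27435, and of the 8759 genes near them with 10142. It had first been fitted because of the measured Sox4 signal and is given as 1 of the 9 fits that left out a library of each label, of which the other 8 gave 0. Its 35802 newly closed regions and the 10850 genes near them differed from the paper's as well, as did its 10142 genes from the 5823. Fig. 7b gives about 6400 MORs and about 14000 DORs, as read by eye, against 0 and 0 here. No alternative set before the data were examined came near, with 97 DORs and 0 MORs from peak calls alone. The same fit chosen after seeing the values had 15332 DORs, within 1.5 times, and 12103 MORs, which was not.

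The NES of the hepatocyte signature is about -3.1 in Fig. 4a, read by eye, against -2.43 here. The alternatives set before the data were examined gave -2.74 to -1.83 and did not reach it. The nearest value was -2.82 without the libraries labelled EV replicate 2 and Sox4 replicate 1, a setting chosen after seeing the values.

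The share of unchanged regions within 1 kb of a start site is about 20% in Supplementary Fig. 13a, read by eye, against 13.2% here. Of the alternatives set before the data were examined, it came within 1.5 times with peak calls alone (18.3%), at least 3 libraries (14.2%), a stricter peak threshold (13.6%), fixed windows around summits (16.6%) and single libraries left out (13.4% to 13.6%). It did not with another scaling, floor, block, trend or minimum change (13.2%), at least 1 library (11.8%) or the summit distance (12.1%). Settings chosen after seeing the values that came within 1.5 times were regions with a peak in all 6 libraries (18.3%), the same number of peaks (13.9%), genes of all types (17.3%) and pairs of libraries left out (13.7% to 18.9%).

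The paper shows the Sox4 libraries at 4 dpi grouping apart from the EV libraries, lower accessibility at Cyp2e1 and higher accessibility upstream of Itga3 and at Cd24a. Here the library labelled EV replicate 2 correlated at 0.955 with that labelled Sox4 replicate 2 and at 0.727 with that labelled EV replicate 1. The log2 changes between the labelled groups were -0.36 at the start site of Cyp2e1, -0.76 at its distal site, 0.46, 1.09 and 1.10 at the regions upstream of Itga3 and 0.85 at Cd24a, each with an adjusted p of 0.972 from limma. A setting chosen after seeing the values, the fit without the libraries labelled EV replicate 2 and Sox4 replicate 1, called all of these, with -1.10, -2.58, 1.83, 3.48, 3.27 and 3.09.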

Other observations

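The counts of splits for gene lists were chosen only after their results were seen, and those for numbers of regions were set out before.

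The 6 libraries can be split into 2 groups of 3 in 10 ways. All 10 splits gave at least as many newly opened or newly closed regions as the labelled split, but that count carries no information, since the labelled split gave 0 and no split can give fewer. All 10 also gave at least as many regions called only in one group. Of these splits, 1 made calls, with 29551 regions higher and 39730 lower in the libraries labelled EV replicate 2 and Sox4 replicates 2 and 3 than in the other 3. That split does not follow the labels. For the hepatocyte signature, 8 of the 10 splits gave as large an absolute NES. For the known hepatocyte genes 2 of the 10 splits gave as large an absolute median, and for the known biliary genes 10 of the 10 did. With 10 splits no share can go below 0.1. The fgsea p of the signature was 1e-10, the lower limit, in each of the 10 splits, so it does not separate the labelled split from the others.

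Marker genes of other liver cells were listed beforehand to test for a change in cell types. The lists were of 10 genes each, of which 9 of the cholangiocyte genes are also in the paper's biliary list and 0 of the others are. Under the deposited labels, camera with its preset correlation gave p = 0.00584 for Kupffer cells, 0.00092 for stellate cells, 0.101 for endothelial cells and 0.371 for cholangiocytes, and fry gave 0.595, 0.659, 0.2 and 0.0444. The fry p of the cholangiocytes moved with the setting, from 0.0077 over regions called in at least 1 library to 0.958 with the other scaling, and is not read as a change. The other lists moved as well: without EV replicate 2 and Sox4 replicate 1, a fit chosen after seeing the values, fry gave 0.028 for Kupffer cells and 0.0074 for stellate cells, both higher in the libraries labelled Sox4, 0.0082 for endothelial cells, which were lower, and 0.677 for cholangiocytes. In the libraries labelled EV replicates 1, 2 and 3 and then Sox4 replicates 1, 2 and 3, median deviations (log2) were -0.20, 0.23, -0.22, -0.22, 0.20 and 0.38 for Kupffer cells, -0.33, 0.38, -0.32, -0.33, 0.33 and 0.41 for stellate cells, 0.23, -0.15, 0.24, 0.10, -0.21 and -0.18 for endothelial cells, and 0.08, -0.04, -0.03, 0.00, 0.00 and -0.01 for cholangiocytes. As no region was called as newly opened under the labels, the question set beforehand, whether such cells account for opened regions near biliary genes, could not be answered. The tests set beforehand of the flow cell and of GC content on newly opened regions could not be run for the same reason.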
